# Systems analysis of long-term heat stress responses in the C_4_ grass *Setaria viridis*

**DOI:** 10.1093/plcell/koaf005

**Published:** 2025-01-08

**Authors:** Peng Zhang, Robert E Sharwood, Adam Carroll, Gonzalo M Estavillo, Susanne von Caemmerer, Robert T Furbank

## Abstract

Many C_4_ plants are used as food and fodder crops and often display improved resource use efficiency compared to C_3_ plants. However, the response of C_4_ plants to future extreme conditions such as heatwaves is less understood. Here, *Setaria viridis*, an emerging C_4_ model grass, was grown under long-term high-temperature stress for 2 wk (42 °C, compared to 28 °C). This resulted in stunted growth, but surprisingly had little impact on leaf thickness, leaf area-based photosynthetic rates, and bundle sheath leakiness. Dark respiration rates increased, and there were major alterations in carbon and nitrogen metabolism in the heat-stressed plants. Abscisic acid and indole-3-acetic acid–amino acid conjugates accumulated in the heat-stressed plants, consistent with transcriptional changes. Leaf transcriptomics, proteomics, and metabolomics analyses were carried out and mapped onto the metabolic pathways of photosynthesis, respiration, carbon/nitrogen metabolism, and phytohormone biosynthesis and signaling. An in-depth analysis of correlations between transcripts and their corresponding proteins revealed strong differences between groups in the strengths and signs of correlations. Overall, many stress signaling pathways were upregulated, consistent with multiple signals leading to reduced plant growth. A systems-based model of the plant response to long-term heat stress is presented based on the oxidative stress, phytohormone, and sugar signaling pathways.

## Introduction

C_4_ photosynthesis is a biochemical CO_2_ concentrating mechanism where CO_2_ is first assimilated by phosphoenolpyruvate carboxylase (PEPC) to produce a 4-carbon compound, a C_4_ acid (Hatch and Slack 1966; Hatch 1987). This C_4_ acid diffuses into the bundle sheath (BS) cell where decarboxylation of the C_4_ acid releases the previously fixed CO_2_ in a cellular compartment surrounded by suberin that restricts leakage of CO_2_ (Danila et al. 2021). This creates a high local concentration of CO_2_ around Rubisco so that the oxygenation reaction is suppressed, thus improving efficiency of CO_2_ assimilation while minimizing photorespiration. Most C_4_ plants have evolved the 2-cell mechanism, where CO_2_ entering the mesophyll (M) cell is first converted to HCO_3_^−^ by carbonic anhydrase (CA), which is then assimilated into phosphoenolpyruvate (PEP) by PEPC to make oxaloacetate (OAA). Depending on the decarboxylation enzyme used, OAA is converted to malate or aspartate, which is then transferred to adjacent BS cells where it is decarboxylated to release CO_2_ at the site of Rubisco (Hatch 1987; Furbank 2011).

C_4_ photosynthesis is considered an adaptation to environments that promote high photorespiration (Sage et al. 2018). The early lineages of C_4_ plants are thought to have evolved 25 to 30 million years ago, coinciding with the decline of atmospheric CO_2_ concentration from about 1,000 ppm to well below present day levels (Sage 2001, 2004; Zachos et al. 2001). In areas of the world where temperatures are frequently high, and drought and/or salinity are common, plants experienced high photorespiratory flux and were under selective pressure to evolve mechanisms that allow more efficient carbon gain (Sage et al. 2018). Presently, over 60 independent lineages of C_4_ plants have been discovered and altogether contributing toward ∼25% of the terrestrial primary productivity (Edwards et al. 2010). Some of the economically important C_4_ crops include maize (*Zea mays*), sorghum (*Sorghum bicolor*), millet (*Setaria italica*), and sugarcane (*Saccharum officinarum*). Given that C_4_ plants are regarded as relatively tolerant of higher growth temperatures (Berry and Bjorkman 1980), it is not surprising that the majority of studies on longer term effects of high-temperature stress on photosynthesis, metabolism, growth, and yield have been carried out on C_3_ plants (Sgobba et al. 2015; Kask et al. 2016; Hütsch et al. 2019; Haider et al. 2021; He et al. 2022).

Plant heat stress response during vegetative growth is extremely complex. The rates of most enzymatic reactions are sensitive to temperature increases, and heat stress can directly impact on protein and membrane stability, causing changes in the rates of biological processes. Heat may also cause the production of reactive oxygen species (ROS), which may act as signals to halt/alter plant growth but may also cause oxidative damage to the plant tissues leading to senescence and death (Bhattacharjee 2005; Sharkey 2005; Suzuki and Mittler 2006). Heat stress can significantly decrease plant photosynthetic capacity by negatively impacting on both the light and dark reactions. The structure and function of photosystem (PS) II is particularly heat labile (Sharkey 2005). Severe heat stress (above 45 °C) has been shown to directly cause structural damage to PS II, including dissociation of the oxygen evolving complex (Papageorgiou and Murata 1995) and dissociation of the reaction center protein complex (Nash et al. 1985). Moderate heat stress did not appear to severely affect PS II structure but was shown to inhibit the repair of photodamaged PS II by inhibiting the de novo synthesis of D1 protein, causing disruption to linear electron transport (Takahashi et al. 2004; Sharkey 2005; Allakhverdiev et al. 2008).

At elevated temperatures, both C_3_ and C_4_ Rubisco have been shown to be subject to deactivation due to heat-labile nature of Rubisco activase (RCA) and the buildup of inhibitors that reduce Rubisco activity (Sharkey et al. 2001; Crafts-Brandner and Salvucci 2002; Salvucci and Crafts-Brandner 2004a). In addition, the thermal lability of other Calvin–Benson cycle enzymes may also contribute to reduced carbon fixation under heat (Berry and Bjorkman 1980; Allakhverdiev et al. 2008). Heat stress has been shown to inhibit photosynthesis in C_4_ crop species such as sugarcane (40 °C), maize (above 38 °C), and sorghum (40 °C) with carbon fixation appearing to be more sensitive than light harvesting and electron transport (Blum 1986; Crafts-Brandner and Salvucci 2002; Wahid 2007; Perdomo et al. 2017). Furthermore, short-term heat stress (4 h) at 40 °C has been shown to inhibit photosynthesis in *S. viridis* plants (Anderson et al. 2021).

In addition to the direct impact of heat on photosynthetic components, high temperature may affect carbon fixation by influencing stomatal conductance. Under prolonged heat stress, plants may initially upregulate transpiration for evaporative cooling of the leaves, particularly if vapor pressure deficit is high. If availability of soil water is limited, this increase in transpirational water loss may induce water stress in the heat-stressed plants. Under such circumstances, a range of drought-related responses will be induced including stomata closure, which can limit CO_2_ availability to the chloroplast and inhibit photosynthesis. Water stress has been frequently observed in plants experiencing high temperature (Tsukaguchi et al. 2003; Wahid and Close 2007).

The impact of heat stress on plant growth depends on the plant species and the developmental stage. During vegetative growth, heat stress may inhibit cell expansion by lowering the water potential, leading to reduction in cell and overall plant size (Bañon et al. 2004; Potters et al. 2007). The developmental pattern may also be changed by heat stress. Changes in stomata and trichome densities and number of xylem vessels in both shoots and roots have been observed in *Lotus* plants (Bañon et al. 2004). Heat stress may inhibit the expansion of the first internode, which was observed in sugarcane plants grown under high temperature (Ebrahim et al. 1998). These plants also exhibited increased tillering, early senescence, and reduced biomass accumulation (Ebrahim et al. 1998). The impact of high temperature on enzymes directly involved in plant cell wall expansion is not well understood. In many cases, the reduction in plant growth caused by heat is thought to be the result of photosynthesis inhibition and altered assimilate partitioning (Wahid et al. 2007).

Given the advancement of various ‘omics technologies, and the huge complexity of plant heat stress response, there is a clear need for experiments employing a systems approach, by integrating multiple omics platforms to gain a holistic understanding of plant heat stress response and tolerance mechanisms in plants carrying out C_4_ photosynthesis. An experimental system was established to explore the long-term heat stress response of *S. viridis* seedlings. Seedlings were initially established under normal growth conditions (28 °C day/20 °C night) for 2 wk, then subjected to a heat stress treatment by transferring to a high-temperature growth chamber (42 °C day/32 °C night) for another 2 wk until the completion of vegetative growth and the onset of flowering. We consider this heat stress treatment “long term” because the length of the treatment corresponds to approximately half of the vegetative growth phase. Physiological, biochemical, transcriptomics, proteomics, and metabolomics data were measured in control and heat-treated plants and compared to determine mechanisms of perception of the stress and the plant system response.

## Results

### Response of growth and photosynthesis to high temperature

Growth of *S. viridis* at 42 °C/32 °C day–night cycle resulted in a marked stunting of plant growth (Fig. 1A). Both the shoot and the root dry biomass were reduced by approximately 50% compared to the plants grown at 28 °C/22 °C, while the root to shoot ratio was largely unaffected (Fig. 1, B and C).

**Figure 1.**
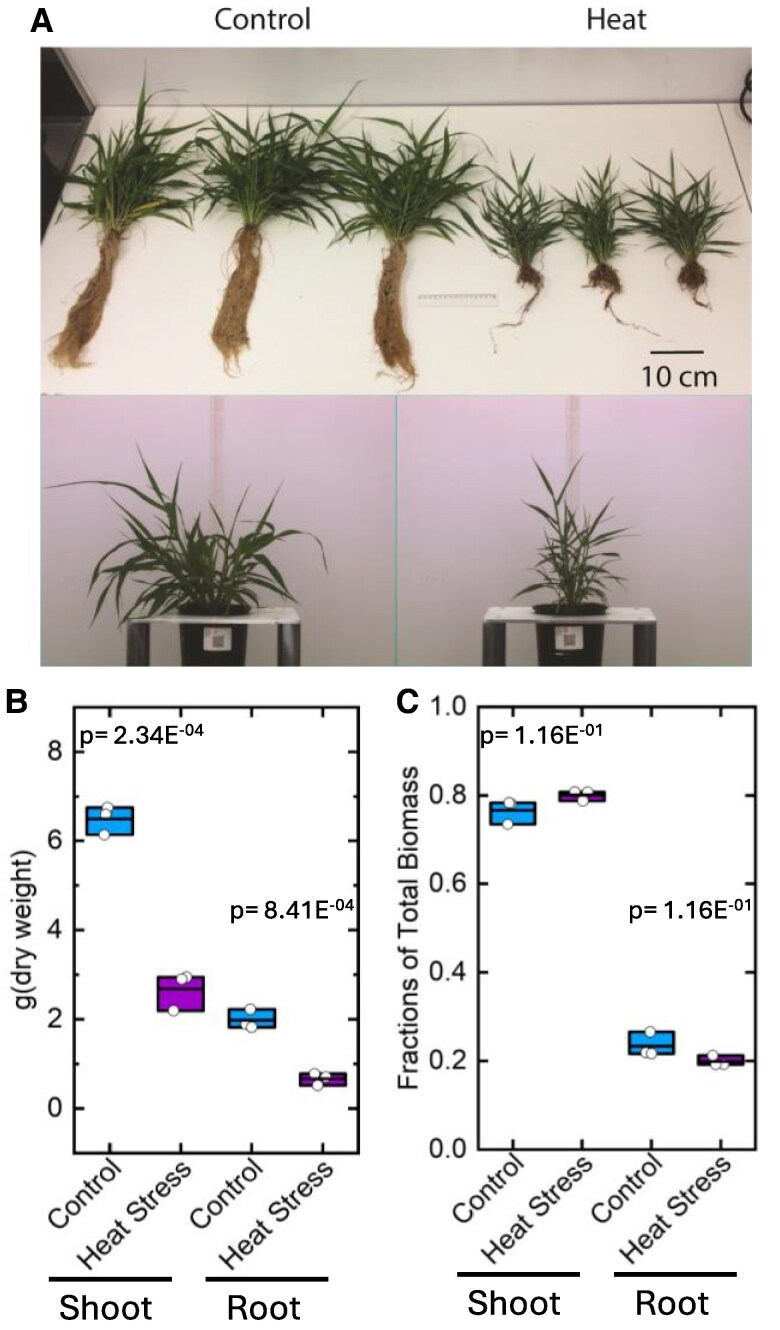
The growth and biomass accumulation of *S. viridis* in response to heat stress. **A)** Representative photos of plants grown at 28 °C day/22 °C night (Control) and 42 °C day/32 °C night (Thoreen et al. 2012). **B)** The shoot and root dry biomass and **C)** biomass allocation to the shoot or root as a fraction of total biomass in the control and heat-stressed plants. Data points are overlayed in the box plots with the straight line representing the mean with the lower and upper edge representing the interquartile range (25% to 75%), and *P* values were calculated from Student's *t* tests (2-tailed, assuming equal variance, *n* = 3).

Anatomical studies showed the youngest fully expanded leaves were smaller in heat-stressed plants, but leaf thickness was not significantly different, while interveinal distance was slightly reduced (Supplementary Fig. S1).

Despite the significant effects on plant growth and development, growth at high temperature had no significant impact on photosynthetic characteristics of young fully expanded flag leaves (Table 1 and Fig. 2). The maximum rates of photosynthesis on an area basis achieved at saturating CO_2_ partial pressure and high light measured at 25 °C for high-temperature-grown plants were not different from plants grown at control temperatures. Nevertheless, an increase in the thermal optimum of photosynthesis was observed (Table 1). Total Rubisco activity and activation status were similar between treatments; however, heat-stressed plants displayed significant increases in PEPC activity and the PEPC:Rubisco ratio. The response of photosynthetic rate to CO_2_ concentration changes at high light and to light level changes at ambient CO_2_ was indistinguishable from plants grown at control temperatures (Fig. 2). Similarly, the photosynthetic carbon assimilation response at varying temperatures did not differ between heat-stressed and nonstressed plants (Supplementary Fig. S2). Furthermore, BS leakiness (ϕ) determined from online stable isotope discrimination was unchanged across measurement temperatures, which indicated CCM function was not perturbed between treatments (Supplementary Fig. S2).

**Figure 2.**
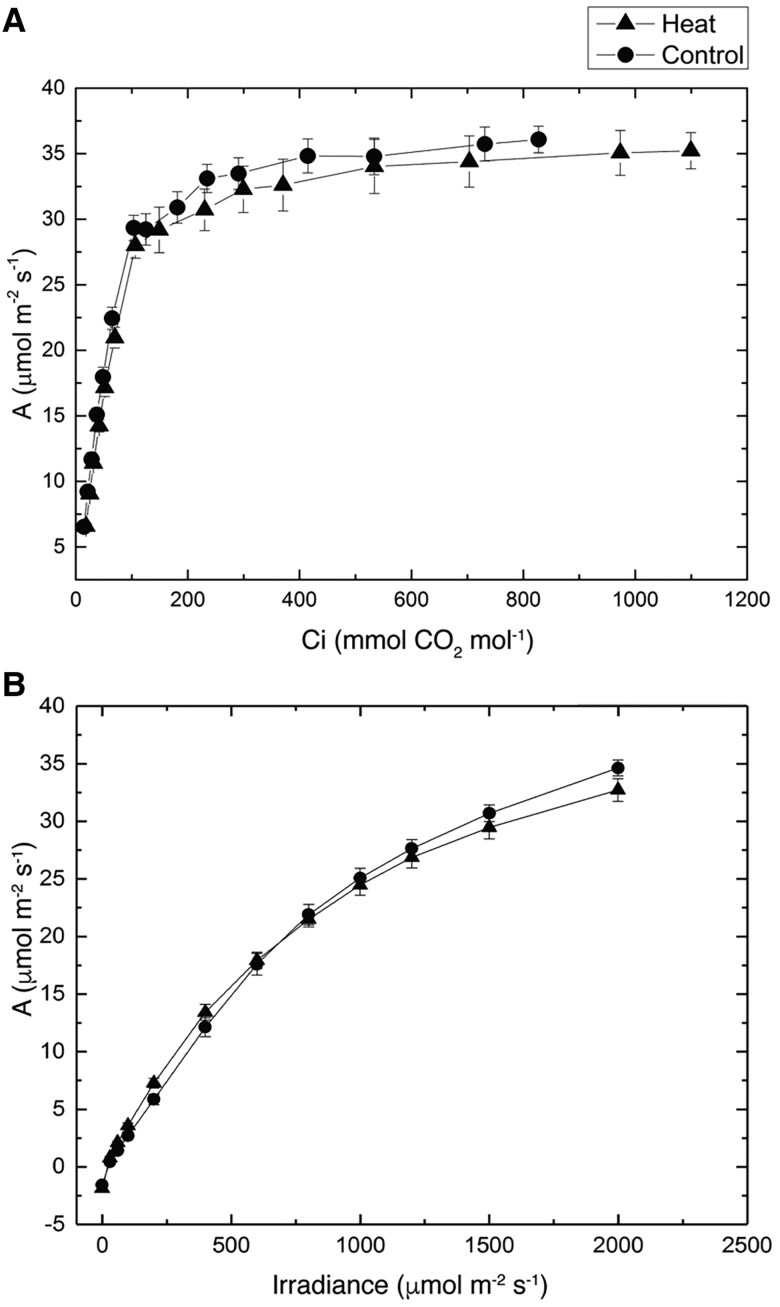
**A)** The CO_2_ assimilation rate (*A*) of the flag leaf in response to increasing concentrations of CO_2_, i.e. the *A*/Ci curve, of the control and heat-stressed plants. Ci represents leaf internal CO_2_ concentration. Measurements were taken at 25 °C and irradiance of 2,000 *μ*mol m^−2^ s^−1^. The initial slopes of the *A*/Ci curves for each replicate plant were calculated separately by fitting a linear regression line through the first 5 data points. The initial slope for the control plants was 0.34 ± 0.01 and 0.31 ± 0.01 for the heat-stressed plants (*P* = 0.18) (*N* = 4). **B)** The response of CO_2_ assimilation rate to changing light intensity in the control and heat-stressed plants. Measurements were performed at ambient CO_2_ concentration of 380 *μ*bar and 25 °C. Closed circles represent means of 4 biological replicates of plants grown at 28 °C day/22 °C night. Closed triangles represent means of 4 biological replicates of plants grown at 42 °C day/32 °C night. Student's *t* tests (2-tailed, assuming equal variance) were used for *P* value calculation (*n* = 4).

**Table 1.** Summary of biochemical characteristics of the leaf of *S. viridis* plants grown at 28 °C day/22 °C night or 42 °C day/32 °C night (*N* = 4 for each parameter)

	Growth conditions		*P* value (*t* test)
	28 °C/22 °C	42 °C/32 °C	
*A*, at 25 °C (*µ*mol m^−2^ s^−1^)	28.81 ± 3.53	23.55 ± 1.62	2.46E^−01^
*A*, at growth temperature	32.19 ± 3.50	30.09 ± 2.12	6.32E^−01^
*T*_opt_ for *A* (°C)	34.86 ± 0.70	37.25 ± 0.44	3.70E^−02^
*A*, at 45 °C (*µ*mol m^−2^ s^−1^)	17.30 ± 2.27	22.13 ± 2.10	1.69E^−01^
Rubisco activity (initial) (*µ*mol CO_2_ m^−2^ s^−1^)	16.23 ± 2.32	20.29 ± 3.07	3.51E^−01^
Rubisco activity (activated) (*µ*mol CO_2_ m^−2^ s^−1^)	22.61 ± 1.74	27.82 ± 1.00	6.02E^−02^
Rubisco activation %	71.86 ± 8.26	72.82 ± 10.55	9.46E^−01^
PEPC activity (*µ*mol CO_2_ m^−2^ s^−1^)	187.82 ± 6.96	301.44 ± 10.11	7.60E^−04^
PEPC:Rubisco	8.36 ± 0.36	10.84 ± 0.05	2.50E^−03^
Chlorophyll a + b (mmol m^−2^)	0.70 ± 0.03	0.68 ± 0.06	7.67E^−01^
Chlorophyll a/b	6.56 ± 0.26	5.29 ± 0.35	2.00E^−02^
C:N ratio	23.01 ± 1.61	14.79 ± 1.43	2.43E^−03^
Total protein content	5.90 ± 0.15	6.60 ± 0.13	6.11E^−03^

### Transcript, protein, and metabolite profiles

#### The C_4_ cycle

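Transcript levels were measured by RNA-seq in 11 plants, 5 grown under control conditions and 6 under heat stress. The heat-stressed plants were kept at 42 °C by day and 32 °C by night for 2 weeks, and the control plants at 28 °C by day. For the control nights, the sample labels and the methods give 20 °C and the results section gives 22 °C. The authors removed ribosomal RNA, trimmed the reads, aligned them to the *S. italica* genome with TopHat2 and counted them on exons with HTSeq. The deposited values are counts without normalization, in 2 files per plant, one for read pairs and one for reads left single by trimming. Both were summed here for each plant, which gave 29545 transcript identifiers with a count in at least 1 plant. The sum column that the authors give for 10 of the plants holds the same sums. Totals ranged from 34362084 to 54011056 counts in the control plants (median 44089350) and from 34731849 to 47441261 in the heat-stressed plants (median 41143841.5). The files list transcripts by identifier, and the names used here come from Supplementary Figs. S7 and S9 to S16 and from Supplementary Table 1, of which 387 of the paper's 40570 transcripts were in the copy used.

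A single transcript, psbA (Si020824m), took 61.8% to 69.6% of the counts in a control plant and 46.1% to 48.5% in a heat-stressed plant. The counts on all other transcripts came to 10708257 to 16556078 per control plant and 18555605 to 24411265 per heat-stressed plant. Factors that allow for such differences in composition, from edgeR's TMM method, lay between 0.576 and 0.796 in the control plants and between 1.33 and 1.50 in the heat-stressed plants. After edgeR's filter on low counts, 18065 transcripts were compared with its quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method. At an adjusted p under 0.05, 5818 transcripts were higher and 5583 lower under heat. The median log2 fold change of all tested transcripts, heat against control, was 0.02, and 51.04% of them had a positive change. The setting that moved these counts most scaled each plant by its library size only. It raised the median transcript by 1.05 on the log2 scale and gave 13216 higher and 1385 lower transcripts, with 85.4% of all tested transcripts above 0. Changes under that scaling are therefore also given relative to its median transcript. That scaling raises every transcript by about as much, so relative values hardly move by construction. They show where transcripts lie against the median transcript, and cannot decide between the scalings or whether a fall is one in absolute amount. DESeq2's Wald test, in place of the DESeq package that the authors used, gave 12967 transcripts past the threshold among 25050 tested.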

To further investigate the effect of long-term heat stress on the functioning of the C_4_ cycle, the expression of genes involved in the C_4_ pathway was examined using both RNA-seq and quantitative proteomics methods, coupled to metabolite measurements by GC/MS. Levels of mRNA transcript (T), protein (P), and metabolites in leaves of the control and heat-stressed plants are shown in the color-coded diagram in Fig. 3. Numbers in the text box next to enzyme abbreviation represent the ratio between heat-stressed versus control plants in log_2_ scale. 

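In Supplementary Table 1, the C_4_ bin of the kept part lists 19 transcripts, of which 15 passed the filter on low counts. Of these, 7 were lower and 3 higher under heat, and adjusted over the list alone the counts were again 7 and 3. The transcript annotated as phosphoenolpyruvate carboxylase (Si005789m) had a log2 fold change of -0.88 (SE 0.24, adjusted p = 0.00508). For the transcript annotated as carbonic anhydrase (Si003882m) it was -0.91 (SE 0.23, adjusted p = 0.00358). The Rubisco large subunit (Si020845m) fell by 0.61 on the log2 scale (SE 0.16, adjusted p = 0.00474). Among transcripts annotated as Rubisco small subunit, the changes ran from -2.08 (Si023461m, adjusted p = 1.33e-05) to -0.43 (Si023437m, adjusted p = 0.0464). The latter lost the threshold in 15 of the alternatives, with an adjusted p of up to 0.133. Of the transcripts described as NADP-malic enzyme, the scarce Si021600m rose by 1.93 (SE 0.28, adjusted p = 3.18e-05), from a mean of 1.445 CPM in the control plants to 5.44 under heat. The more abundant Si000645m, with a control mean of 88.89 CPM, had a change of -0.76 (SE 0.37) that did not pass the threshold (adjusted p = 0.0865). Without heat-stressed plant 5 the latter change was -1.13 (adjusted p = 0.00479), and without control plant 1 it was -0.98 (adjusted p = 0.0183). Scaling by library size only turned several of these falls into rises, of 0.14 for Si005789m, 0.13 for Si003882m, 0.45 for Si020845m and 0.22 for Si000645m, all below the rise of 1.07 in the median transcript. The C_4_ bin then held 0 lower transcripts, also at an unadjusted p under 0.05, and 10 higher ones, while its median relative to that of all transcripts went only from -0.509 to -0.511. NADP-MDH and PPDK were not analysed here.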

Although transcript levels of core C_4_ cycle enzymes (CA; PEPC; NADP-MDH, NADP-malate dehydrogenase; RBCL, Rubisco large subunit; RBCS, Rubisco small subunit; and PPDK, pyruvate orthophosphate dikinase) were significantly lower under heat stress, in most cases, there were no significant reductions in the amount of proteins, except for NADP-ME and RBCS (Fig. 3). Similarly, the transcript levels of transporters for C_4_ pathway metabolites—oxoglutarate:malate antiporter (OMT1), dicarboxylate transporter 1 (DIT1), dicarboxylic transporter 2 (DIT2), proton:pyruvate cotransporter 3a/3b (MEP3a/3b), PEP/phosphate translocator (PPT), and triose-phosphate translocator (TPT) (OMT1, DIT1, DCT2/DIT2, MEP3a and b, PPT, TPT) (Weber and von Caemmerer 2010; Schlüter et al. 2016)—were significantly lower. 

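Of these transporters, only PPT has identifiers in the kept part of Supplementary Table 1. Its transcript Si013874m had a log2 fold change of -0.99 (SE 0.11, adjusted p = 3.10e-06), with a mean of 403.2 CPM in the control plants and 203.2 in the heat-stressed plants. A second PPT transcript, Si022164m, was far less abundant and changed by -1.27 (SE 0.12, adjusted p = 5.71e-07). For Si030085m, also annotated as PPT, the change of -0.17 did not pass the threshold (adjusted p = 0.556). Under library-size scaling Si013874m changed by 0.07 and Si022164m by -0.21, neither past the threshold. The other transporters were not analysed here.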

A significant reduction at the protein level was only observed for the dicarboxylate transporter DCT/DIT2, which transports malate into the BS chloroplast for decarboxylation (Weissmann et al. 2016). There was a significant buildup of malate in the leaves of heat-stressed plants, although it is unclear in which cell type or subcellular compartment the malate accumulated.

**Figure 3.**
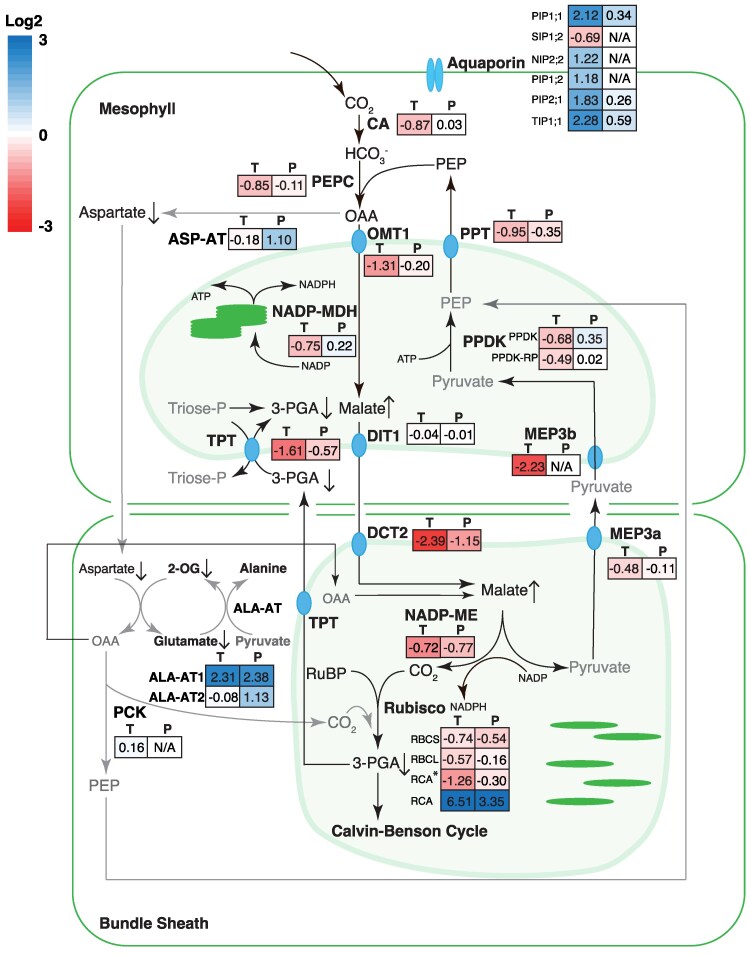
The response in expression of genes involved in the C_4_ pathway at the transcript and protein level, and the associated changes in metabolites to heat stress treatment. For each gene, the transcript and protein fold changes (heat vs control) in log_2_ scale are shown in colored boxes, where “T” and “P” designate transcript and protein levels, respectively. The color scale for transcript and protein log_2_ fold changes can be found on the top left corner. The arrows next to metabolite names indicate significant changes (*P* < 0.05) in their relative levels as detected by GC/MS. Metabolites not detected were shown in gray. Relative metabolite levels are shown in Supplementary Data Set 1. CA, carbonic anhydrase; PEPC, phosphoenolpyruvate carboxylase; ASP-AT, aspartate amino transferase; OMT1, oxoglutarate:malate antiporter; NADP-MDH, NADP-dependent malate dehydrogenase; PPDK, pyruvate orthophosphate dikinase; DIT1, dicarboxylate transporter 1; TPT, triose-phosphate translocator; NADP-ME, NADP-dependent malic enzyme; Rubisco, ribulose bisphosphate carboxylase/oxygenase; ALA-AT, alanine aminotransferase; PCK, phosphoenolpyruvate carboxykinase; DIT2, dicarboxylic transporter 2; MEP3a/3b, proton:pyruvate cotransporter 3a/3b; PPT, PEP/phosphate translocator; TPT, triose-phosphate translocator.

Some NADP-ME type C_4_ plants such as *Z. mays* and *Flaveria bidentis* produce a significant amount of aspartate in the mesophyll cells as the C_4_ metabolites for translocation of carbon to the BS cells, where it can be converted to OAA and decarboxylated by PEP carboxykinase (PEPCK), or reduced to malate and decarboxylated by NADP-ME (Furbank 2011). In our experiment, the expression of aspartate aminotransferase (ASP-AT), which converts OAA into aspartate, was significantly upregulated at the protein level under heat stress but PEPCK transcript was undetectable (Fig. 3; Supplementary Table S1). Concordantly, the expression of 2 alanine aminotransferases (ALA-AT) was also upregulated significantly at the protein level. The levels of aspartate, 2-OG, and glutamate significantly reduced in the heat-stressed plants (Fig. 3). The heightened flux in the reaction pathway to producing PEP from aspartate suggests that under heat stress, aspartate is an important C_4_ acid of the C_4_ cycle, potentially allowing the products of PEP carboxylation to move to the BS cells under conditions where the mesophyll chloroplast stroma is becoming more oxidized and less able to reduce OAA to malate. Interestingly, we also observed a concurrent highly significant decrease in the level of beta-alanine (Supplementary Data Set 1), a metabolite long suspected (but so far not proven) to be derivable from aspartate in plants that has previously been observed to *increase* under heat stress in divergent species (Parthasarathy et al. 2019) and linked to differential tolerance against abiotic stresses, including heat stress, in plants (Cross et al. 2004; Fouad and Altpeter 2009; Glaubitz et al. 2017; Devnarain et al. 2019; Parthasarathy et al. 2019).

#### The Calvin–Benson–Bassham cycle

The effect of heat stress on the expression of genes involved in the Calvin–Benson–Bassham (CBB) and the photorespiratory cycles was also examined. The complexity of the traffic of 3-C sugar phosphates between the mesophyll and BS cells of C_4_ plants (von Caemmerer and Furbank 2016) and the absence of cell-specific data in this study require some assumptions in interpreting data. The pathway diagram shown in Fig. 4 is based on cell-specific gene expression data in the 2 cell types (John et al. 2014) where each gene is placed in the location where it is predominantly expressed. All of the genes involved in the CBB cycle showed significant reduction at the transcript level in the heat-stressed plants compared to the control (Fig. 4). However, at the protein level, only phosphoribulokinase (PRK) reduced significantly at high temperature, while other enzymes were unchanged.

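Of the 60 transcripts in the CBB bin of Supplementary Table 1, which also holds isoforms outside the pathway drawn in Fig. 4, 37 passed the filter. In the heat-stressed plants 23 were lower and 9 higher, with the same counts adjusted over the list alone, and the median log2 fold change was -0.62. The fructose-bisphosphate aldolase FBA2 (Si026480m) fell by 2.00 on the log2 scale (SE 0.23, adjusted p = 3.86e-06). Sedoheptulose-bisphosphatase (Si001775m) changed by -1.396 (SE 0.21, adjusted p = 5.05e-05). Phosphoribulokinase changed by -1.61 at Si017390m (SE 0.24, adjusted p = 4.40e-05) and by -0.55 at Si010287m (SE 0.15, adjusted p = 0.00608). A phosphoglycerate kinase, Si021917m, had a change of -0.89 (SE 0.17, adjusted p = 4.59e-04), with a mean of 323.6 CPM in the control plants. Another one, Si006583m, rose by 2.02 (SE 0.12, adjusted p = 1.40e-08) from a control mean of 4.30 CPM. A second aldolase transcript, Si017614m, rose by 1.22 (SE 0.16, adjusted p = 1.27e-05). Library size as the only scaling gave 5 lower and 18 higher transcripts in the bin, and Si010287m and Si021917m changed by 0.51 and 0.15. The median of the bin lay 0.63 below that of all transcripts in that setting (a difference of -0.63), against -0.65 with TMM factors.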

**Figure 4.**
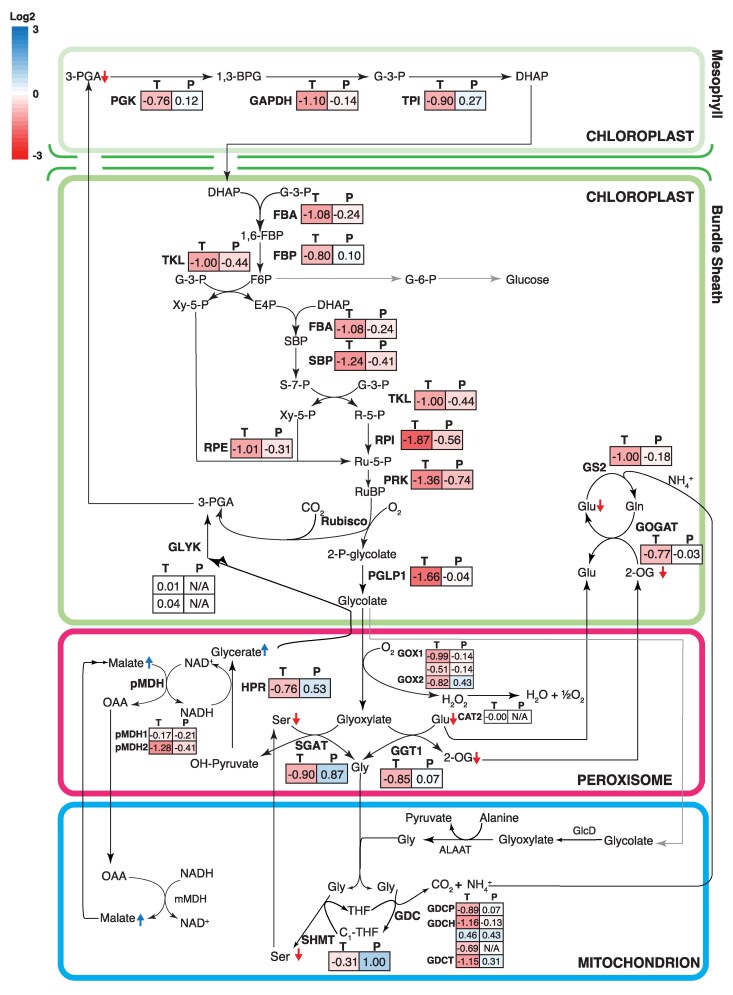
The response in expression of genes involved in the Benson–Calvin cycle and the photorespiratory cycle at both the transcript and protein level, and the associated changes in metabolites involved in the pathways to heat stress. The color codes of the diagram are the same as described in Fig. 3. The arrows (blue for increased and red for decreased) next to metabolite names indicate significant changes in their relative levels as detected by GC/MS. PGK, phosphoglycerate kinase; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; TPI, triose-phosphate isomerase; FBA, fructose-bisphosphate aldolase; FBP, fructose bisphosphatase; TKL, transketolase; SBP, sedoheptulose-1,7-bisphosphatase; RPE, ribulose-phosphate3 epimerase; RPI, ribose-5-phosphate isomerase; PRK, phosphoribulose kinase; PGLP1, phosphoglycolate phosphatase1; GOX, glycolate oxidase; SGAT, serine:glyoxylate aminotransferase; GGT, glutamate:glyoxylate aminotransferase; SHMT, serine hydroxymethyltransferase; GDC, glycine decarboxylase; mMDH, mitochondrial malate dehydrogenase; pMDH, peroxisomal malate dehydrogenase; HPR, hydroxypyruvate reductase; CAT, catalase; GS, glutamine synthetase; Fd-GOGAT, ferredoxin-dependent glutamate synthase; GLYK, glycerate kinase.

Notably, both transcript and protein levels of an isoform of RCA with a C-terminal extension (Supplementary Fig. S3) were strongly induced and almost exclusively expressed under heat stress (the transcript increased ∼90-fold and the protein increased ∼10-fold under heat treatment). It is known that RCA is a key heat-sensitive step in photosynthesis (Law and Crafts-Brandner 1999; Salvucci and Crafts-Brandner 2004b). 

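The transcript of the isoform with the extension, Si027442m, had 7 to 17 counts in each control plant and 1225 to 2692 in each heat-stressed plant. Its mean rose from 0.403 to 35.7 CPM, a log2 fold change of 6.48 (SE 0.26, adjusted p = 3.44e-10) or 89.4-fold. With each plant left out in turn, the log2 fold change stayed between 6.28 and 6.60. The other RCA transcript, Si026402m, changed by -1.302 (SE 0.20, adjusted p = 5.99e-05), from 928 to 376.5 CPM, and by -0.26 under library-size scaling, no longer past the threshold (adjusted p = 0.219). The extended isoform thus held 0.0439% ± 0.0152 (SD, n = 5 plants) of the RCA counts in the control plants and 9.00% ± 2.38 (SD, n = 6 plants) in the heat-stressed plants. The difference of 8.95 percentage points had a p of 0.00216 in a 2-sided exact permutation test, the smallest that the 462 splits of 11 plants allow. From single reads alone the difference was 10.0 percentage points, the largest shift among the alternatives.

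**Figure D1:**
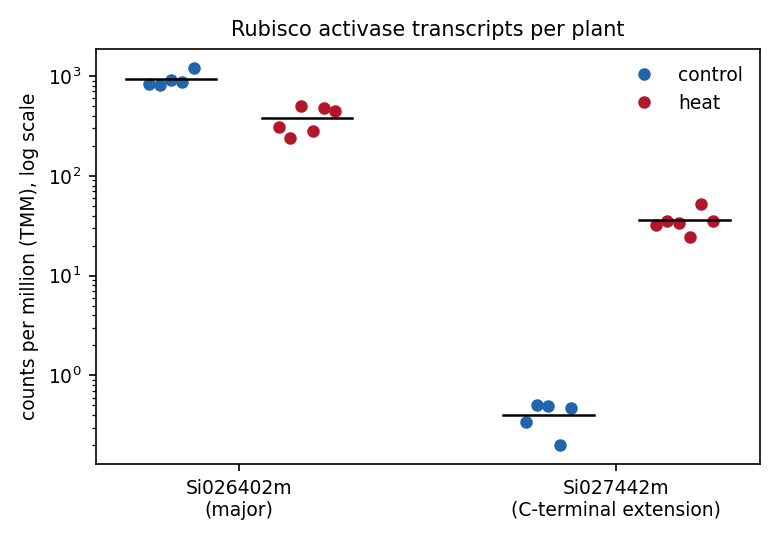
CPM (TMM, log scale) of the RCA transcripts in each control (blue) and heat-stressed (red) plant, with the mean of each group as a black line. Si027442m lies between 0.200 and 0.505 in the control plants and between 24.3 and 52.4 under heat, where Si026402m stays more abundant (237.1 to 504.2).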

The C-terminal tail has been suggested to play a role in Rubisco activation under heat stress in both wheat and maize, as a longer RCA isoform has been reported to be more heat stable (Crafts-Brandner and Salvucci 2002; Ristic et al. 2009).

#### The photorespiratory cycle

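Of the 43 transcripts that Supplementary Table 1 lists in the photorespiration bin, 18 passed the filter. Lengths of the transcripts were not used here, so levels are given as CPM instead of RPKM. In the control plants, the median transcript of the photorespiration bin had a log2 level of 1.04 ± 0.16 (SD, n = 5) and that of the CBB bin 4.32 ± 0.20 (SD, n = 5). In the heat-stressed plants the levels were 1.08 ± 0.16 (SD, n = 6) and 4.44 ± 0.18 (SD, n = 6). Within each plant, the photorespiration median minus the CBB median averaged -3.27 ± 0.30 (SD) in the control plants and -3.36 ± 0.17 (SD) under heat. The shift of -0.09 between the conditions was smaller than the spread between plants (2-sided exact permutation p = 0.569), and without control plant 1 it was 0.02 (exact permutation p = 0.848). Sums over each bin gave the largest departure, with log2 ratios of -6.54 and -6.72 (difference -0.17, exact permutation p = 0.0909). The summed level of the photorespiration bin was 406.6 CPM in the control plants and 223.6 under heat, and that of the CBB bin 38010 and 23240. Most of the latter is the transcript of the Rubisco large subunit alone (Si020845m, 29940 and 19690 CPM), which therefore sets much of the ratio of the sums.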

Although C_4_ plants have a largely diminished level of photorespiration, the genes involved in the photorespiratory cycle were still highly expressed in *S. viridis*, based on the mean RPKM of the photorespiratory genes relative to genes involved in the Benson–Calvin cycle (Supplementary Table S1). 

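Transcripts of the photorespiration bin went both ways, with 7 lower and 5 higher under heat, and as many when adjusted over the list alone. Glycolate oxidase (Si040072m) had a log2 fold change of -1.18 (SE 0.17, adjusted p = 3.82e-05). Hydroxypyruvate reductase (Si017480m) changed by -0.93 (SE 0.16, adjusted p = 1.41e-04), and a phosphoglycolate phosphatase that the table annotates as PGLP2 (Si030359m) by -0.84 (SE 0.10, adjusted p = 5.16e-06). The serine:glyoxylate aminotransferase transcript Si013768m fell by 1.07 on the log2 scale (SE 0.37, adjusted p = 0.0211). This fall lost the threshold without control plant 1 (-0.69, adjusted p = 0.0893), without control plant 5 (-0.87, adjusted p = 0.0685) and with plant number as a block (-0.88, adjusted p = 0.0640). With that block, 4 transcripts of the bin were lower and 5 higher. The H protein of glycine decarboxylase (Si015440m), with a control mean of only 1.8 CPM, had a change of 0.24 that did not pass the threshold (SE 0.17, adjusted p = 0.242). A serine hydroxymethyltransferase, SHM4 (Si021684m), rose by 0.78 (SE 0.09, adjusted p = 4.56e-06). When plants were scaled by library size only, no transcript of the bin was lower (0 at an unadjusted p under 0.05 as well) and 13 were higher, with changes of 0.11 for Si017480m, 0.24 for Si030359m, 0.04 for Si013768m and -0.14 for Si040072m. The median of the bin relative to that of all transcripts was -0.248 with TMM factors and -0.254 under that scaling. GGT1, pMDH2, Fd-GOGAT and GS2 were not analysed here.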

Although, at the transcript level, expression of phosphoglycolate phosphatase1 (PGLP1), glycolate oxidase (GOX), glutamate:glyoxylate aminotransferase 1 (GGT1), serine:glyoxylate aminotransferase (SGAT), hydroxypyruvate reductase (HPR), glycine decarboxylase (GDC subunits), peroxisomal malate dehydrogenase (pMDH2), ferredoxin-dependent glutamate synthase (Fd-GOGAT), and glutamine synthetase 2 (GS2) were reduced, the protein levels of SGAT, serine hydroxymethyltransferase (SHMT), and HPR significantly increased under heat stress (Fig. 4). Accompanying these changes was a significant reduction in the level of serine and a significant increase in the accumulation of glycerate (Fig. 4; Supplementary Fig. S5). This glycerate, produced in the photorespiratory cycle, needs to be converted back to 3-PGA to complete the cycle. It is uncertain whether changes in the level of glycerate kinase (GLYK) would have any effect on the accumulation of glycerate as GLYK protein was not detected. Metabolites involved in the NH_4_^+^ assimilation part of the photorespiratory cycle, including glutamate and 2-oxoglutarate, also showed significant reduction in the heat-stressed plants (Fig. 4).

### Expression of genes involved in chloroplast electron transport

Chloroplast electron transport consists of both linear and cyclic electron transport. The M and BS cells host linear and cyclic electron transport chain components, although cyclic electron transport occurs primarily in the BS cells in NADP-ME type C_4_ plants (Fig. 5). The expression of genes in each protein complex in the electron transport chain was examined at the transcript and protein level. Transcripts encoding several components of the light harvesting complex (LHC) II and PS II were expressed at a lower level under heat stress. In addition, the protein levels for PS II extrinsic protein O, P, and Q (psbO, psbP, and psbQ), which are components of the oxygen evolving complex, also reduced significantly at the protein level (Fig. 5). 

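The LHC-II bin of Supplementary Table 1 lists 19 transcripts, of which 12 were tested. Under heat 7 of them were lower and 0 higher (8 and 0 at an unadjusted p under 0.05), with a median log2 fold change of -0.62. LHCB3 (Si030808m) changed by -1.22 (SE 0.27, adjusted p = 0.0011) and LHCB6 (Si010905m) by -0.72 (SE 0.22, adjusted p = 0.0124). In the PS II bin, 32 of 48 transcripts were tested, 13 were lower and 4 higher, and the median was -0.39. Adjusted over the list alone, these counts were 12 and 2, while those of the LHC-II bin did not change. With each plant left out in turn, the number of higher PS II transcripts ran from 2 to 5. The most abundant transcript, psbA (Si020824m), fell by 1.58 on the log2 scale (SE 0.30, adjusted p = 3.47e-04). The change of psbD (Si020853m) was -0.09 (adjusted p = 0.672), and it became 0.03 with a filter of 10 counts in every plant. Among the oxygen-evolving proteins, PSBQ (Si031101m) changed by -1.33 (SE 0.28, adjusted p = 9.20e-04), PSBO (Si002174m) by -0.78 (SE 0.25, adjusted p = 0.0135) and PSBP (Si007114m) by -0.51 (SE 0.23, adjusted p = 0.0648). PSBP passed the threshold without heat-stressed plant 5 (-0.67, adjusted p = 0.0114) and without control plant 1 (-0.60, adjusted p = 0.0455). Library-size scaling left 2 lower and 6 higher transcripts in the LHC-II bin and 4 and 19 in the PS II bin, with changes of 0.32 for LHCB6, 0.98 for psbD, 0.26 for PSBO and 0.53 for PSBP. Relative to the median of all transcripts, the median of the LHC-II bin was -0.644 with TMM factors and -0.653 under that scaling, and that of the PS II bin -0.413 and -0.416. Counts of psbE (Si020871m) reached 21308 in control plant 4 and 0 to 4 in the other control plants, so that 1 plant decides its value, and the filter excluded it.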

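Transcripts of the cytochrome b6f bin in Supplementary Table 1 number 8, of which 7 were tested. In the heat-stressed plants 6 were lower and 0 higher, also when adjusted over the list alone and at an unadjusted p under 0.05. PETA (Si020868m) had a log2 fold change of -0.87 (SE 0.12, adjusted p = 2.08e-05). PETB (Si024707m) changed by -0.88 (SE 0.15, adjusted p = 1.33e-04), and PETD (Si020878m) by -1.12 (SE 0.15, adjusted p = 1.57e-05). The largest fall was that of Si038837m, at -1.702. The exception, Si020735m, which the table matches to the mitochondrial cytochrome b gene COB, changed by 0.03 (SE 0.13, adjusted p = 0.841), and by -0.04 without control plant 3 or without control plant 4. After scaling by library size only, 0 transcripts of the bin were lower (0 at an unadjusted p under 0.05), and PETA and PETB both changed by 0.20 and PETD by -0.05. PETC was not analysed here.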

All of the subunits of Cytochrome b6f complex exhibited significant reduction in mRNA levels, with Cytochrome f (PETA) and Rieske FeS protein (PETC) also reduced significantly at the protein levels (Fig. 5). Similarly, many genes encoding LHC I and PS I subunits showed significant decreases in expression at the transcript level, but changes in the corresponding proteins were mostly not significant. 

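In Supplementary Table 1 the LHC-I bin of the kept part holds 1 transcript, OHP2 (Si003004m), which had a log2 fold change of -1.04 (adjusted p = 1.71e-05). The PS I bin lists 24 transcripts, of which 9 were tested, and 5 of these were lower and 0 higher under heat, with the same counts adjusted over the list alone and at an unadjusted p under 0.05. PSAK (Si031478m) fell by 1.59 on the log2 scale (SE 0.23, adjusted p = 3.85e-05). The plastid-encoded PSAA (Si020785m) and PSAB (Si020848m) changed by -0.20 (SE 0.19, adjusted p = 0.365) and -0.25 (SE 0.18, adjusted p = 0.255). Library-size scaling gave 1 lower and 3 higher transcripts in the PS I bin, with rises of 0.82 for PSAA and 0.79 for PSAB, and a change of 0.01 for OHP2. The PS I median in that setting was -0.10, which is -1.17 relative to the median of all transcripts. With TMM factors the PS I median was -1.14, also -1.17 relative to that of all transcripts.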

Subunits of ATP synthase all exhibited a similar magnitude of reduction by heat stress (except ATPD) at the transcript level, while protein abundance of ATP synthase subunits ATPB, ATPC, ATPF, and ATPX also decreased significantly. 

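For ATP synthase, 9 of the 13 transcripts in the bin of Supplementary Table 1 were tested, and 8 were lower and 0 higher under heat, with no other result when adjusted over the list alone or at an unadjusted p under 0.05. The log2 fold changes of these 8 ran from -1.60 (ATPA, Si040270m, SE 0.14, adjusted p = 3.12e-07) to -0.98. The latter was that of the transcript annotated as ATPD (Si037304m, SE 0.30, adjusted p = 0.0115), which had 31 to 107 counts in the control plants and 41 to 82 under heat. Without control plant 1 its change was -0.56. ATPC1 (Si032210m) changed by -1.12 (SE 0.28, adjusted p = 0.00274). The ninth transcript, Si036593m, which the table describes as a mitochondrial gamma chain, changed by 0.07 (SE 0.12, adjusted p = 0.655), and by -0.03 without control plant 5. Library-size scaling left 3 of the 9 transcripts lower and made 1 higher, with a change of 0.10 for ATPD.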

The NAD(P)H dehydrogenase-like complex (NDH complex), involved in cyclic electron transport activity (Johnson 2011), showed a pronounced reduction of all subunits at the transcript, and many of the subunits detected in the proteomics study were also significantly reduced. 

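The bin of NADH dehydrogenase in Supplementary Table 1 lists 11 transcripts, of which 9 were tested. Of these, 6 were lower and 3 higher under heat, and adjusted over the list alone the counts did not change. The related bin of cyclic electron flow, with 15 of 24 transcripts tested, had 13 lower and 0 higher, also at an unadjusted p under 0.05. NDHA (Si020867m) had the largest fall, with a log2 fold change of -2.88 (SE 0.19, adjusted p = 2.39e-08). Among transcripts annotated as PSBG, the subunit K of the complex, Si020825m fell by 0.95 on the log2 scale (SE 0.17, adjusted p = 1.91e-04) from a control mean of 14040 CPM. The other, Si020760m, rose by 1.27 (SE 0.24, adjusted p = 4.00e-04) from 61.2 CPM. NDHJ (Si020781m) rose by 1.10 (SE 0.30, adjusted p = 0.00554), and an unnamed protein of the bin (Si035784m) by 0.32 (adjusted p = 0.0133). NDF2 (Si036292m) changed by -0.03 (SE 0.29, adjusted p = 0.935), and its direction differed between settings (-0.25 without heat-stressed plant 5, 0.13 without heat-stressed plant 4). With library size as the only scaling, 5 transcripts of the NADH dehydrogenase bin were lower and 3 higher, and 7 and 5 in the bin of cyclic electron flow, and Si020825m changed by 0.12.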

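PGR5 (Si015371m) had a log2 fold change of -0.57 (SE 0.19, adjusted p = 0.0182) in the heat-stressed plants. Its change lost the threshold when heat-stressed plant 1, 2 or 4 was left out (adjusted p = 0.0582, 0.0542 and 0.0512). A related transcript, PGR5-LIKE A (Si030444m), also changed by -0.57 (SE 0.09, adjusted p = 5.61e-05). Scaling by library size only turned these falls into rises of 0.47 and 0.49, which are below that of the median transcript.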

Expression of another protein involved in PSI cyclic electron transport, the proton gradient regulation 5 (PGR5) protein (Johnson 2011), was also reduced at both the transcript and protein level under high temperature.

**Figure 5.**
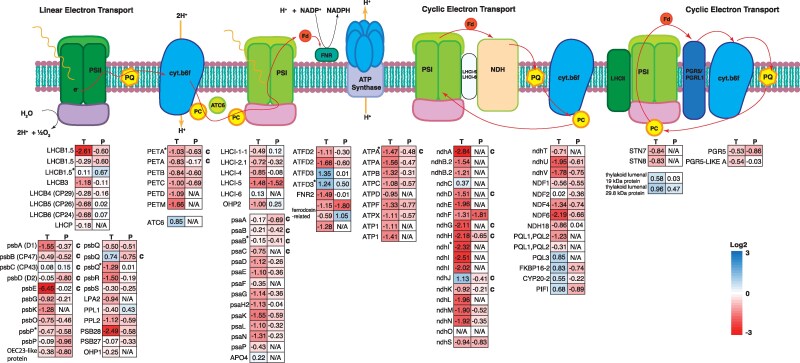
Expression of chloroplast electron transport genes under heat stress treatment. Schematics of protein complexes of the chloroplast electron transport chain located on the thylakoid membrane are drawn. Linear electron transport includes the PS II, Cytochrome b6f, PS I, and ATP synthase complexes. There are 2 possible modes of cyclic electron transport that involve PS I, NDH complex, or PGR5 protein. The expression level of the subunits of each protein complex is shown below the schematic diagram. Numbers shown are the log_2_-transformed fold changes between the heat-stressed plants and control plants. The left column shows the expression level of transcripts and the right column shows protein level. When multiple isoforms of the same subunit exist, an asterisk mark is used to designate the most highly expressed isoform. A letter “c” is written next to genes encoded by the chloroplast genome. The color scale can be found on the bottom right corner.

Of note is the concerted reduction of expression of different subunits of the same complex. For example, expression of the subunits of Cytochrome b6f, ATP synthase, and NDH complex all showed similar levels of reduction at the transcript level. This suggests that the expression of these subunits of the same complex might be under the regulation of the same transcription regulon. 

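The log2 fold changes within a complex can be set against their spread over all transcripts, whose SD was 1.46 (n = 18065 transcripts). The SD was 0.52 over the 7 tested transcripts of cytochrome b6f, 0.50 over the 9 of ATP synthase and 0.53 over the 9 of PS I. The first 2 of these bins each hold 1 transcript matched to a mitochondrial gene, Si020735m and Si036593m. Without it the SD was 0.31 over 6 transcripts of cytochrome b6f and 0.22 over 8 of ATP synthase. Those 6 and 8 are also the ones lower past the threshold, and over all 5583 such transcripts the SD was 0.92. The SD was 1.39 over the 9 of the NADH dehydrogenase bin and 0.98 over the 15 of the bin of cyclic electron flow. Over the 32 of PS II it was 1.83, which is more than over all transcripts. That value takes in 1 transcript with at most 3 counts in every control plant, which lies far above the others (-2.52 to 0.92). The SD without this transcript was not computed, so 1.83 does not show a wide spread among the other PS II transcripts. For bins that are not a single complex the SD was 0.75 over the 18 of photorespiration, 1.26 over the 15 of the C4 bin and 1.57 over the 37 of the CBB bin. The medians of the bins were -1.05 for cytochrome b6f, -1.15 for ATP synthase, -1.54 for NADH dehydrogenase and -1.45 for cyclic electron flow. Relative to the median of all transcripts, these medians were -1.07, -1.17, -1.56 and -1.48 with TMM factors and -1.051, -1.196, -1.522 and -1.460 with library size as the only scaling. No test of the bins as sets was made, since only part of the table was used. From the similar reduction of the subunits of one complex, the paper proposes that they may be controlled by the same regulon.

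**Figure D2:**
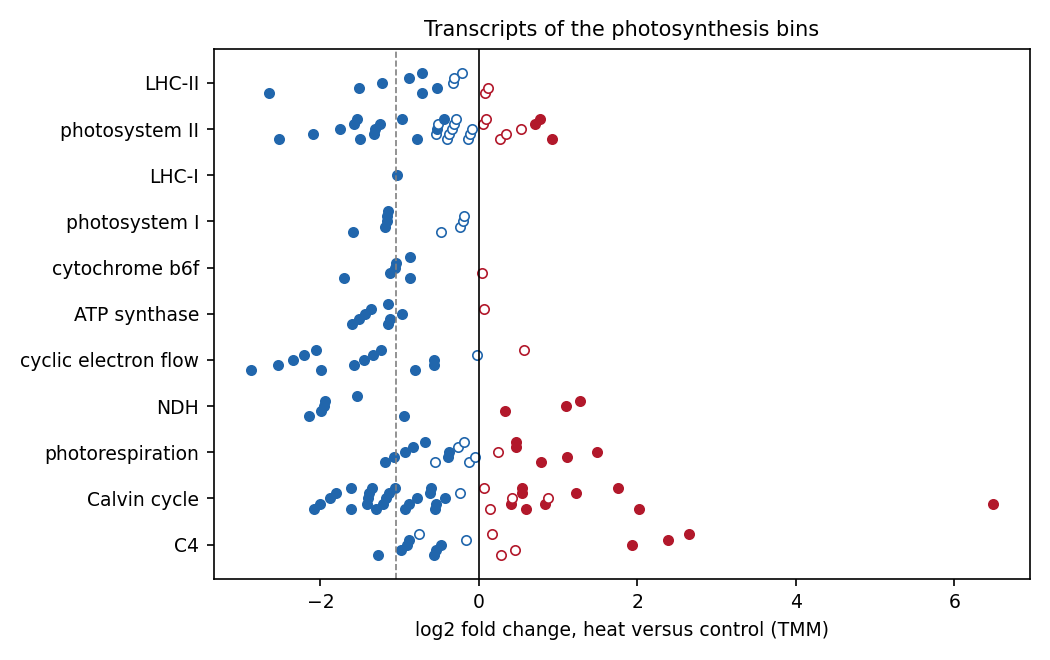
Log2 fold change (heat against control, TMM) of each tested transcript of the photosynthesis bins, filled where the adjusted p is under 0.05, without 1 PS II transcript that had at most 3 counts in every control plant. Most transcripts lie to the left of 0 (96 lower and 24 higher past the threshold, the undrawn transcript among the higher), but the dashed line at -1.05 marks where 0 falls when plants are scaled by library size only, which gives 27 lower and 79 higher, again with the undrawn transcript among the higher.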

Despite the global reduction in expression in the components of chloroplast electron transport chain, electron transport capacity was maintained in the heat-stressed plants (Fig. 2).

### Soluble sugars and starch levels

The leaf starch and sugar contents in 4-wk-old *S. viridis* plants grown at 28 °C (control) or 42 °C (heat-stressed) were measured in leaf samples collected at midday. On a leaf area basis, heat-stressed plants accumulated significantly smaller amounts of starch compared to the control counterparts (Fig. 6A). This result was further confirmed by TEM images of the leaves, showing reduced accumulation of starch granules inside chloroplasts in the heat-stressed plants compared to the control (Supplementary Fig. S4).

**Figure 6.**
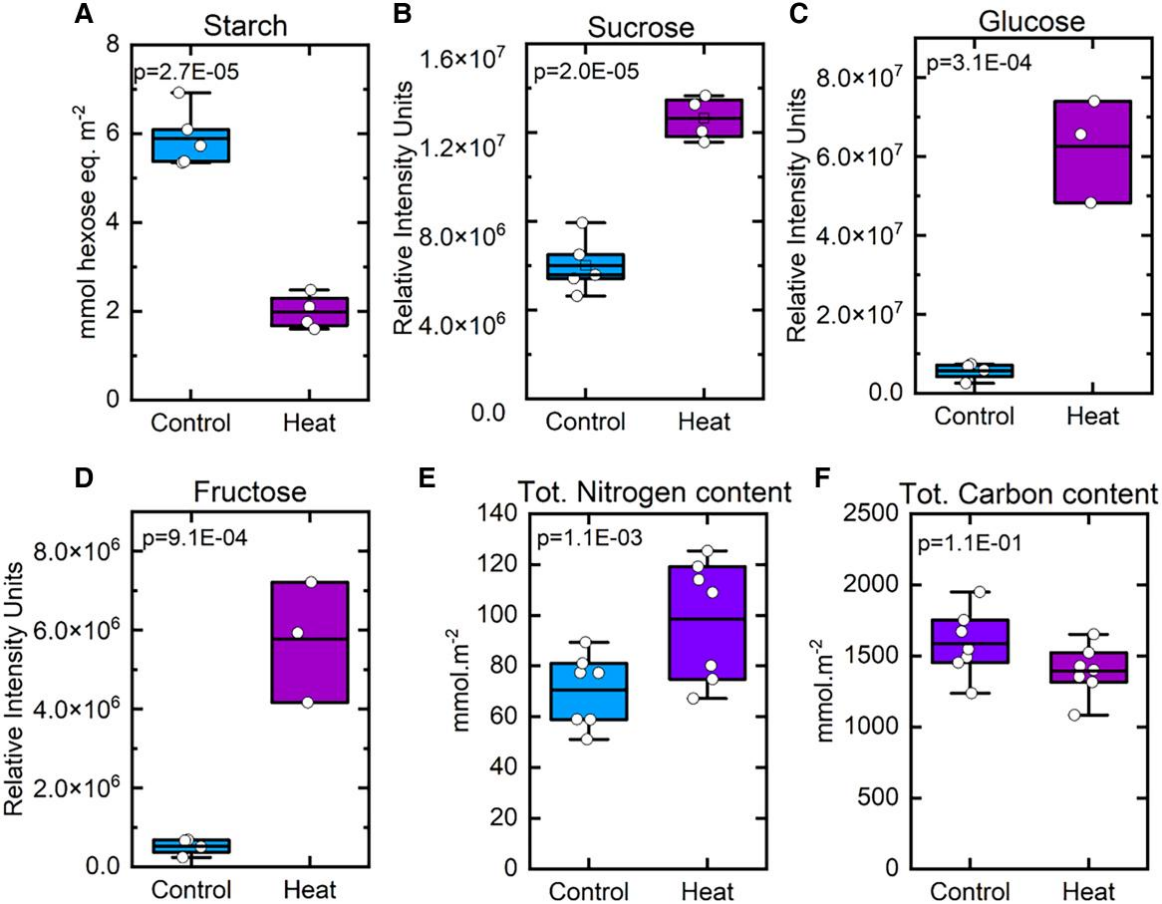
The levels of starch, soluble sugars (sucrose, glucose, and fructose), total nitrogen, and carbon contents in the control and heat-stressed plants are shown in box plots, with data obtained from measurements of 5 to 6 biological replicates. The levels of soluble sugars are shown as relative concentrations, in units of relative intensity, which represents the signal intensity of the derivatized compounds on a GC/MS. Data points are overlayed in the box plots with the straight line representing the mean with the lower and upper edge representing the interquartile range (25% to 75%), and *P* values were calculated from Student's *t* tests (2-tailed, assuming equal variance).

The relative levels of leaf-soluble sugars were measured by GC/MS metabolomics and are shown in units of relative intensity in Fig. 6, B to D. The fold changes of all the metabolites measured by GC/MS and their *P* values can be found in Supplementary Fig. S5. The heat-stressed plants accumulated significantly higher levels of sucrose, glucose, and fructose in leaves (Fig. 6, B to D). The level of glucose-6-phosphate did not change significantly in the heat-stressed plants compared to the controls, and there was only a small but significant increase in the level of fructose-6-phosphate (Supplementary Fig. S5). The levels of trehalose, raffinose, and proline increased strongly in the heat-stressed plants (Fig. 7). In addition, a number of other soluble sugars (including cellobiose, gentiobiose, maltose, arabinose, ribose, xylulose, and mannose) and sugar alcohols (including D-threitol, erythritol, sorbitol, and xylitol) also showed significantly increased levels in the heat-stressed plants (Supplementary Fig. S5).

**Figure 7.**
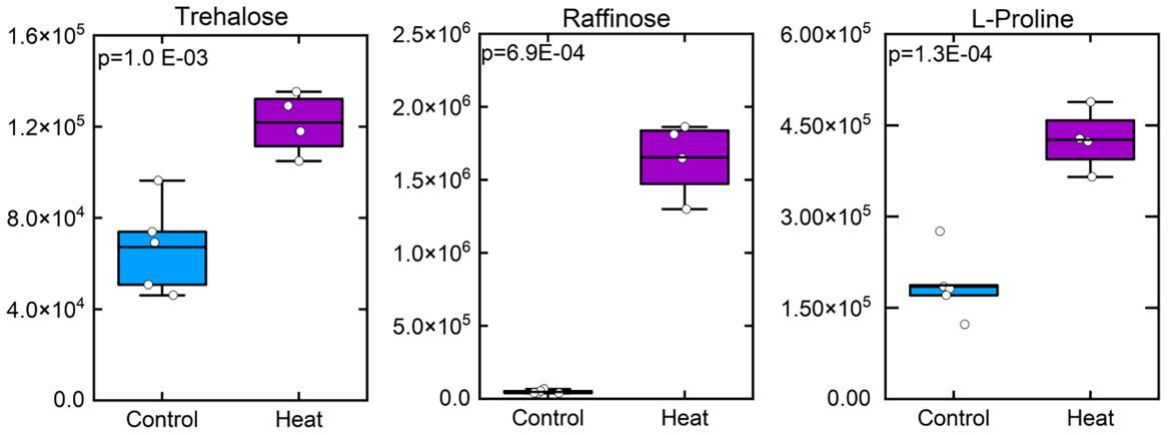
The relative levels of trehalose, raffinose, and proline in the control and heat-stressed plants, as determined by GC/MS metabolomics, are shown in box plots. Values represent the integrated peak area of the *m*/*z* channel used to quantify each analyte after normalization to the peak area of the ribitol internal standard in the same sample. Peak area of the quantifier ion for each metabolite, in arbitrary signal intensity unit. These values are only comparable between measurements of the same metabolites, not between different metabolites. Compounds significantly increased (*P* < 0.05) are indicated as determined by the Student's *t* test (2-tailed, assuming equal variance; *n* = 4 or 5). Data points are overlayed in the box plots with the straight line representing the mean with the lower and upper edge representing the interquartile range (25% to 75%).

Interestingly, while leaf protein levels increased only slightly in heat-stressed leaves, nitrogen content (Fig. 6, E and F) increased and the carbon to nitrogen ratio of the tissue under heat stress declined by almost 50% (Table 1).

Taken together, these results showed the significant accumulation of a wide range of soluble sugars and their derivatives in the heat-stressed *S. viridis* plants, whereas the accumulation of transitory starch significantly reduced under heat.

### Expression of genes encoding enzymes of carbohydrate metabolism

Given the large reprogramming of sugar and starch metabolism during heat stress shown in Figs. 6 and 7, expression of genes encoding enzymes in starch and sugar biosynthesis were examined (Fig. 8). For simplicity of the diagram, Fig. 8 uses the proposed cell localization of carbohydrate metabolism for maize (Lunn and Furbank 1999), with starch synthesis only shown inside the BS cell and sucrose synthesis/breakdown only shown inside the M cell.

**Figure 8.**
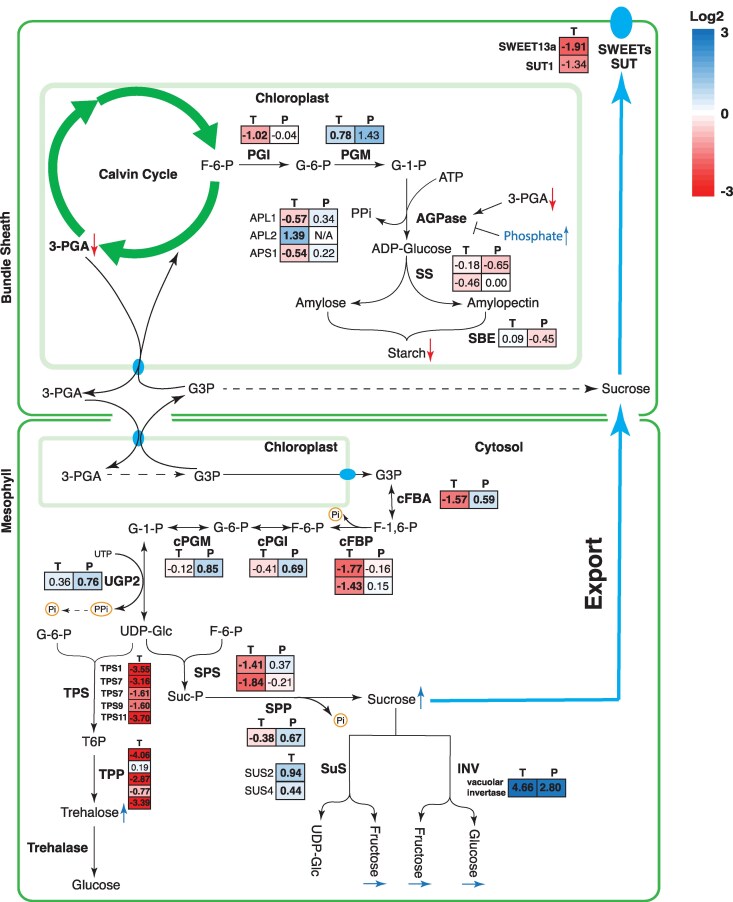
Changes in the expression of genes encoding for proteins involved in starch synthesis, sucrose synthesis/breakdown, and trehalose metabolism. For each gene, the transcript and protein fold changes (heat vs control) in log_2_ scale are shown in colored boxes, where “T” designates the change in transcript level and “P” designates protein level. The color scale can be found on the top right corner. The arrows (blue for increased and red for decreased) next to metabolite names indicate significant changes in their relative levels as detected by GC/MS. Relative metabolite levels are shown in Supplementary Data Set 1. Metabolites that were not measured are shown in gray. Starch was measured by the Megazyme Starch Assay Kit.

The genes involved in starch synthesis, AGPase large subunit (APL1) and small subunits (APS1), Starch Synthase (SS), and Starch Branching Enzyme (SBE) did not show significant changes at the level of protein abundance in the heat-stressed plants, although the transcript levels of APL1 and APS1 significantly decreased (Fig. 8).

The genes involved in sucrose synthesis, including cytosolic Fructose-Bisphosphate Aldolase (cFBA), cytosolic Glucose-6-phosphate Isomerase (cPGI), cytosolic Phosphoglucomutase (cPGM), UDP Glucose Pyrophosphorylase (UGP2), and Sucrose Phosphate Phosphatase (SPP), all increased significantly in terms of protein abundance. However, the transcript abundance of cFBA, cFBP, and Sucrose Phosphate Synthase (SPS) significantly decreased under heat (Fig. 8). 

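The transcript annotated as a cytoplasmic fructose-bisphosphate aldolase (Si006745m) had a log2 fold change of -1.61 (SE 0.30, adjusted p = 3.14e-04), and its mean went from 50.0 CPM in the control plants to 16.4 under heat. For the transcript annotated as a cytosolic fructose-1,6-bisphosphatase (Si002088m), the change was -1.804 (SE 0.17, adjusted p = 5.94e-07), from 153 to 43.8 CPM. Scaled by library size only, Si002088m changed by -0.77 (adjusted p = 5.86e-04), and Si006745m by -0.60, which did not pass the threshold (adjusted p = 0.072). SPS was not analysed here.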

The expression of sucrose synthase (SUS) and vacuolar invertase (INV) significantly increased under heat, and the protein abundance for vacuolar INV also showed a significant increase. Metabolomics data (Fig. 7) showed a significant increase in sucrose, glucose, and fructose levels in the heat-stressed plants consistent with upregulation of sucrose synthesis and its breakdown into hexoses under heat. The hexose sugars might be accumulating inside the vacuole as vacuolar INV was significantly upregulated.

The synthesis of trehalose-6-phosphate (T6P) has been shown to be closely correlated with the amount of sucrose in the cells (Paul 2007; Figueroa and Lunn 2016). In the current experiment, we could not measure the level of T6P, but the level of trehalose significantly increased in the heat-stressed plants. However, transcript levels for various Trehalose-6-phosphate Synthase (TPS) and Trehalose-6-phosphate Phosphatase (TPP) isoforms have all decreased significantly and the protein products were not detected in this experiment (Fig. 8).

In concert with the significant accumulation of raffinose (∼35-fold increase compared to control) and galactinol (∼4-fold increase) in response to high temperature, the expression of galactinol synthase 1 (GolS1), raffinose synthase, and stachyose synthase were significantly upregulated at the transcript level (Supplementary Fig. S6). The expression of GolS1 and 2 and stachyose synthase are preferentially localized to M cells while 1 raffinose synthase isoform preferentially localizes to BS cells and the other 2 isoforms do not show cell type preference in the published cell-specific expression data sets of John et al. (2014).

### Changes in hormones under heat

The visible phenotype of dwarfing/stunting of all plant parts in *Setaria* grown under high temperature is striking (Fig. 1). To examine this phenotype in more detail, leaf hormone levels were profiled in heat-stressed and control plants (Fig. 9). The levels of salicylic acid (SA), jasmonic acid (JA), and indole-3-acetic acid (IAA) did not change significantly, nor did the level of phenylacetic acid (PAA), an auxin analog in plants (Fig. 9). However, the level of abscisic acid (ABA) increased markedly to about 20-fold over the control levels in the heat-stressed plant. Although the level of IAA did not change, there was massive accumulation of IAA-Aspartate amino conjugate in the heat-stressed plants while IAA-Aspartate amino conjugate is not detectable in the control plants. This compound is proposed to be an inactive reservoir for IAA (Ruiz Rosquete et al. 2012) or in one study a potent signal during abiotic stress (Ostrowski et al. 2016). In addition, there was also a significant accumulation of IAA-Alanine amino conjugate in the heat-stressed plants.

**Figure 9.**
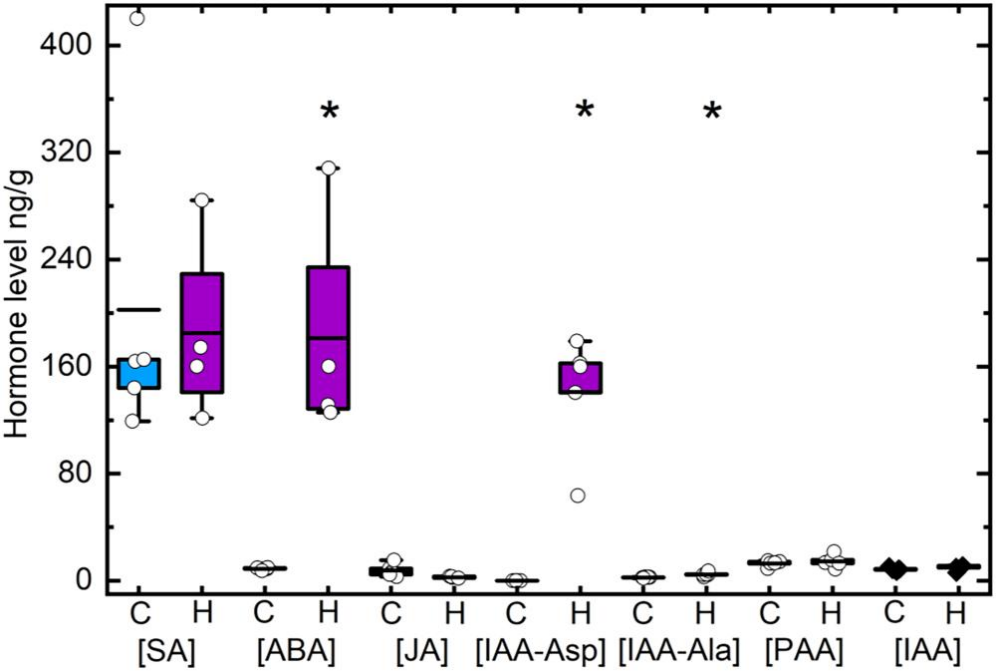
Measurements of hormone levels using LC-MS. SA, salicylic acid; ABA, abscisic acid; JA, jasmonic acid; IAA, indole-3-acetic acid (i.e. auxin); IAA-Asp, auxin-aspartate amino conjugate; IAA-Ala, auxin-alanine amino conjugate; PAA, phenylacetic acid. Asterisks indicate a significant difference at *P* < 0.05. Number of samples measured for each hormone and for each treatment is 4 or 5. C is control and H is heat stress treatment. Data points are overlayed in the box plots with the straight line representing the mean with the lower and upper edge representing the interquartile range (25% to 75%). Student's *t* tests (2-tailed, assuming equal variance) were used for *P* value calculation (*n* = 5).

Transcriptional changes in genes involved in each of the hormone pathways, including SA, JA, ethylene (ET), auxin, ABA, cytokinin (CK), gibberellic acid (GA), and brassinosteroids (BRs) are presented in Supplementary Figs. S9 to S16. 

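From these figures 214 transcripts were taken, of which 209 passed the filter on low counts. For CK metabolism the list holds 12 transcripts, fewer than the identifiers that Supplementary Fig. S14 prints for it. At an adjusted p under 0.05, 104 were lower and 52 higher under heat, and with library size as the only scaling 52 were lower and 107 higher. The transcripts were kept in the groups drawn in the figures, and the 20 groups with at least 5 tested transcripts were compared with all other transcripts by the set test camera, with its preset correlation of 0.01 between transcripts. After adjustment over the 20 groups, 2 passed the threshold, the auxin markers (adjusted p = 7.64e-07) and the ethylene-responsive factors (adjusted p = 2.25e-05), both lower. With a correlation estimated from the data, 0 groups passed (1 at an unadjusted p under 0.05), with an adjusted p of 0.0524 for the auxin markers and 0.391 for the ethylene-responsive factors. The set test fry, which asks only whether the transcripts of a group changed, moved the count most, to 16 groups, both of the above among them. The legend of Supplementary Fig. S11 restricts the auxin markers and auxin hydrolases to transcripts with a significant change under heat, so that the low p of the auxin markers in camera follows at least in part from how they were chosen.

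**Figure D3:**
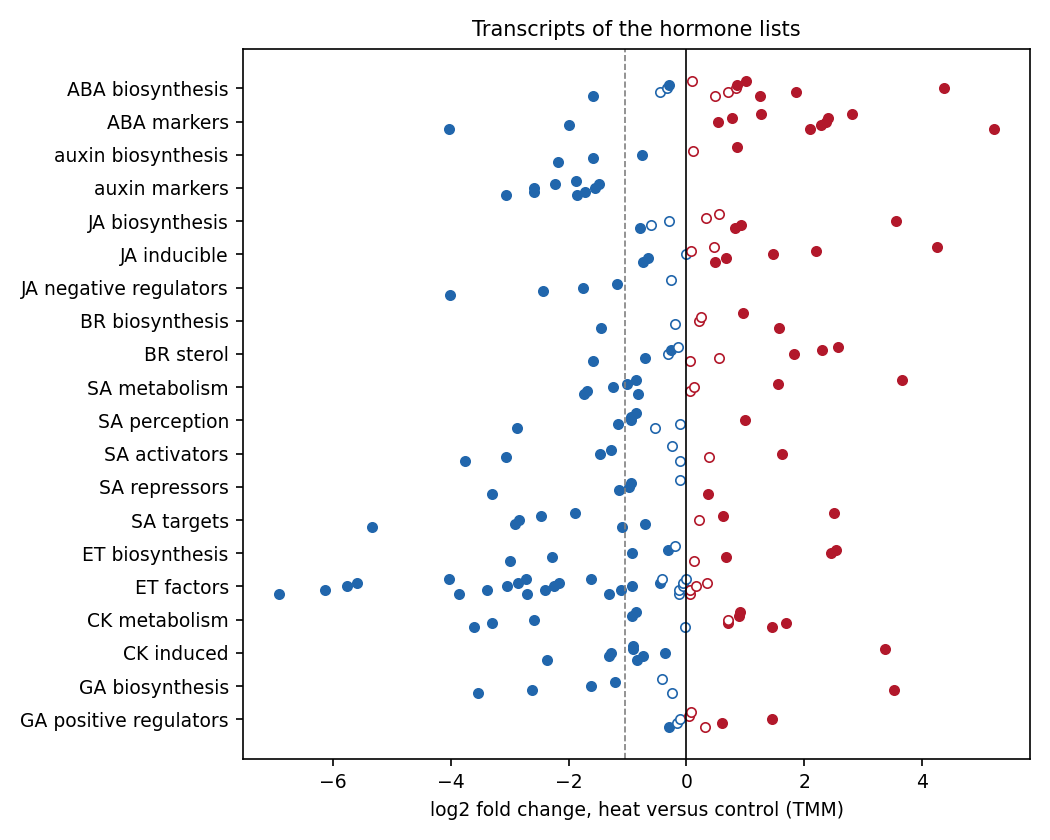
Log2 fold change (heat against control, TMM) of each tested transcript of the hormone groups, filled where the adjusted p is under 0.05, without 1 ABA marker that had at most 3 counts in every control plant. The 9 auxin markers, drawn by the authors for their change in these samples, lie between -3.07 and -1.48, all left of the dashed line at -1.05, where 0 falls when plants are scaled by library size only, whereas several other groups straddle it.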

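The ABA markers of Supplementary Fig. S9 number 12, of which 10 were higher and 2 lower under heat, and adjusted over the list alone the counts were the same. Their median log2 fold change was 2.20, and as a set they did not pass the threshold (camera adjusted p = 0.0512). The adjusted p ranged from 1.05e-04 to 0.391 over 22 alternatives and was under 0.05 in 9 of them. With library size as the only scaling, 10 were again higher and 2 lower, with a median of 2.16 relative to that of all transcripts. The protein phosphatase transcript HAI2 (Si024914m) rose by 2.81 (SE 0.29, adjusted p = 1.47e-06), with 27 to 42 counts per control plant and 331 to 760 per heat-stressed plant. The 9 auxin markers of Supplementary Fig. S11 and the 3 hydrolases that release auxin from conjugates were shown there only if they changed significantly, so their passing here adds nothing. All 9 markers were lower, with a median of -1.88, and all 3 hydrolases higher, with library size as the only scaling as well. The transcripts of auxin biosynthesis were not restricted in this way, and of the 5 tested, 3 were lower and 1 higher (adjusted p of the set 0.156), or 2 and 2 with library size as the only scaling. These counts too were the same adjusted over the list alone.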

Overall, the transcriptional changes in genes involved in ABA and auxin pathways are in agreement with the trends observed for ABA and IAA levels as measured by LC-MS, suggesting an increase in ABA and a decrease in auxin signaling. Additionally, the transcriptome data support an upregulation of JA and BR signaling pathways, whereas a decrease in signaling through the SA, ET, auxin, GA, and CK is suggested by the transcript changes. 

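Of the JA-inducible transcripts of Supplementary Fig. S10, 5 of 10 were higher and 2 lower (camera adjusted p = 0.248), and of the negative regulators of JA signaling 4 of 5 were lower and 0 higher, or 3 and 1 with library size as the only scaling (adjusted p = 0.09). Without control plant 1 the negative regulators passed the threshold (adjusted p = 0.0156, within a range of 0.00118 to 0.437 over the alternatives). The BR groups of Supplementary Fig. S16 had 2 higher and 1 lower of 6 transcripts of biosynthesis (adjusted p = 0.564). They also had 3 higher and 3 lower of 10 of sterol synthesis, 3 of 3 negative regulators lower and the 1 positive regulator higher. Under library-size scaling 5, 8 and 2 of the first 3 groups were higher and 0, 1 and 0 lower. At an unadjusted p under 0.05, as many were lower and 5, 9 and 2 higher. That scaling raises every transcript by about as much, so these counts shift by construction. With TMM factors, the medians of the first 3 groups relative to that of all transcripts were 0.204, -0.068 and -0.704.

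For SA (Supplementary Fig. S12), 7 of 10 target transcripts were lower and 2 higher (adjusted p = 0.156), or 5 and 3 under library-size scaling. With TMM factors and under library-size scaling, the counts were 5 and 1 against 1 and 2 of 8 for perception, 4 and 1 against 2 and 4 of 8 activators, 4 and 1 against 1 and 2 of 6 repressors, and 6 and 2 against 0 and 4 of 10 for metabolism (0 lower at an unadjusted p under 0.05 as well). That scaling raises every transcript by about as much, so the counts shift by construction, and values relative to the median transcript hardly move by the same construction. Relative to the median of all transcripts, the medians stayed in place, at -1.522 and -1.481 for the targets, -0.917 and -0.911 for perception, -0.788 and -0.793 for activators, -0.982 and -0.980 for repressors and -0.867 and -0.879 for metabolism. In Supplementary Fig. S13, 19 of the 29 tested ethylene-responsive factors were lower and 0 higher (20 and 1 at an unadjusted p under 0.05), but under library-size scaling 14 were lower and 10 higher. Another 5 of these factors were not tested, since several plants had few counts, as DREB1A (Si011005m) with 0 to 423 in the control plants and 0 to 2 under heat. For ethylene biosynthesis, 4 of 9 transcripts were lower and 3 higher, against 2 and 5 under library-size scaling. Of the CK-induced transcripts of Supplementary Fig. S14, 8 of 9 were lower and 1 higher, or 1 and 2 under library-size scaling. For GA (Supplementary Fig. S15), 4 of 7 transcripts of biosynthesis were lower and 1 higher (adjusted p = 0.258), and under library-size scaling 1 was lower and 2 were higher. Relative to the median of all transcripts, these groups too stayed in place, with medians of -1.651 with TMM factors and -1.625 under library-size scaling for the ethylene-responsive factors, -0.217 and -0.227 for ethylene biosynthesis, -0.925 and -0.933 for the CK-induced transcripts and -1.244 and -1.236 for GA biosynthesis. Adjusted over the list alone, none of the counts with TMM factors changed.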

Interestingly, the more pronounced changes in the SA and JA transcript pathways are not reflected as significant changes in the hormone levels as measured by LC-MS. Hormone analysis by LC-MS may suffer drawbacks of lower sensitivity and stability of the hormones, and the results here demonstrate the value of a systemic approach employing multiple platforms, which may provide complementary information.

## Discussion

### Effects of heat stress on photosynthesis and growth

The lack of effect on the rate of photosynthesis in response to CO_2_ and irradiance and on levels of photosynthetic proteins in the leaves of plants grown for 2 wk at 42/32 °C was unexpected (Figs. 2 and 3). The marked dwarfing observed (Fig. 1) suggests that carbon supply might be severely limiting. The thermal response of photosynthesis shown in Supplementary Fig. S2 suggests that C_4_ photosynthesis in *S. viridis* was relatively insensitive to the long-term exposure to elevated temperatures. Comparably, sorghum grown under long-term high temperatures (40 °C) showed no significant decrease in photosynthesis but decreases in chlorophyll a fluorescence and content were observed (Prasad et al. 2008). In another study, maize plants grown at 38 °C showed similar rates of photosynthesis but significant decreases in biomass (Perdomo et al. 2015). In contrast, sorghum grown at 44 °C displayed minor decreases in photosynthetic carbon assimilation (Prasad et al. 2006). Additionally, maize plants exposed to long-term heat stress of 35 °C had significant reduction photosynthesis and stomatal conductance (Killi et al. 2017). Likewise, maize plants grown at 400 ppm CO_2_ and 37 °C and at 370 ppm CO_2_ at ambient temperatures of 35 and 38.5 °C showed significant reductions in photosynthesis, respectively (Kim et al. 2007; Liu et al. 2022). Other examples of changes to photosynthesis in short-term exposure to heat stress include the decline in CO_2_ assimilation rates at temperatures above 38 °C in *Z. mays* (Crafts-Brandner and Salvucci 2002). In sorghum, photosynthesis declined after 3-h incubation at 40 °C (Yan et al. 2011). Similarly for *S. viridis* plants exposed to 40 °C for 4 h, reductions in CO_2_ assimilation were observed (Anderson et al. 2021). Several C_4_ species (monocot *Panicum coloratum* and *Cenchrus ciliaris*, and dicot *F. bidentis*) grown at moderately high temperatures (35/30 °C) also exhibited reduced photosynthetic capacity compared to plants grown at control temperatures (25/20 °C) (Dwyer et al. 2007). Other crop species such as cotton and wheat also exhibited significant reduction of photosynthesis at temperatures beyond 40 °C (Law and Crafts-Brandner 1999). However, in the present study, both *S. viridis* plants grown at control (28/22 °C) or high temperatures for 14 days (42/32 °C) suffered relatively little loss of photosynthetic activity at 45 °C (Supplementary Fig. S2).

Major points of high-temperature sensitivity have been identified in the photosynthesis pathway, including chloroplast electron transport components affected under high temperature and high light (Nash et al. 1985; Takahashi et al. 2004; Sharkey 2005; Allakhverdiev et al. 2008), and inhibition caused by RCA protein turnover, denaturation, and loss of activity (Sharkey et al. 2001; Salvucci and Crafts-Brandner 2004a, 2004b). However, despite transcriptome analyses identifying levels of many photosynthetic transcripts were reduced at high temperatures, this was only reflected in the proteomics profile in a small number of cases (Figs. 3 to 5). Lack of correlation between transcript levels and protein levels or nonlinear relationships between the 2 are not uncommon in the plant literature (Hajduch et al. 2010; Ponnala et al. 2014; Vélez-Bermúdez and Schmidt 2014). Some possible explanations for this lack of correlation are discussed below. First, mature, fully expanded leaf blades were used for this study. Depending on the stability of individual photosynthetic proteins (particularly under heat stress) and their developmental timing of synthesis, peak transcriptional activity may occur very early in leaf development and not coincide with protein level in mature tissue (Ponnala et al. 2014). Second, control of protein levels of some photosynthetic proteins encoded in the chloroplast, in particular those forming complexes in the chloroplast thylakoid, are believed to be controlled posttranscriptionally (Choquet and Wollman 2002; Eberhard et al. 2002; Park et al. 2012; Floris et al. 2013; Fankhauser and Aubry 2017; Zoschke and Bock 2018; Perdomo et al. 2021) and are often extremely long-lived proteins (Adam 1996; Bienvenut et al. 2011; Nelson and Millar 2015).

While there are examples of photosynthesis gene transcripts that correlate poorly or not at all with protein abundance, it is of interest to examine how broadly this occurs. Here, we have provided an additional in-depth analysis of Pearson correlation coefficients (*r*) and *r*^2^ values between log_2_(fold change) values of transcripts and proteins across 37 hierarchical functional categories and demonstrate that the magnitude and sign of correlations vary widely between functional categories. The strongest associations (all positive in sign) were observed for Calvin cycle (*r*^2^ = 0.87), protein degradation (ubiquitin-mediated) (*r*^2^ = 0.85), secondary metabolism (*r*^2^ = 0.73), major carbohydrate metabolism (*r*^2^ = 0.7), and redox categories (*r*^2^ = 0.7). In contrast, almost no transcript–protein association was observed among components of PSs I or II, TCA cycle, ribosomal proteins of 40S or 60S subunits of the 80S cytosolic ribosome, or lipid metabolism (all *r*^2^ < 0.1) pointing to posttranscriptional processes as the primary drivers of the response in those categories. That evolution would favor posttranscriptional mechanisms of control over these categories is consistent with their role in major energy fluxes and chemical energy/nutrient reserves that must respond rapidly to environmental fluctuations (Liu et al. 2016). A major influence of autophagy on lipid metabolism proteins has been reported in *Z. mays* (McLoughlin et al. 2018). Intriguingly, chloroplast ribosomal proteins showed a substantial negative correlation between transcript and protein response driven by decreases in proteins with elevated mRNA transcripts (*r* = −0.47, *r*^2^ = 0.22; Supplementary File S1). The Transcripto-Proteomic Correlation Analyzer (TPCA) Python tool used to perform and visualize these analyses (plus pregenerated interactive HTML scatter plot outputs) is available for download at https://github.com/phenospectral/TPCA.

The lack of obvious physiological effects on photosynthesis after 42 °C growth in these experiments suggests that the photosynthetic machinery of *S. viridis* had become thermally acclimated to 42 °C. Evidence for heat adaptation at 42 °C is supported by an increased *T*_opt_ for photosynthesis (Table 1), maintenance of photosynthesis rates at the high growth temperature and higher photosynthesis rates at 45 °C in the acclimated plants (Supplementary Fig. S2), maintenance of photosynthesis rates at the new *T*_opt_, and maintenance of photosynthetic capacity measured at a basal temperature of 25 °C (Fig. 2; Supplementary Fig. S2). These changes fulfilled all the criteria outlined by Way and Yamori (2014) of thermal acclimation of photosynthesis and suggest that a positive adjustment has occurred to optimize the plant response to heat stress. In this regard, there appears to have been some adaptive responses for a subset of photosynthetic proteins and a response to heat treatment in photosynthetic metabolite profiles (Figs. 3 and 4).

Notably, expression of chloroplast membrane transporters involved in C_4_ photosynthesis was suppressed at high temperatures at the transcript level and in the case of DCT2/DIT2 also at the protein level (Fig. 3). This may have been the cause for an increase in foliar malate levels at high temperature as DCT2/DIT2 is believed to move malate into the BS chloroplast (Weber and von Caemmerer 2010). However, photosynthetic malate probably only makes up a relatively small proportion of total leaf malate pools (Hatch 1979; Meister et al. 1996). In concert with a rise in malate levels, aspartate levels fell and levels of aspartate and alanine aminotransferase enzymes increased under heat (Fig. 3). This could be indicative of a shift toward aspartate formation from OAA in the mesophyll and its utilization in the BS to regenerate malate for decarboxylation as seen in the NADP-ME type C_4_ maize and *Flaveria* (Meister et al. 1996; Furbank 2011; Arrivault et al. 2017).

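Supplementary Fig. S7 gives identifiers for 11 transcripts of the ascorbate and glutathione cycle, of which 5 were higher and 2 lower under heat, also when adjusted over the list alone. Among 47 other transcripts of the figure, 11 were higher and 21 lower. The copy used had lost some identifiers of this figure, so these 47 are only part of it and their counts do not describe the whole figure. The ascorbate peroxidase APX7 (Si010520m) had a log2 fold change of 2.35 (SE 0.18, adjusted p = 1.02e-07), and the catalase CAT1 (Si016999m) one of -2.004 (SE 0.25, adjusted p = 7.97e-06). Of 2 transcripts named thioredoxin H2, Si037706m changed by -1.295 (SE 0.15, adjusted p = 3.62e-06) and Si038003m by 0.07 (SE 0.13, adjusted p = 0.645). With library size as the only scaling, 10 of the 11 were higher and 0 lower (0 at an unadjusted p under 0.05), and of the 47 others 32 were higher and 7 lower. The median change of the ascorbate and glutathione transcripts relative to all transcripts was 0.22 with TMM factors and 0.21 under that scaling.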

A shift toward aspartate as the translocated C_4_ metabolite under heat would likely be triggered by the strong induction of pathways implicated in combating oxidative stress (Supplementary Fig. S7). The reduction of oxidized glutathione and dehydroascorbate during detoxification of H_2_O_2_ occurs exclusively in the mesophyll compartment (Doulis et al. 1997), which would result in strong competition for reducing power in the mesophyll chloroplasts and reduced capacity for OAA reduction (Turkan et al. 2018). Furthermore, it can be hypothesized that there is a buildup of foliar nitrate under heat stress that would correspond to the observed increase in leaf nitrogen and downregulation of the gene expression in the nitrate assimilation pathway and contribute to the lack of reducing power in the chloroplast (Supplementary Fig. S8). Nitrate and nitrite reductase are localized to the mesophyll cells in NADP-ME-type C_4_ grasses (Moore and Black Jr 1979) consistent with competition for reducing power between OAA reduction, oxidative stress protection, and nitrogen metabolism in this compartment during heat treatment.

While adaptive responses in the C_3_ photosynthetic machinery and photorespiratory pathways of *Setaria* under high temperature were not generally large, the response of RCA expression (Fig. 3) was marked. RCA has been identified as a key point of heat sensitivity in the photosynthetic machinery of both C_3_ and C_4_ plants (Law and Crafts-Brandner 1999; Crafts-Brandner and Salvucci 2002; Salvucci and Crafts-Brandner 2004a, 2004b; Busch and Sage 2017; Scafaro et al. 2019; Degen et al. 2021). It has been proposed that the C-terminal extension is responsible for heat stability of RCA and the induction of the longer RCA isoform in heat-stressed *Setaria* supports this hypothesis (see Fig. 3 and Supplementary Fig. S3; Anderson et al. 2021). It has been shown that the RCA promoter for the *Setaria* alpha isoform has abiotic stress elements to induce expression at elevated temperatures (Kim et al. 2021); however, a deeper biochemical study is required as the short beta isoform of RCA has also been shown in numerous species to harbor thermotolerant characteristics (Kurek et al. 2007; Shivhare and Mueller-Cajar 2017; Degen et al. 2020). It is currently unknown whether the induction of the alpha isoform results in molecular stability of the RCA complexes at elevated temperatures and further investigation is required.

### Carbon partitioning and export

One of the largest metabolic effects of high-temperature growth of *Setaria* was on foliar carbohydrate levels (Figs. 6 and 7). A large shift occurred away from starch and in favor of high soluble sugar levels in leaves harvested midway through the photoperiod. Starch levels declined by almost two-thirds under heat treatment, sucrose more than doubled, and glucose and fructose levels increased more than 10-fold (Fig. 6). This was in part due to changes in levels of key enzymes in carbohydrate synthesis but presumably also due to reduced sucrose export, as SWEET13 expression was severely reduced under heat stress (Fig. 8). While compartmentation of these carbohydrates between M and BSC was not determined, nor was subcellular location, these are massive changes in carbon allocation with likely far reaching impact on osmotic regulation and sugar signaling pathways (Li and Sheen 2016; Saddhe et al. 2021). Examination of the transcript and proteome profiles performed here shed some light on the mechanisms underlying these changes in carbohydrate levels.

The control on the rate of sucrose synthesis is thought to be mainly exerted through regulations on the activities of cFBPase and SPS in both C_3_ and C_4_ plants (Lunn and Furbank 1999). Here the levels of cFBA, cPGI, cPGM, UGP2, and SPP proteins, which are all part of the sucrose synthesis pathway, significantly increased (Fig. 8), which is consistent with an increase in sucrose biosynthesis. However, there was no change in the amount of cFBPase and SPS proteins and their transcript abundances significantly decreased (Fig. 8). This may indicate the importance of posttranslational regulation of cFBPase and SPS activity.

The increased accumulation of sucrose in the leaves of heat-stressed plants could additionally be caused by reduced phloem loading. Phloem loading of sucrose is thought to occur by export of sucrose into the apoplasm from the BS by SWEET13 and subsequent loading into the phloem by SUT1 (Slewinski et al. 2009; Bezrutczyk et al. 2018, 2021). While these proteins are difficult to detect in the proteomic profiles, transcript levels were significantly decreased in the heat-stressed plants (Fig. 8), suggesting a reduced capacity for phloem loading in heat stress. Impairments in sucrose transport in C_4_ plants have been previously linked to a dwarf phenotype (Russin et al. 1996; Ma et al. 2009; Slewinski et al. 2009; Bezrutczyk et al. 2018), although, unlike our experiments, feedback inhibition of photosynthesis resulting from sugar accumulation in leaves and evidence of foliar oxidative stress were obvious in these cases.

The shift toward hexose accumulation in heat-treated leaves was presumably the result of increased sucrose breakdown either by SUS or invertase. Under heat treatment, vacuolar invertase expression increased substantially at both the transcript and protein level and SUS also increased (Fig. 8). This would suggest a shift toward vacuolar storage of hexoses in heat-treated plants. Reduced starch accumulation did not appear to be due to reduced expression of genes encoding enzymes in starch biosynthesis (Fig. 8) but likely due to allosteric regulation of the AGPase (Cross et al. 2004; Hwang et al. 2005). Activity of this enzyme is tightly controlled by the relative levels of 3-PGA (an activator of the enzyme) and Pi (an inhibitor). Under heat treatment, Pi levels increased and 3-PGA levels declined significantly (see Fig. 3), which would reduce activity of this key regulatory enzyme.

The significance of the buildup of soluble sugars seen here in response to heat could in fact be in a protective and acclimation response to heat stress. Accumulation of solutes such as sugars and proline seen here is thought to provide osmoprotection of cellular processes under stress through their role as compatible solutes retaining turgor and potentially stabilizing proteins (Garg et al. 2002; Lunn et al. 2014; Siddique et al. 2018). In addition to the shift from starch to sucrose and hexose, levels of raffinose rose markedly under heat treatment (Fig. 7). Raffinose oligosaccharides are regarded as important molecules in stress response in plants, because of their membrane-stabilizing, antioxidant, and possible predicted signaling functions (Hincha et al. 2003; Panikulangara et al. 2004; Kim et al. 2008; Nishizawa et al. 2008; Valluru and Van den Ende 2011). The increases in raffinose oligosaccharides in our experiments are consistent with highly significant increases in expression of transcripts encoding raffinose synthase, stachyose synthase, and galactinol synthase (Fig. 7; Supplementary Fig. S6) to stimulate accumulation of raffinose to combat heat damage.

### Effects of hormone and sugar signaling on growth and development

Taken together, these changes in carbon partitioning indicate that *Setaria* is responding strongly to the high-temperature conditions and adapting its metabolism very effectively. However, while photosynthesis appears to be protected under heat treatment, growth is certainly not. The stunting of these plants under high temperature without signs of leaf stress or photosynthetic inhibition is suggestive of a very effective homeostatic response in plant growth and minimization of vegetative damage to the plant from heat stress. Long-term heat stress applied to both maize and sorghum plants have also been reported to result in reductions in plant height (Obata et al. 2015; Smith et al. 2023). A hypothesis is presented below (Fig. 10) which attempts to link metabolite levels and gene expression to sugar and hormone signaling in mediating a coordinated response to heat stress, which restricts growth and minimizes damage.

**Figure 10.**
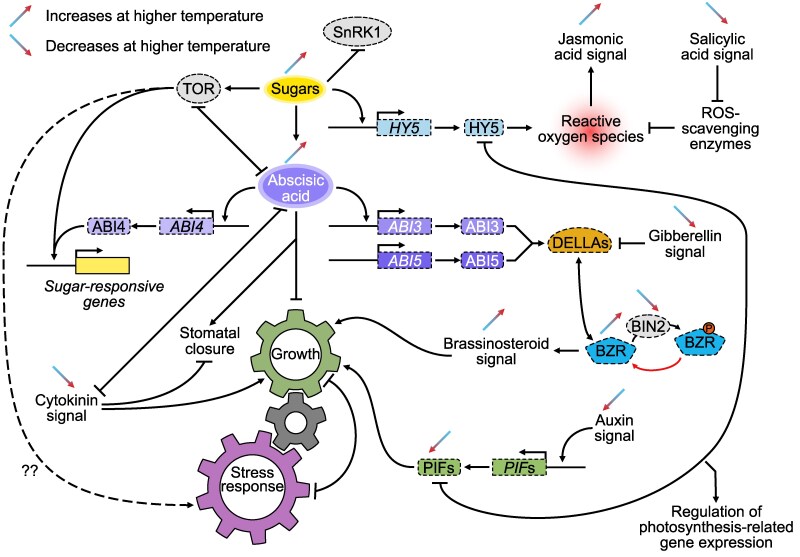
A hypothetical model of the regulation of growth and heat stress response by phytohormones and sugar signaling in *S. viridis*. Arrows indicate a positive relationship where one component may stimulate/stabilize the other component. Lines with a blunt end indicate an inhibitory relationship, where one component negatively interacts/regulates the other component. ABA, abscisic acid; CK, cytokinin; GA, gibberellin; BR, brassinosteroid; SA, salicylic acid; JA, jasmonic acid; ROS, reactive oxygen species; TOR, target of rapamycin; SnRK1, sucrose nonfermenting related kinase 1; HY5, long hypocotyl 5; BZR, brassinosteroid positive regulator related; BIN2, brassinosteroid insensitive 2; ABI4, ABA insensitive 4; PIF, phytochrome interacting factor.

Increases in ABA levels commonly observed under abiotic stress are thought to inhibit growth by stabilizing DELLA proteins, which repress the growth promotive effects of GA (Szostkiewicz et al. 2010; Blanco-Touriñán et al. 2020) and act broadly across the ABA-dependent pathway of stress response (Chen et al. 2020). This ABA-dependent pathway appeared to dominate the signaling response in the experiments described here, as evidenced by a 20-fold increase in ABA levels, upregulation of gene expression of enzymes in ABA biosynthesis, and increased expression of proteins known to be controlled by ABA levels (Supplementary Fig. S9). 

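Of 13 transcripts that Supplementary Fig. S9 assigns to ABA biosynthesis, 5 were higher and 2 lower under heat, also when adjusted over the list alone, and their median log2 fold change was 0.70. At an unadjusted p under 0.05, 6 were higher and 3 lower, and without heat-stressed plant 5 the number lower rose to 4 at the adjusted threshold. As a set they did not pass the threshold (camera adjusted p = 0.564, with 0.00929 to 0.962 over the alternatives). The largest rise was that of the aldehyde oxidase AAO2 (Si028698m), at 4.37 (SE 0.54, adjusted p = 7.97e-06), with 0 to 10 counts per control plant and at least 70 per heat-stressed plant. Another aldehyde oxidase, AAO1 (Si033914m), changed by -1.58 (adjusted p = 2.56e-08). With library size as the only scaling 12 of the 13 were higher and 1 lower. Of the 3 transcripts assigned to ABA degradation, 2 were lower and 1 was higher, or 1 and 1 with library size as the only scaling.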

Among the pathways regulated by ABA is the TOR signaling pathway (Wang et al. 2018). It has been reported that ABA accumulated following stress binds to intracellular PYR/PYL/RCAR receptors and ABA-receptor complexes bind to and inhibit PP2C protein phosphatases (Wang et al. 2018). This releases the activity of Snf1-related protein kinase 2s (SnRK2s). The SnRK2s phosphorylate downstream targets to elicit protective responses such as stomatal closure and the expression of ABA responsive genes (Chen et al. 2020). The elevated SnRK2 activity is thought to inhibit the growth promoting action of TOR to sacrifice growth for survival during stress (Fu et al. 2020). In the current data set, stomatal conductance was not substantively reduced after heat treatment (Supplementary Fig. S2), which may reflect acclimation following a short-term effect of ABA. Note that expression of 2 of the 3 OST1 (OST1/SnRK2) genes in *Setaria* thought to be involved in ABA-induced stomatal control during stress in other species (Acharya et al. 2013) decreased under heat treatment while one was increased (Supplementary Fig. S9).

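The 3 OST1 transcripts of Supplementary Fig. S9 all passed the threshold. Si030837m had a log2 fold change of -4.04 (SE 0.52, adjusted p = 1.17e-05), with 30 to 105 counts per control plant and 2 to 18 per heat-stressed plant. Si022378m changed by -1.99 (SE 0.32, adjusted p = 9.00e-05), with 13 to 67 counts per control plant and 11 to 21 per heat-stressed plant. Si036531m rose by 2.29 (SE 0.25, adjusted p = 2.59e-06), from 14 to 37 counts per control plant to between 167 and 459 under heat. The directions were the same in every alternative that gave a value, library-size scaling included (-2.99, -0.98 and 3.34).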

In addition to engagement of a strong ABA-dependent growth response in *Setaria* under heat treatment, concerted action of reactive oxygen produced under high-temperature stress is also known to trigger increases in JA and affect a range of growth-related targets. Increases in JA can directly affect the action of the DELLA proteins via protein stability and posttranslational modification (Liu and Timko 2021). This effect of JA would provide additional repression of growth through the GA pathway if both ABA and JA were acting to stabilize DELLA protein levels. 

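Among the JA-inducible transcripts, the chlorophyllase CLH1 (Si030252m) had the largest log2 fold change, 4.25 (SE 0.60, adjusted p = 3.01e-05). Control plant 3 had more counts of it than the other control plants, and without that plant the change was 5.81. The hydrolase IAR3 (Si001442m), which is also among the auxin hydrolases, rose by 2.20 (SE 0.16, adjusted p = 5.00e-08), with 27 to 52 counts per control plant and 266 to 584 per heat-stressed plant. The median change of the JA-inducible transcripts was 0.48, and that of the negative regulators of JA signaling was -1.75. With library size as the only scaling, 8 of the 10 JA-inducible transcripts were higher and 0 lower (0 at an unadjusted p under 0.05).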

While increases in JA were not apparent in this study, measurements of JA are challenging and strong evidence for a JA response is provided by the upregulation of gene expression for a range of JA-induced transcripts (Supplementary Fig. S10).

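The auxin markers were chosen by the authors for a significant change in these samples, so their changes are given for size only. The largest fall among them was that of IAA31 (Si003010m), with a log2 fold change of -3.07 (SE 0.20, adjusted p = 2.52e-08), from 320 to 421 counts per control plant to between 59 and 106 under heat. The smallest was that of PIF3 (Si035110m), at -1.48 (SE 0.19, adjusted p = 1.02e-05). Under library-size scaling these changes were -1.97 and -0.43, and the median of the 9 markers was -1.91 relative to that of all transcripts. With each plant left out in turn, all 9 markers were lower in each of the 11 fits.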

Along with the strong response of ABA targets in the transcriptional profiles after heat treatment (Supplementary Fig. S9), the transcriptional response of auxin target transcripts suggested a fall in auxin levels (Supplementary Fig. S11). While free IAA did not change after heat stress, there was a marked increase in amino-conjugates of auxin (Fig. 9). A buildup of these conjugates has also been seen in concert with increased ABA levels in heat-stressed wheat anthers (Bheemanahalli et al. 2020) and salt-stressed pea seedlings (Ostrowski et al. 2016). Amino-conjugates are traditionally regarded as an inactive “reservoir” and homeostatic mechanism for regulating free IAA (Bartel 1997), but it is also thought that these conjugates may be potent signaling compounds themselves under stress (Rosquete et al. 2013), also reducing growth and development. For example, IAA conjugate treatments strongly inhibit IAA-induced shoot growth and root initiation in tomato cell cultures (Magnus et al. 1992). There is little information in the literature on how these conjugates may function in stress signaling.

While there is strong evidence from the data shown here for a concerted downregulation of growth via hormone signaling, the large changes in carbon partitioning away from starch and toward soluble sugars (Figs. 6 and 8; Supplementary Fig. S4) are more challenging to interpret in a signaling context. The large increases in hexose levels seen here following heat stress would be expected to feedback on photosynthetic gene expression and trigger phenotypes similar to those seen when leaf sugar export is impeded or exogenous sugars are fed to leaves (Azcón-Bieto 1983; Goldschmidt and Huber 1992; Van Huylenbroeck and Debergh 1996; Van Oosten et al. 1997; Pego et al. 2000). However, while there was some global transcriptional downregulation of photosynthetic transcripts under heat, this was often not reflected in protein levels or physiological phenotypes (Figs. 2 to 5). There is little published evidence for sugar feedback on photosynthetic gene expression in C_4_ leaves (Lunn and Furbank 1999; Lobo et al. 2015; Marquardt et al. 2021) with results implying that C_4_ plants are more sensitive to sugar starvation than feedback inhibition (Henry et al. 2020).

Large increases in soluble sugar levels would also be expected to have a profound effect on TOR signaling acting to promote TOR activation of ribosome biogenesis, cell division, and growth (Li and Sheen 2016; Haq et al. 2022; Jindal et al. 2022). Indeed, a highly significant (*P* < 2.2E^−16^) positive correlation (*r* = 0.44) was observed between the previously published responses of Arabidopsis TOR-regulated transcripts to a 2-h treatment with 15 mm glucose in *Arabidopsis thaliana* seedlings (Xiong et al. 2013) and the responses of their *S. viridis* orthologs to prolonged heat stress in this study (Supplementary Fig. 17A). Conversely, a highly significant (*P* < 2.2E^−16^) *negative* association (*r* = −0.41) was observed when the analogous comparison (Supplementary Fig. 17B) was made with a published response of *A. thaliana* seedlings to treatment with the powerful TOR inhibitor, AZD8055 (Dong et al. 2015). This was not evident in the response to high sugar levels in *S. viridis* grown at high irradiance (Henry et al. 2020) or inhibition of TOR action in *S. viridis* by chemical means (Da Silva et al. 2021), suggesting that TOR sensing in C_4_ plants may be less sensitive to sugar regulation than in C_3_. The negative feedback regulation of TOR signaling was also recently reported (Jindal et al. 2022), which may also explain why increased sugar levels are not always associated with TOR activation and stimulation of plant growth. It should also be noted that the majority of studies on TOR and regulation of growth and carbohydrate status have been done in sink tissue, not photosynthetic source tissue. The role of TOR in these tissues may differ substantially from that in tissues receiving externally supplied photosynthate.

### Major declines in ribosomal protein levels point to potential impairment of ribosomal biogenesis

Activation of TOR is typically associated with transcriptional upregulation of ribosome biogenesis when TOR signaling is experimentally modulated in plants (Mahfouz et al. 2006; Ren et al. 2011; Chen et al. 2018; Soprano et al. 2018; Busche et al. 2021). We observed strong coordinated transcriptional upregulation of ribosome biogenesis with the Gene Ontology (GO) terms “translation” and “ribonucleoprotein complex biogenesis” being highly significantly overrepresented among upregulated transcripts under heat stress (Supplementary File S1, Supplementary Data Set 2, and Tables S3 to S5). In contrast, at the protein level, ribosomal proteins tended to be decreased in abundance with 83 (69%) of the 121 quantified “ribosomal protein”-annotated proteins being decreased in abundance by between 20% and 90% and only 6 (5%) being increased in abundance by more than 20% (Supplementary Data File 1 and Table S2). Prolonged (37 °C) heat stress has recently been shown to cause impairment of ribosome biogenesis in Arabidopsis by compromising the processing of ribosomal RNA (rRNA) precursors in the nucleolus (Darriere et al. 2022). A similar impairment of ribosome biogenesis in *S. viridis* may contribute to the major decline in ribosomal protein levels observed here. Such an impairment would be expected to be detrimental to growth by decreasing the energy efficiency of ribosome biogenesis and growth and may contribute to the impaired growth phenotype observed in *S. viridis* under prolonged heat stress in this study.

Almost all of the observed increases in ribosomal protein abundance were marginal (up to 1.6-fold). Interestingly, however, the abundance of one particular ribosomal protein, RPL10A (encoded by Si026830m), increased by over 20-fold (Supplementary File S1, Data Set 2 and Table S2). It has recently been shown that RPL10A expression is upregulated by ABA and that RPL10A may be a positive effector of ABA-mediated responses in Arabidopsis (Ramos et al. 2020). It would be interesting to explore the role of ABA-mediated RPL10A accumulation in the *S. viridis* heat stress response via mutant studies. It remains unclear from our results whether decreased ribosome abundance is a negative consequence of thermal disruption to ribosome biogenesis/stability or a survival-promoting response orchestrated by complex homeostatic sensing and signaling networks involving TOR and ABA. Either way, it is clear that the reduced plant growth observed under heat stress in this study may be explained at least in part by reduced protein synthesis capacity.

## Conclusion

Long-term high-temperature stress of *S. viridis* induces a strong “dwarf” phenotype, which is likely a result of a converging set of hormonal signals all impacting to reduce growth. Remarkably, photosynthetic processes were quite robust under high temperature and appear to have been protected from damage by acclimation of carbohydrate metabolism, oxidative stress responses, and potentially by flexibility in the production of aspartate versus malate in the C_4_ photosynthetic pathway in this species under conditions where the mesophyll chloroplast stroma was experiencing oxidizing conditions.

## Materials and methods

### Plant growth and anatomical measurements

Seeds of *Setaria viridis* genotype A10 were treated in 10% liquid smoke for 2 h at room temperature to promote germination. Seeds were sown onto a rice mix (prepared by CSIRO) in a small clear plastic container (10 cm × 10 cm × 5 cm) with the lid closed to prevent drying. Seeds were germinated in a Conviron growth chamber under 16 h/8 h day–night cycle, and the temperature was set at 28 °C day/20 °C night, relative humidity 40% to 60%, CO_2_ at 380 ppm, and an irradiance at 1,000 *μ*mol quanta m^−2^ s^−1^. After germination, seedlings were transplanted into individual pots made with PVC plastic pipe that are 10 cm in diameter and 75 cm tall containing the same rice mix. At 2 wk old, 20 plants were transferred into a Conviron growth chamber that had the exact same condition except the temperature was set at 42 °C day/32 °C night. Plants were watered daily in the morning and fertilized with diluted Seasol liquid fertilizer 3 times a week.

At the end of the treatment, 3 plants from the control and heat-stressed group were taken for destructive analysis. The roots were washed and the roots and shoots cut separately with scissors and placed in paper bags. The material was dried in an 80 °C oven for 3 d and the weight of the dried material measured. One fully expanded fresh leaf from each plant was taken for fixation for anatomical analysis. The leaf was equally divided into tip, middle, and bottom sections and placed in 25% glyceraldehyde solution in glass vials. Leaf sections were finely sliced by hand and visualized using a microscope attached to a camera.

### Gas exchange measurements

Gas exchange was measured on the flag leaf of the 4-wk-old control and heat-stressed plants using a LI-6400XT with a LED light source (Licor). Measurements were performed early in the morning, from ∼2 h into the day cycle. Measured leaves were initially equilibrated under standard condition of 380 *μ*mol mol^−1^ CO_2_, 25 °C leaf temperature, 2,000 *μ*mol quanta m^−2^ s^−1^, and a flow rate of 500 *μ*mol s^−1^, until leaf photosynthesis stabilized. Photosynthetic CO_2_ response (*A*/C_i_) curves were performed by first stepwise decrease in CO_2_ partial pressure from 400 to 0 *μ*mol mol^−1^ and then stepwise increase from 0 to 1,500 *μ*mol mol^−1^ while maintaining leaf temperature at 25 °C and irradiance of 2,000 *μ*mol m^−2^ s^−1^. Photosynthetic light response curves were performed by stepwise increasing the light intensity from 0 *μ*mol quanta m^−2^ s^−1^ to 2,000 *μ*mol m^−2^ s^−1^ while maintaining CO_2_ partial pressure at 380 *μ*mol mol^−1^ and leaf temperature at 25 °C. Leaf dark respiration measurements were performed with dark adapted plants that just exited the night cycle (Supplementary Data Set 3). Leaves were first measured at 25 °C, 380 *μ*mol mol^−1^ CO_2_. Then leaves were measured at 20, 25, 30, 35, 40, and 45 °C. Measurements were taken at each temperature when leaf dark respiration stabilized in the new condition. At the end of the gas exchange experiments, leaf disks were taken from the measured leaves (4 plants for each condition) and snap-frozen in liquid nitrogen for measurement of enzyme activity, chlorophyll content, starch content, and protein content. Two-tailed Student’s *t* test (2-sample equal variance) was used for statistical analysis (*n* = 4).

### Sampling of *S. viridis* leaf disks for subsequent biochemistry and omics analyses

To ensure minimal impact of diurnal variation in sampling time, leaf disks (typically 0.5 cm^2^) were taken in the middle of the light cycle. For all omic sampling requirements, fully expanded leaves were chosen for harvesting and pooled prior to specific extraction methods.

### Enzyme activity assays

Rubisco and PEPC assays were performed as previously published (Sharwood et al. 2016). Leaf disks (0.5 cm^2^) were punched from the midsection of fully expanded leaves from the control and heat-stressed plants were collected and snap-frozen in liquid nitrogen. One leaf disk was homogenized with a glass homogenizer in 500 *μ*L of freshly prepared ice-cold extraction buffer (100 mm HEPES-KOH, pH 7.4, 5 mm DTT, 0.1% BSA, 0.05% Triton X-100, 2 mm EDTA, 5 mm MgCl_2_, 1% PVPP) plus 10 *μ*L of protease inhibitor cocktail (P-9599; Sigma, St. Louis, MO, USA). The homogenate was quickly transferred into a 1.5-mL tube and centrifuged at top speed for 30 s at 4 °C. To cuvettes 1 and 2, 435 *μ*L of freshly prepared Rubisco assay buffer (100 mm EPPS, pH 8, 20 mm MgCl_2_, 1 mm EDTA, 10 mm NADH, 10 mm ATP, 50 mm coupling enzyme, 400 mm NaHCO_3_) was added; to cuvette 3, 435 *μ*L of freshly prepared PEPC assay buffer (100 mm EPPS, pH 8, 20 mm MgCl_2_, 1 mm EDTA, 40 mm NADH, 5 mm glucose-6-phosphate, 400 mm NaHCO_3_, 0.5 unit of malate dehydrogenase enzyme) was added. Enzyme activity was determined by the consumption of NADH at 340 nm using a diode array spectrophotometer at 25 °C (Agilent). Two-tailed Student's *t* test (2-sample equal variance) was used for statistical analysis (*n* = 4).

### Leaf elemental analysis and chlorophyll and carbohydrate content

Leaf chlorophyll content of the leaves was measured following the method developed by Porra et al. (1989). Leaf tissue was homogenized using a glass homogenizer in ice-cold 80% acetone buffered with 2.5 mm phosphate buffer (pH 7.8). The homogenate was centrifuged at 12,000 × *g* for 10 min at 4 °C, and 100 *μ*L of the supernatant was diluted with 900 *μ*L of the extraction buffer before reading the absorbance at 750, 663.6, and 646.6 nm on a spectrophotometer.

Leaf disks from the heat stress experiment were oven-dried and wrapped into a small aluminum weighing boat with their accurate weight recorded. The percentage of carbon and nitrogen relative to leaf dry weight was estimated by combustion of samples in an elemental analyzer (EA1110, Carlo Erba).

Leaf starch content was determined for a leaf disk (with known area) that was collected from the midsection of a fully expanded mature leaf from the heat stress experiment. The fresh weight of the leaf disk was determined before extraction. The Megazyme Total Starch Assay Kit was used for starch determination following the manufacturer’s instructions. Two-tailed Student's *t* test (assuming equal variance) was used for statistical analysis (*n* = 4).

### RNA extraction and quality analysis

Total RNA was extracted from frozen leaf powder (from pooled midsection of fully expanded leaves, 5 control plants, 6 heat-stressed plants) using TRIzol Reagent. For each tube of homogenized leaf sample (∼100 mg), 1 mL of TRIzol Reagent was mixed in and incubated at room temperature for 5 min to lyse the cells. The cell lysate was centrifuged at 12,000 × *g* for 15 min at 4 °C to remove debris, and the supernatant was transferred to a new tube. To each tube, 0.2 mL of chloroform was added, and the tubes were shaken by hand for 15 s and incubated for 2 to 3 min at room temperature. The mixture was centrifuged at 12,000 × *g* for 15 min at 4 °C, and the upper aqueous phase containing the RNA was transferred into a new tube. For RNA precipitation, 0.5 mL of isopropanol was added to the aqueous phase and incubated at room temperature for 10 min. The mixture was centrifuged at 12,000 × *g* for 10 min at 4 °C, and the supernatant was discarded. The resulting RNA pellet was washed with 75% ethanol and centrifuged at 7,500 × *g* for 5 min at 4 °C. The wash was repeated 3 times. The RNA pellet was resuspended in 50 *μ*L of RNAse-free water.

The quality and accurate concentration of the extracted RNA was measured by Agilent 2100 Bioanalyzer using the Agilent RNA 6000 Nano Kit following the manufacture's instruction.

### RNA sequencing and library preparation

Isolated RNA sample was sent to the Next Generation Sequencing Facility at the Hawkesbury Institute for the Environment at the Western Sydney University for RNA-seq library construction and sequencing. Ribosomal RNA was removed before the construction of strand-specific RNA library using Illumina TruSeq RNA Sample Preparation kit version 2. Data were obtained for 5 control samples and 6 heat-stressed samples.

### RNA sequencing data analysis

The quality of the RNA-seq data was checked using the FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were quality trimmed, and adapter sequences were removed using Trimmomatic (Bolger et al. 2014) with the following setting: LEADING:10 TRAILING:10 SLIDINGWINDOW:4:15 MINLEN:50 (and the rest of the settings are default). This setting means the first and the last 10 bases are cut off if their quality score is below the threshold; the average score of a sliding window size of 4 bases is calculated and the read trimmed if the average score falls below 15; read is discarded if read length is below 50. The quality trimmed reads were mapped to the genome of *S. italica* (v2.1) (downloaded from http://plants.ensembl.org/) using TopHat2 with the default setting allowing 2 mismatches (Kim et al. 2013). The alignments were counted to exons using HT-Seq with mode set to union (Anders et al. 2015). The read count data were analyzed in DESEQ for differential expression analysis (Anders and Huber 2010). Differential expression analysis was performed and fold changes (heat stress over control) was calculated and log_2_ transformed. Multiple testing correction was performed by the Benjamini–Hochberg procedure and FDR set to 5%. Annotation file for *S. italica* genome was downloaded from Phytozome (https://phytozome.jgi.doe.gov/pz/portal.html#). The file contains the orthologous gene information for each *Setaria* gene, and orthologous gene from Arabidopsis, rice, and maize was assigned to each *Setaria* gene. GO terms were assigned to each gene using the rice GO annotation, and the genes were further annotated with MapMan mappings (http://mapman.gabipd.org/mapmanstore). The raw data and metadata are uploaded to GEO, accession number GSE216993. Processed data are presented in Supplementary Table S1.

### Proteomics analysis

Total leaf protein was extracted (5 control plants, 5 heat-stressed plants) using the tricarboxylic acid (TCA)/acetone method (Damerval et al. 1986). Homogenized leaf tissue (∼300 mg from each sample) from the heat stress experiment (same sample used for RNA extraction) was extracted with 1 mL of cold precipitation buffer (10% w/v trichloroacetic acid, 0.07% v/v 2-mercaptoethanol in acetone, prechilled at −20 °C overnight). The mixture was incubated at −20 °C for at least 2 h (or overnight). The homogenate was centrifuged at 19,000 × *g* for 15 min at 4 °C, and the supernatant was discarded using a pipette. The pellet was washed 3 times with ice-cold acetone (with 0.07% 2-mercaptoethanol) to remove chlorophyll, and the pellet was dried under nitrogen gas. The pellet containing protein was resuspended in solubilization buffer (8 m urea, 2% w/v CHAPS, 30 mm Tris-HCl pH 7.8, use approximately 60 *μ*L per milligram of protein) with the help of a sonicator water bath. The mixture was centrifuged at 14,000 × *g* to remove insoluble debris, and the supernatant containing protein was collected. The extracted protein solution was quantified using the 2-D Quant Kit (GE Healthcare) following the manufacturer's instruction.

Disulfide bonds were reduced by adding solubilization buffer to 2 mg of protein to a total volume of 995 *μ*L. Fresh DTT (1 m) was made by dissolving a small amount of powder in 50 mm ammonium bicarbonate (NH_4_CO_3_), and 5 *μ*L of 1 m DTT was added to each tube of protein solution. The solution was incubated at 37 °C for 1 h for complete reduction. During the incubation, iodoacetamide to 40 mm was added (Pieterse et al. 2001) and incubated in the dark for 2 h at room temperature. An additional 5 *μ*L of 1 m DTT was added to the tubes to stop the alkylation, and the tubes were incubated at room temperature for 15 min. For protein digestion, the proteinase enzyme Lys-C (Pierce Lys-C, MS grade) was added at a 1:100 enzyme:protein (w/w) ratio and incubated at 37 °C for 4 h. The samples were diluted 1:8 with 50 mm NH_4_CO_3_ to reduce the urea concentration to 1 m. CaCl_2_ was also added to each sample to a final concentration of 1 mm. The proteinase enzyme Trypsin (Pierce Trypsin, MS grade) was added to the tubes at an enzyme:protein ratio (w/w) of 1:30 and incubated in a 37 °C water bath overnight. The samples were cooled on ice, and the digestion was stopped by adding trifluoroacetic acid to 1% v/v. The tubes were centrifuged at 2,500 × *g* for 10 min at room temperature, and the supernatant was collected. The volume was reduced by drying the samples in a Labconco CentriVap SpeedVac System and stored at −20 °C for further processing.

Dried peptide samples were reconstituted in 1 mL of 5% formic acid. The reconstituted peptides were labeled following the on-column stable isotope dimethyl labeling protocol (Boersema et al. 2009).

The labeling reagent was prepared by combining 4.5 mL of sodium phosphate buffer pH 7.5 (prepared by mixing 1 mL of 50 mm NaH_2_PO_4_ with 3.5 mL of 50 mm Na_2_HPO_4_) with 250 *μ*L of 4% (v/v) formaldehyde in water (CH_2_O or CD_2_O) and 250 *μ*L of 0.6 m sodium cyanoborohydride in water (NaBH_2_CN or NaBD_3_CN). For the heat stress experiment, the light label was introduced to the peptide samples from the control plants, and the intermediate label was introduced to the peptide samples from the heat-stressed plants. Sep-Pak C18 cartridges (Waters) were engaged onto a vacuum extraction manifold (Waters). Each cartridge was washed with 2 mL of acetonitrile and conditioned with 2 mL of reverse-phase solvent A (0.6% [v/v] acetic acid). Peptide samples (500 *μ*g equiv.) were loaded onto each cartridge, and the cartridge was washed with 2 mL of reverse-phase solvent A. The labeling reagent was added to the cartridges, 1 mL at a time for a total of 5 mL for each sample and was allowed to flow through the cartridges slowly. The cartridges were again washed with 2 mL of reverse-phase solvent A, and the labeled peptide sample was eluted with 500 *μ*L of reverse-phase solvent B (0.6% [v/v] acetic acid and 80% [v/v] acetonitrile) and collected into a Lo-bind protein tube.

### MS

The peptide samples were dried in a SpeedVac and submitted to the Sydney Mass Spectrometry facility (The Charles Perkins Centre, The University of Sydney) for untargeted MS analysis. Reconstituted peptide (1 *μ*L) was injected into an in-house built fritless nano 75 *μ*m × 30 cm column packed with ReproSil Pur 120 C18 stationary phase (1.9 *μ*m, Dr. Maisch GmbH, Germany) fitted on a Thermo Scientific Ultimate 3000 HPLC and autosampler system for separation, before introduced into a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Peptide fractions were directed for MS through a nanoelectrospray interface, and charged species were captured and the Orbitrap mass analyzer was used to acquire full MS with *m*/*z* range of 350 to 1,550. The 20 highest peaks were fragmented by applying C-trap dissociation collision and tandem MS were generated. The MS acquisition time was 60 min in total for each sample.

### Proteomics data analysis

The generated “.raw” files containing acquired data were analyzed using the freely available proteomics software MaxQuant (version 1.5.2.8) (Cox and Mann 2008; Tyanova et al. 2016a). The *S. italica* protein sequence v2.1 (Bennetzen et al. 2012) (downloaded from http://plants.ensembl.org/) was used for library searching of the peptides. Peptide modifications selected include DiMethy Lys0/DiMethy N-term0 (for light-labeled peptides) and DiMethy Lys4/DiMethy N-term4 (for intermediate-labeled peptides), and the level of multiplicity is 2, to achieve quantitation. The mass error tolerance for the main peptide search was 10 ppm. Other search parameters are kept default as recommended in Tyanova et al. (2016a). About 1,800 protein groups with quantitative information (the ratio between intermediate- and light-labeled peptides) were obtained and further analyzed in the Perseus software (Tyanova et al. 2016b). Mainly, the protein ratio of log_2_ transformed, statistical testing was performed using single sample *t* test to test if the log_2_-transformed signal intensity ratios were significantly different from 0 in Microsoft Excel. Additionally, when a protein group was only detected in less than 3 out of the 5 samples submitted, the ratio was determined as insignificant and not used. Processed data are presented in Supplementary Table S1 and the complete data set submitted to MassIVE database (MassIVE Dataset ID: MSV000096617; ProteomeXchange Dataset ID: PXD058688; doi:10.25345/C5W08WV0K).

### Metabolite analysis

About 100 mg of frozen leaf powder samples (the same material used for RNA and protein analysis) for extraction was weighed into a prefrozen 2-mL Eppendorf tube containing a steel ball bearing without thawing. An accurate weight was recorded for each sample for use later in data normalization. The tissues were further homogenized in a TissueLyser II bead mill (Qiagen; Cat. No. 85300) for 1 min at 20 Hz without thawing out. Then, each tube containing frozen tissue powder was added 5 volumes (5 *μ*L per mg fresh weight of tissue) of cold (−20 °C) Metabolite Extraction Medium (85% [v/v] HPLC grade MeOH [Sigma], 15% [v/v] untreated MilliQ H_2_O, 8.7 *µ*g mL^−1^ ribitol as internal standard), and tubes were vortexed briefly, rapidly transferred to an Eppendorf Thermomixer Comfort (Eppendorf; Cat. No. 5355 000.011) and heated to 65 °C and shaken at 1,400 rpm for 15 min. Tubes were then centrifuged at 20,000 × *g* for 10 min to pellet insoluble material, and 80% of the supernatant was transferred into a new clear 2-mL round-bottom polypropylene Eppendorf tube and stored as a stock extract at −80 °C until further analysis.

From each metabolite extract, 15 *μ*L was aliquoted into a glass vial insert and dried in a centrifugal vacuum concentrator (Labconco CentriVap, Catalog Number 7811030). Dried metabolite extracts were chemically derivatized by methoximation and trimethylsilylation on a Gerstel MPS2XL Multipurpose Sampler (Gerstel) operating in the PrepAhead mode for automated online derivatization and injection. The derivatization procedure consisted of the following steps: (i) addition of 10 *μ*L of 20 mg mL^−1^ methoxyamine hydrochloride (Supelco, Catalog Number 33045-U) in anhydrous derivatization-grade pyridine (Sigma-Aldrich, Catalog Number 270970) and incubation at 37 °C for 90 min with agitation at 750 rpm; (ii) addition of 15 *μ*L of derivatization-grade *N*-methyl-*N*-(trimethylsilyl)trifluoroacetamide (MSTFA; Sigma-Aldrich; Catalog Number 394866) and incubation at 37 °C for 30 min with agitation at 750 rpm; and (iii) addition of 5 *μ*L of alkane mix (0.006% [v/v] *n*-dodecane, 0.006% [v/v] *n*-pentadecane, 0.006% [w/v] *n*-nonadecane, 0.006% [w/v] *n*-docosane, 0.006% [w/v] *n*-octacosane, 0.006% [w/v] *n*-dotriacontane, and 0.006% [w/v] *n*-hexatriacontane] dissolved in anhydrous pyridine and incubation for 1 min at 37 °C with agitation at 750 rpm. Samples were injected into the GC/MS instrument immediately after derivatization.

Derivatized metabolite samples were analyzed on an Agilent 5975C GC/MSD system comprised of an Agilent GC 7890N gas chromatograph (Agilent Technologies, Palo Alto, CA, USA) and 5975C Inert MSD quadrupole MS detector (Agilent Technologies, Palo Alto, CA, USA). The GC was fitted with a 0.25 mm ID, 0.25 *μ*m film thickness, and 30 m Varian FactorFour VF-5 ms capillary column with a 10 m integrated guard column (Varian, Inc., Palo Alto, CA, USA; Product No. CP9013). Samples were injected into the split/splitless injector operating in splitless mode with an injection volume of 1 *μ*L, an initial septum purge flow of 3 mL min^−1^ increasing to 20 mL min^−1^ after 1 min, and a constant inlet temperature of 230 °C. Helium carrier gas flow rate was held constant at 1 mL min^−1^. The GC column oven was held at the initial temperature of 70 °C for 1 min before being increased to 325 °C at 15 °C min^−1^ before being held at 325 °C for 3 min. Total run time was 21 min. Transfer line temperature was 250 °C. MS source temperature was 250 °C. Quadrupole temperature was 150 °C. Electron impact ionization energy was 70 eV, and the MS detector was operated in full scan mode in the range of 40 to 600 *m*/*z* with a scan rate of 3.6 Hz. The MSD was pretuned against perfluorotributylamine (PFTBA) mass calibrant using the “atune.u” autotune method provided with Agilent GC/MSD Productivity ChemStation Software (Revision E.02.01.1177; Agilent Technologies, Palo Alto, CA, USA; Product No. G1701EA).

### GC/MS data processing

All GC/MS data were processed using the online MetabolomeExpress data processing pipeline4 (Carroll et al. 2010). Raw GC/MS files were exported to NetCDF format using Agilent MSD ChemStation software (Revision E.02.01.1177; Agilent Technologies, Palo Alto, CA, USA; Product No. G1701EA). Peak detection settings were as follows: Slope threshold = 200; Min Peak Area = 1000; Min. Peak Height = 500; Min. Peak Purity Factor = 2; Min. Peak Width (Scans) = 5; Extract Peaks = on. Peaks were identified by MSRI library matching that used retention index and mass spectral similarity as identification criteria. MSRI library matching parameters were as follows: RI Window = ± 2 RI Units; MST Centroid Distance = ± 1 RI Unit; Min. Peak Area (for peak import): 5000; MS Qualifier Ion Ratio Error Tolerance = 30%; Min. Number of Correct Ratio Qualifier Ions = 2; Max. Average MS Ratio Error = 70%; Remove qualifier ion not time-correlated with quantifier ion = OFF; Primary MSRI Library = “Carroll_2014_Arabidopsis_Photorespiration_Mutants.MSRI”; Add Unidentified Peaks to Custom MSRI Library = OFF; Use RI calibration file specified in metadata file = ON; Carry out per-sample fine RI calibration using internal RI standards = OFF.

The Carroll_2014_Arabidopsis_Photorespiration_Mutants.MSRI primary library contains entries derived manually from analyses of authentic metabolite standards run under the same GC/MS conditions as the biological samples as well as entries for unidentified peaks that were automatically generated by MetabolomeExpress while processing the data from the reference photorespiration mutants. Library matching results were then used to construct a metabolite × sample data matrix with peak areas being normalized to internal standard (i.e. ribitol). As a quality control filter, samples were checked for the presence of a strong ribitol peak with a peak area of at least 1 × 10^5^ and a deviation from the median internal standard peak area (for that GC/MS batch sequence) of less than 70% of the median value. Statistical normalization to tissue mass was not required because chemical normalization to tissue mass had already been carried out by adjusting extraction solvent volume proportionally to tissue mass. The heat versus control signal intensity ratio of each metabolite was calculated by dividing the mean (normalized) signal intensity of each metabolite in the heat-stressed plants by its mean (normalized) signal intensity in the control plants. Statistical significances were calculated by 2-tailed Welch's *t* tests (*n* = 5) in the MetabolomeExpress Comparative Statistics tool. The full data set has been uploaded to the MetaboLights metabolomics data repository (Haug et al. 2020) under the accession number MTBLS8842. Processed data are presented in Supplementary Data Set 1.

### Hormone analysis using UPLC-Orbitrap

Samples from 5 biological replicates for the control and 5 biological replicates for the heat-stressed plants were analyzed. The frozen tissue samples (∼100 mg weighed into a tube with fresh weight recorded) were homogenized in a TissueLyser II bead mill (Qiagen; Cat. No. 85300) for 1 min at 20 Hz without thawing out. For auxin extraction (Ng et al. 2015), 20 *μ*L of the internal standard (1 *μ*g/mL of 3-[2H5]indolylacetic acid) followed by 1 mL extraction solvent (20% methanol:79% propanol:1% glacial acetic acid) was added to each tube, and the tubes were incubated in a sonicator bath for 15 min at 4 °C. Samples were then centrifuged at 16,100 × *g* for 15 min. The supernatant was transferred to a fresh tube and dried in a centrifugal vacuum concentrator (Labconco Centrivap). Extraction was repeated and the supernatant combined with the first batch and dried again. Dried samples were resuspended in methanol/water (60:40, v/v) and filtered with a Nanosep MF GHP (hydrophilic polypropylene) 0.45-*μ*m filter (Pall Life Sciences) prior to injection. For extraction of ABA, JA, and SA (Miyazaki et al. 2014; Xu et al. 2016), 20 *μ*L of the internal standards ([^2^H_6_]ABA or 1 *μ*g mL^–1^ dihydrojasmonic acid and 2-hydroxybenzoic acid) followed by 950 *μ*L of extraction solvent (70:30, acetone: 50 mm citric acid) was added to each tube of frozen leaf powder. Tubes were placed on a shaker at 4 °C in the dark for 5 h, and then the tubes were left uncapped in a fume hood to allow the acetone layer to evaporate overnight. The ABA, JA, and SA in the remaining aqueous phase were extracted by partitioning 3 times with 500 *μ*L of diethyl ether. The ether phase was collected in a 2-mL glass vial (Kinesis Australia Pty, Redland Bay, Qld) and evaporated using a centrifugal vacuum concentrator (Labconco Centrivap) until dry. Dried samples were resuspended in 60% methanol (50 *μ*L) and filtered with a Nanosep MF GHP (hydrophilic polypropylene) 0.45-*μ*m filter (Pall Life Sciences) prior to injection. Samples and standards (5 *μ*L) were injected onto an Agilent Zorbax Eclipse 1.8 *μ*m XDB-C18 2.1 × 50 mm column. For ABA, SA, and JA, the column temperature was held constant at 45 ± 0.5 °C. Solvent A consisted of 0.1% aqueous formic acid, and solvent B consisted of methanol with 0.1% formic acid. JA, SA, and ABA were eluted with a linear gradient from 10% to 50% solvent B over 8 min and 50% to 70% solvent B from 8 to 12 min (then held at 70% from 12 to 20 min) at a flow rate of 200 *μ*L min^−1^. For auxins, the column temperature was 35 ± 0.5 °C and the linear gradient was the same as above using solvent A consisting of 0.1% aqueous formic acid and solvent B of 90% methanol/water with 0.1% formic acid. Solvents were LC-MS grade from Fisher Chemical. The eluted phytohormones from the column were introduced into the mass spectrometer via a heated electrospray ionization (HESI-II) probe and analyzed using the Q Exactive Plus Orbitrap (Thermo Scientific, Waltham, MA, USA). The HESI was operated in the negative ion polarity for JA, SA, and ABA with parameters as follows: the electrospray voltage was 2.5 kV, and the ion transfer tube temperature was 250 °C. The vaporized temperature and the S-lens RF level were 300 °C and 50 V, respectively. Ultrahigh purity nitrogen was used as the sheath gas, auxiliary gas, and sweep gas at flows of 45, 10, and 2 L min^−1^, respectively. For auxins, the HESI was operated in the positive ion polarity and the electrospray voltage was set to 3.5 kV. Positive or negative ion polarity tandem MS was carried out using targeted parallel reaction monitoring with a mass resolution of 17,500 at 1.0 microscan. The Automatic Gain Control target value was set at 1.0E^+05^ counts, maximum accumulation time was 50 ms, and the isolation window was set at *m*/*z* 4.0. Data were acquired and analyzed using the Thermo Scientific Xcalibur 4.0 software.

### GO enrichment analysis

The list of gene IDs for significantly up- and downregulated genes (padj < 0.05) in the heat-stressed plants were submitted to the agriGO website (Du et al. 2010) (http://systemsbiology.cau.edu.cn/agriGOv2/) for functional characterization using its singular enrichment analysis function. The *Setaria italica* v2.1 database was used to assign GO terms to genes. Only the list of expressed genes (mean RPKM > 20 in both of the conditions) was used as the reference background when considering enrichment. A GO category was considered significantly overrepresented when the hypergeometric test *P* < 0.05, and a Benjamini–Yekutieli FDR < 0.1, and at least 5 entries mapped. To reduce the complexity of the GO data set, the list of significant GO terms in the biological process category was input into REViGO (Supek et al. 2011) to remove functional and semantic redundancies. Hierarchical clustering was further performed with the refined list of GO in REViGO using the default setting.

### Global analysis of hormone-regulated genes

The transcriptional responses of hormone-regulated genes in the heat-stressed *Setaria* plants were compared to the hormone-associated responses in Arabidopsis. The Arabidopsis hormone treatment data sets were kindly curated and provided by Dr. Michael Groszmann, which he obtained from the AtGenExpress database (atpbsmd.yokohama-cu.ac.jp/AtGenExpressJPN/AtGenExpress.html). These data consist of microarray-based gene expression responses to exogenous treatment by various hormones in Arabidopsis seedlings. The method of analysis was adopted from Groszmann et al. (2015) with variations to address species differences. To perform the comparison between *Setaria* and Arabidopsis, the list of expressed (RPKM >20) *Setaria* gene IDs was converted to Arabidopsis gene IDs by identifying the closest related ortholog. This was done using the *S. italica* genome annotation file version 2.1 from Phytozome (https://phytozome.jgi.doe.gov/pz/portal.html). The list of orthologous Arabidopsis gene IDs was mapped to the list of expressed genes from the Arabidopsis hormone treatment microarray data set to identify a common list of genes expressed in both experiments (Arabidopsis hormone and *Setaria* heat), forming the “working set.” For analysis of each hormone response, the list of upregulated (stimulated) and downregulated (repressed) genes in response to a particular hormone treatment was analyzed separately. Count data were obtained for hormone-stimulated genes that were also upregulated in the heat experiment and for hormone-stimulated genes that were downregulated experiment, under the condition that the genes exist in the “working set,” so that only genes expressed in both experimental conditions were compared. Similarly, count data were obtained for hormone-repressed genes by comparing to upregulated and downregulated gene lists from the heat experiment. To avoid the situation where multiple *Setaria* genes can be mapped to the same Arabidopsis ID, thereby inflating the count due to gene duplication, redundancy in Arabidopsis ID in the up- and downregulated gene list from the heat experiment was removed, so that each Arabidopsis gene was only compared once in each scenario. The count data formed the basis of contingency tables for carrying out Fisher's exact test to identify overrepresentation of hormone-regulated genes in the *Setaria* heat stress treatment (*P* < 0.01 was considered significant).

### Accession numbers

Sequence data from this article can be found in the GEO (Gene Expression Omnibus) database under accession number GSE216993.

## Supplementary Material

koaf005_Supplementary_Data

## Data Availability

The data underpinning this article will be shared on reasonable request to the corresponding author. Processed data is available in supplementary materials. Transcriptome data is publicly available on GEO under the accession: GSE216993. Metabolite data is publicly available in the MetaboLights repository under the accession: MTBLS8842. The complete proteome dataset is publicly available in MassIVE under the id: MSV000096617.

# Supplementary material for: Systems analysis of long-term heat stress responses in the C4 grass Setaria viridis
**Source:** Plant Cell. 2025 Jan 8;37(4):koaf005. doi: 10.1093/plcell/koaf005
**Supplement:** koaf005_Supplementary_Data

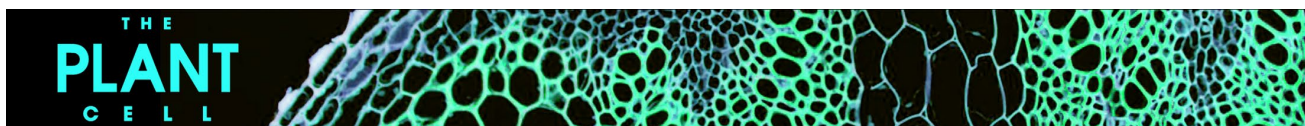

Author Revisions Checklist      Corresponding Author \_\_\_\_\_ Ms # \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## PEER REVIEW REPORT

With author approval, a peer review report (including decision letters, anonymous reviewer comments, and author responses for all versions) will be prepared for publication as a supplemental file. Some information, such as unpublished data that may be included in a response to the review comments file, may be omitted from the report upon request. The final report will be sent to the authors to check prior to publication. Please indicate if you approve/disapprove of the preparation and publication of this report.

☐ I **approve** the peer review report.

☐ I **do not approve** the peer review report.

---

## DISTRIBUTION OF MATERIALS

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (<https://academic.oup.com/plcell/pages/General-Instructions>) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## DATA AVAILABILITY

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission and must be made publicly available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition

☐ All relevant accession numbers are provided

---

## IMAGE INTEGRITY

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ I confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## NOMENCLATURE

Nomenclature must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links for various species. All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

n/a | confirmed

☐ | ☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

☐ | ☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

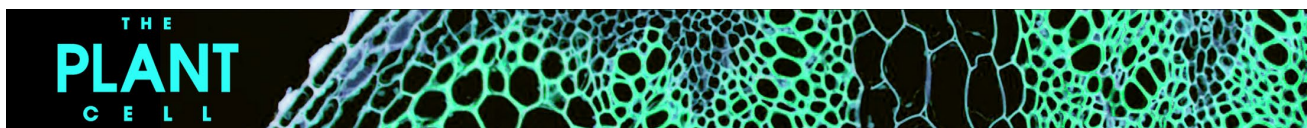

## METHODS REPORTING

n/a | confirmed

- ☐ | ☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.
- ☐ | ☐ PCR primers (RT-qPCR, cloning, etc.): PCR primers are provided in the Methods or a supplemental table.
- ☐ | ☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).
- ☐ | ☐ Antibodies: the source for all commercial antibodies, including catalog/lot #, if applicable, or a complete description of non-commercial antibodies is provided in the Methods.

## REPLICATION AND STATISTICAL ANALYSES

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g., p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e., showing variables, parameters, degrees of freedom, and test statistics).

## QUANTITATIVE PCR

Methods used for qPCR must be described in full, including information on enzymes, kits, normalization, data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## MACROMOLECULAR STRUCTURES

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g., x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

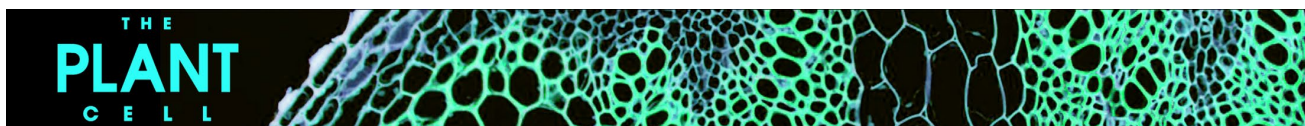

## SOFTWARE/CUSTOM SCRIPTS

Studies using customized software or custom scripts must describe how readers can access the code, including any restrictions. The manuscript includes custom codes or scripts:

☐ No | ☐ Yes:

☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 6-9) for specific methods/data types listed.

n/a | confirmed

☐ | ☐ For newly generated genetic material (e.g., mutant, transgenic lines), confirm completion of genetic materials module on page 6.

☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 7.

☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 8.

☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 9.

---

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows the distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g., center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e., as if all figures were made by the same person).

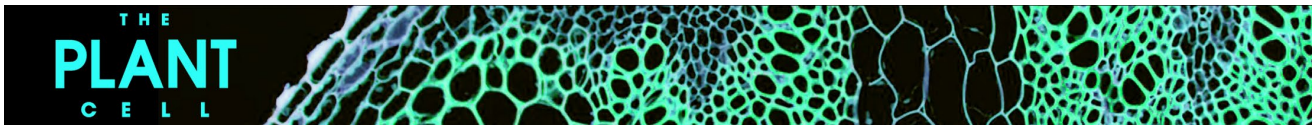

#### -Figure guidelines:

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e., use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching.
- Make consistent use of the same, sans-serif font (e.g., Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e., for colors, patterns, bar-width, axis settings, etc.
- Many readers (1 in 12, on average) have some form of color-deficient vision. Therefore, please avoid the combination of red and green; use magenta and green instead. Use a color palette that is "color blind safe" if possible, e.g., <https://www.simplifiedsciencepublishing.com/resources/best-color-palettes...>
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g., 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", not "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screenshots should be adjusted to high resolution and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g., the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

-Multiple supplemental figures and tables should be combined and submitted as a single PDF file named "Supplemental Data", no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.

-Any Supplemental Table longer than 2 pages should be labeled as a "Supplemental Data Set" and provided in Excel format.

-Arial font (or similar sans serif font, e.g., Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.

-Supplemental Data Sets should include complete legends (on a separate sheet if necessary).

-Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.

-Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.

-File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

#### **Resources**

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

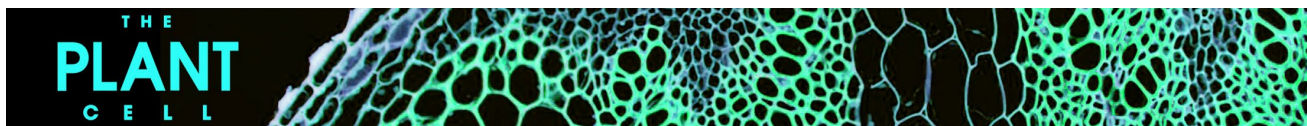

---

## THE PLANT CELL IN A NUTSHELL

---

Authors may choose to include a “nutshell” plain language summary of the work in the manuscript, the text of which will be published in a box below the abstract. In addition, the nutshell will be published in blog form with a title and image at <https://plantae.org/research/the-plant-cell/#in-a-nutshell>.

The nutshell summary may also be translated into Chinese and posted to *The Plant Cell* WeChat channel (QR code for the channel is shown here). If you include a nutshell but prefer NOT to have your Nutshell translated or posted to WeChat for any reason, please let us know.

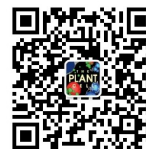

**For the manuscript file:** Include a section (text only) in your manuscript file entitled “IN A NUTSHELL” in the format shown below, underneath the Abstract. Answers to all 4 questions together may not exceed 300 words. Avoid technical jargon or field-specific language that would prevent someone from outside your field from understanding your work. The target should be college level, aimed at the science enthusiast rather than the scientist. A science editor will also edit your nutshell summary during the final scientific editing of the manuscript.

---

### IN A NUTSHELL

**Background:** How would you introduce the background to your research to someone who is completely unfamiliar with your field? (Please provide simple definitions for all technical terms) (~100 words).

**Question:** What exact question did you set out to answer? (Was this something that was previously unknown? Alternatively, did you want to test/build-upon previous findings?) (~50 words).

**Findings:** What is/are the most important finding(s) of your paper? (Please mention which organism or cells you used - for example, wild-type and mutant Arabidopsis, rice, seedlings, field-grown plants, cultured cells, etc) (~100 words).

**Next steps:** What is the most important next step or future challenge that follows from your work? (~50 words).

---

**For the blog post:** Create a separate Word document of the Nutshell summary with the file name “Nutshell Blog” including the additional information below and upload it with your manuscript as a “related manuscript file.”

**Title:** Suggest a short plain-language title for the summary. The editor will also help with title suggestions.

**Author(s) and Institutions:** Please list the name of the author or subset of authors who helped to write the nutshell summary, along with their institutions.

**Twitter name:** provide any twitter names you would like us to tag when posting your blog (personal or for your lab or institution)

**Keywords:** You may suggest up to 4 keywords associated with your article.

**Image:** Please select a feature image to accompany your blog. This should be a reasonably simple, descriptive, eye-catching image which may be a figure or panel of a figure from your paper, or e.g., a photo of the species used in your work, a cartoon model, or artwork that represents some aspect of the work. The image should be 700 pixels wide by 350 pixels tall. A second smaller image with or without a brief legend may be embedded in the blog post. See examples at <https://plantae.org/research/the-plant-cell/#nutshell>

---

### Tips:

- imagine you are explaining your work to a first-year undergraduate student.
  - use common words or phrases instead of technical words whenever possible.
  - if you must use a specialist/technical term, define it first in more everyday language.
  - only use acronyms that are well known (such as DNA) or essential (such as gene or protein names),
  - use active, short sentences that are concise and to the point. Sentences should be shorter than 35 words.
-

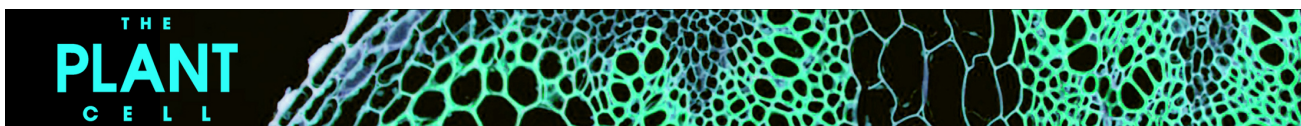

---

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

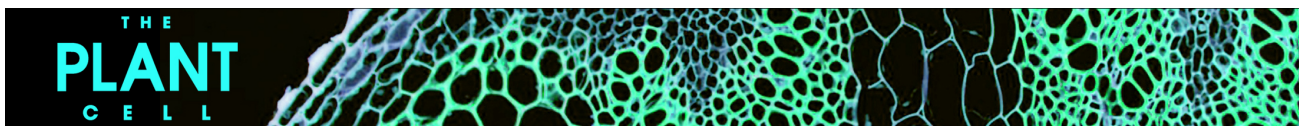

---

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

---

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

---

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

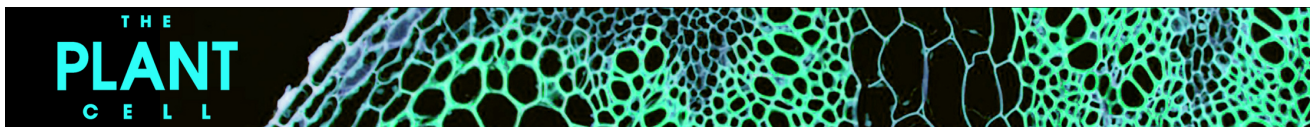

---

## PROTEIN LOCALIZATION MODULE

---

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

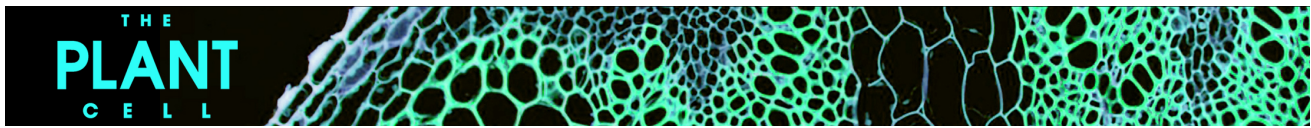

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Systems analysis of long-term heat stress responses in the C4 grass Setaria viridis
**Source:** Plant Cell. 2025 Jan 8;37(4):koaf005. doi: 10.1093/plcell/koaf005
**Supplement:** koaf005_Supplementary_Data

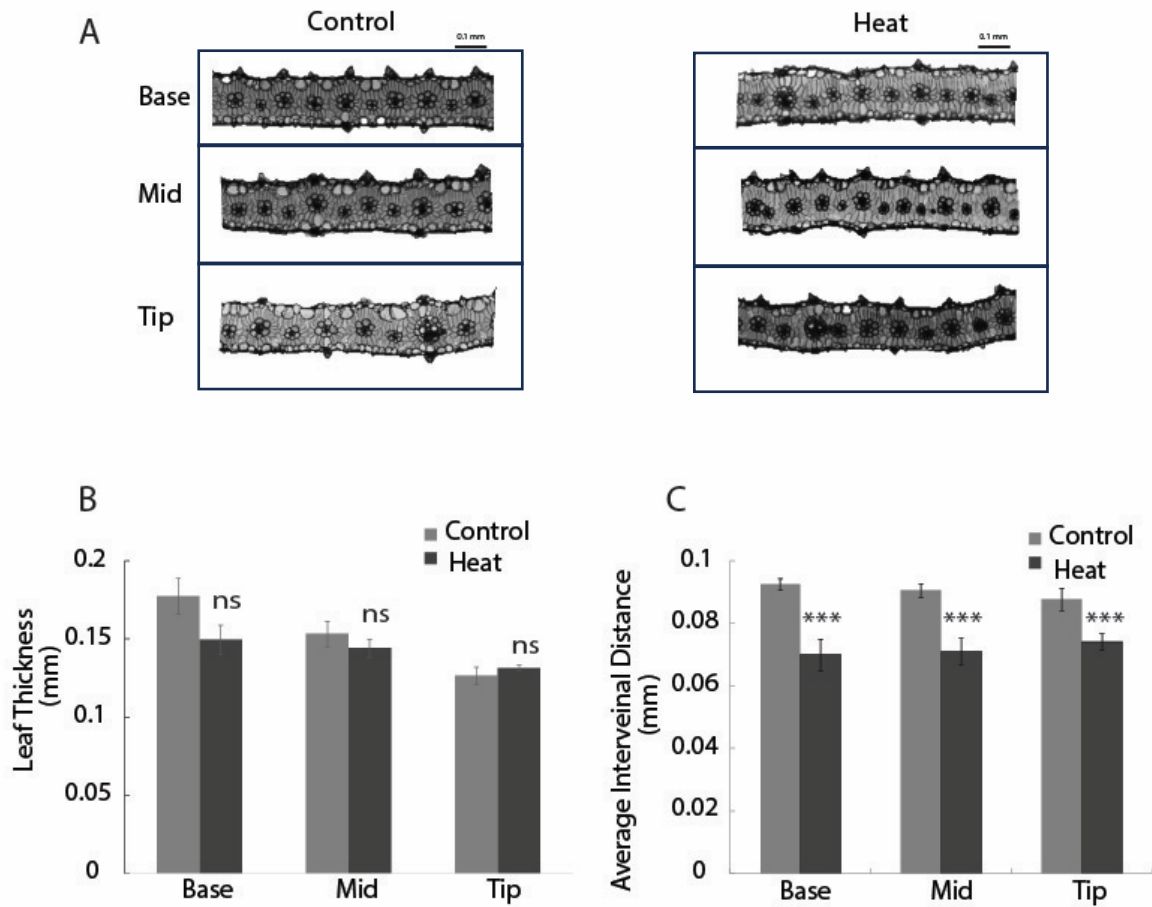

**Supplementary Figure S1:** The anatomical characteristics of fully expanded leaves of the plants grown under control and heat conditions by light microscopy. A) Representative pictures of the base, mid, and tip sections of fully expanded leaves. Images extracted to greyscale for a white background. Scale bar applies to all images. B) The measured interveinal distance at the base, mid and tip of the leaves. Number of plants used for each treatment was 3, and 3 hand-cut sections of the base, mid and tip were made from each leaf, 5 measurements of interveinal distance were made in each image to obtain the average. Error bars shown represent SEMs, and p-values were calculated using Student's t-tests, where "ns" indicates not statistically significant and "\*\*\*\*" indicates statistical significant with  $p < 0.05$ .

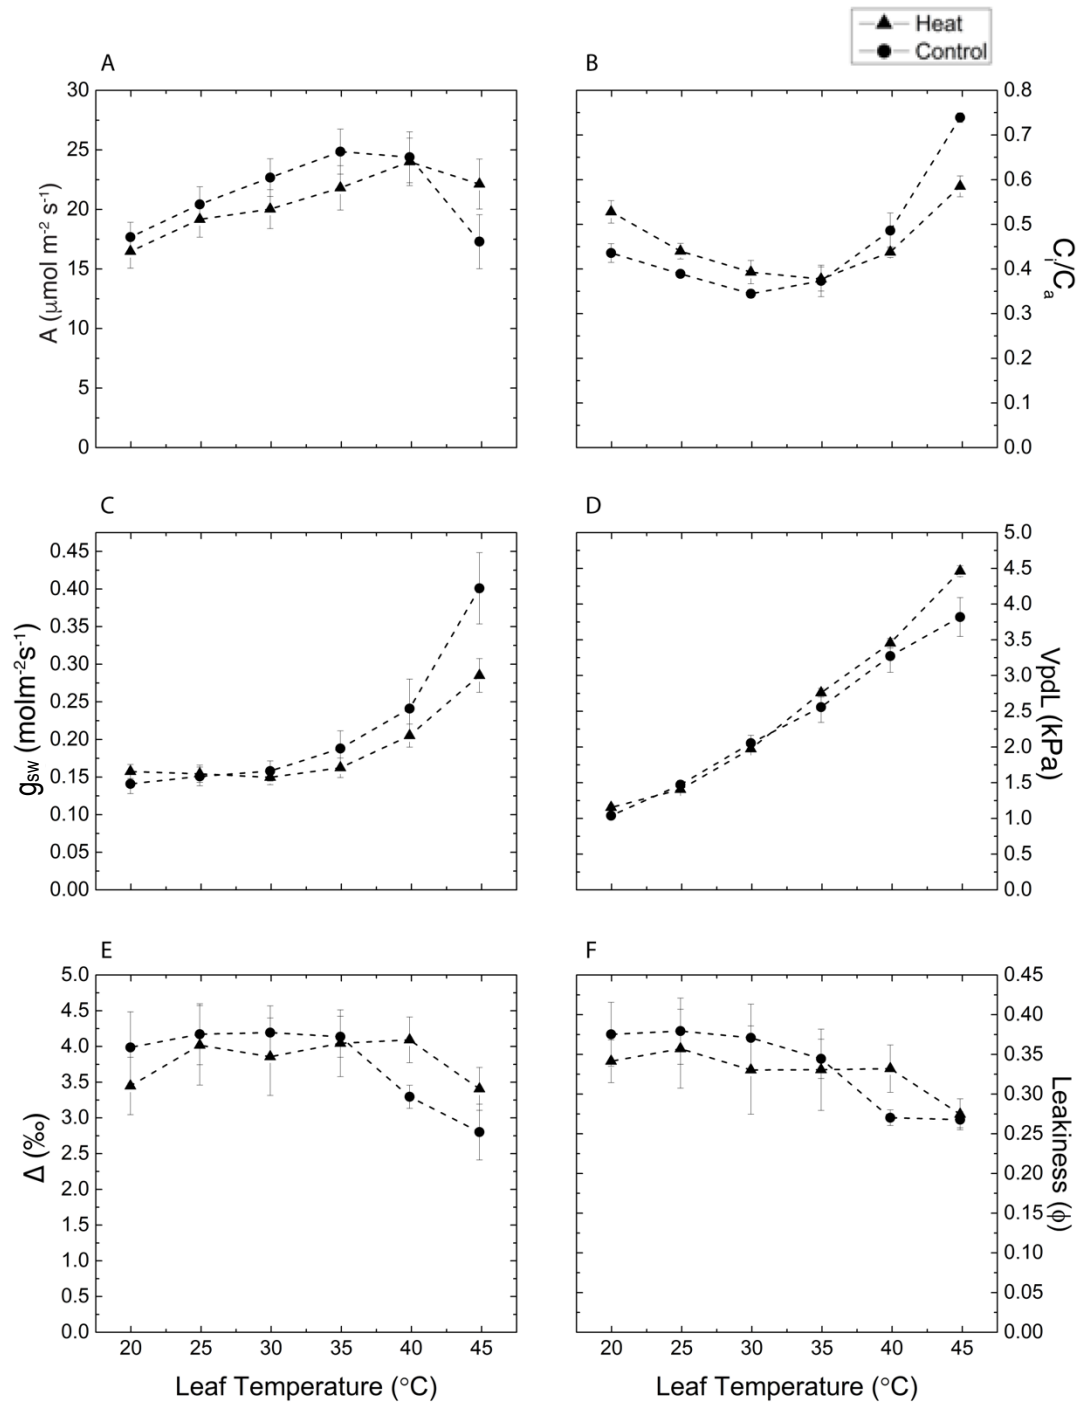

**Supplementary Figure S2:** Thermal response of photosynthesis parameters. Temperature response of CO<sub>2</sub> assimilation rate (A),  $C_i/C_a$  (B), stomatal conductance (C), leaf vapor pressure deficit (D), carbon isotope discrimination  $\Delta$  (E), and Bundle Sheath Leakiness  $\phi$  (F) measured at ambient CO<sub>2</sub> concentration (380  $\mu\text{mol.mol}^{-1}$ ), 2000  $\mu\text{mol.m}^{-2}\text{s}^{-1}$  light intensity and various temperatures. Error bars represent SEMs. The on-line carbon isotope discrimination of the fully expanded leaves of the control and heat-stressed plants were measured using LI-6400XT systems coupled to a tunable diode laser (TDL; model TGA100, Campbell Scientific, Inc., Logan, UT, USA) as described in Pengelly et al. (2010). Measured leaves were allowed to reach a steady state photosynthesis inside the Licor chamber at an ambient CO<sub>2</sub> concentration of 380  $\mu\text{mol.mol}^{-1}$ , an irradiance of 2000  $\mu\text{mol m}^{-2}.\text{s}^{-1}$ , a flow rate of 500  $\mu\text{mol.s}^{-1}$  and 25 °C. The leaf temperature was then adjusted stepwise from 20 °C, to 25 °C, 30 °C, 35 °C, 40 °C and 45 °C. For the TDL, N<sub>2</sub> and O<sub>2</sub> were used as input air, and were mixed using

mass flow controllers (OMEGA Engineering). Part of the input air and air from a compressed air tank were used to correct for gain drift throughout the day. A calibration gas was made by mixing 10% CO<sub>2</sub> (d<sup>13</sup>C = -24.5‰) and part of the input air in a calibration gas mixing system to generate ~1000 μmol.mol<sup>-1</sup> CO<sub>2</sub>. From this, six different CO<sub>2</sub> concentrations with the same isotopic composition was generated by mixing with the input air. The CO<sub>2</sub> cylinders used in the Licor had a carbon isotope composition of 13.1 ‰ with respect to PDB. The TDL measurements followed a sequence of 20s measurements of zero and six calibration CO<sub>2</sub> concentrations, the compressed air, the reference and sample gases of the two Licor machines that were connected. The reference air from the Licor were collected from the tube used to match the infrared gas analysers (IRGAs) in the Licor. The gases from the Licor were dried by passing through a dryer assembly in the gas line before entering the TDL for d<sup>13</sup>C measurements.

Estimation of the Bundle Sheath CO<sub>2</sub> leakiness:

Carbon isotope discrimination (Δ) was calculated as (Evans et al., 1986):

$$\Delta = \frac{\xi(\delta_o - \delta_e)}{1 + \delta_o - \xi(\delta_o - \delta_e)} \quad (1)$$

where, δ<sub>e</sub> and δ<sub>o</sub> are the carbon isotope compositions of dry air entering and leaving the leaf chamber, respectively, measured by the TDL.  $\xi = C_e/(C_e - C_o)$ , and C<sub>e</sub> and C<sub>o</sub> are the CO<sub>2</sub> partial pressures of dry air entering and leaving the chamber, respectively, measured by the TDL.

CO<sub>2</sub> leakiness (φ) was estimated using the model of C<sub>4</sub> carbon isotope discrimination developed by Farquhar (1983):

$$\Delta = \alpha_b \frac{(C_a - C_s)}{C_a} + \frac{C_s - C_i}{C_a} + (e_s + \alpha_1) \frac{C_i - C_m}{C_a} + (b'_4 + (b'_3 - s)\phi) \frac{C_m}{C_a} \quad (2)$$

Where, C<sub>a</sub>, C<sub>s</sub>, C<sub>i</sub> and C<sub>m</sub> are the CO<sub>2</sub> partial pressures in the air, at the leaf surface, in the intercellular airspace, and in the mesophyll cytoplasm, respectively. α<sub>b</sub> is the fractionation factor during diffusion through the boundary layer (2.9 ‰), α is the fractionation associated with diffusion of CO<sub>2</sub> in air (4.4 ‰), α<sub>1</sub> is the fractionation during dissolution of CO<sub>2</sub> (1.1 ‰), α<sub>1</sub> is the fractionation during aqueous diffusion (0.7 ‰), and s is the fractionation during CO<sub>2</sub> leakage from the bundle sheath cells (1.8 ‰).

The combined fractionation of Rubisco, respiration, and photorespiration, b'<sub>3</sub> is given by:

$$b'_3 = b_3 - \frac{e(M_m + M_s)}{V_c} - \frac{fV_o}{V_c} \quad (3)$$

where V<sub>c</sub> and V<sub>o</sub> are the rates of Rubisco carboxylation and oxygenation, respectively. M<sub>m</sub> and M<sub>s</sub> are the rates of respiration occurring in the mesophyll and bundle sheath cells, respectively. b<sub>3</sub> is the fractionation factor by Rubisco (30 ‰) and f is the fractionation associated with photorespiration (11.6 ‰). e is the fractionation associated with respiration (-5.1 ‰), and was calculated from the difference between the d<sup>13</sup>C in the CO<sub>2</sub> cylinder (-13.1 ‰) used during experiments and that in the atmosphere under growth conditions (-8 ‰) (Tazoe et al., 2009). The combined fractionation by PEP carboxylation, respiration, and fractionation during dissolution of CO<sub>2</sub> and conversion to HCO<sub>3</sub><sup>-</sup> is given by:

$$b'_4 = b_4 + (h - e_b - b_p) \frac{V_p}{V_h} - \frac{eM_m}{V_p} \quad (4)$$

where, V<sub>p</sub> and V<sub>h</sub> are the rates of PEP carboxylation and CO<sub>2</sub> hydration. b<sub>4</sub> = b<sub>p</sub> + e<sub>b</sub> + e<sub>s</sub> (-5.7 ‰ at 25°C) is the combined fractionation of PEP carboxylation (b<sub>p</sub> = 2.2 ‰) and the preceding isotopic equilibrium fractionation (e<sub>b</sub> = -9‰ at 25 °C) and dissolution of CO<sub>2</sub> (e<sub>s</sub>), and h is the fractionation of the catalyzed CO<sub>2</sub> hydration (1.1 ‰) (Henderson et al., 1992; Cousins et al., 2006).

To calculate φ, it was assumed that both the boundary layer conductance and the internal conductance to CO<sub>2</sub> diffusion were large (C<sub>a</sub> = C<sub>s</sub> and C<sub>i</sub> = C<sub>m</sub>) and that there was sufficient

carbonic anhydrase activity such that  $V_p/V_h = 0$ . And since measurements were made at 2%  $O_2$ , it was also assumed that  $V_o = 0$ . To account for the contribution of respiration in Equations (3) and (4), it was assumed that  $M_m + M_s = R_d$ , the rate of measured dark respiration, and that  $M_m = 0.5 R_d$ . Using the  $C_4$  photosynthesis model (von Caemmerer, 2000),  $V_c$  and  $V_p$  were approximated by  $V_c = A + R_d$  and  $V_p = (A + 0.5 R_d)/(1 - \phi)$ , respectively, where  $A$  is the  $CO_2$  assimilation rate. With these simplifications:

$$b'_3 = b_3 - e \frac{R_d}{A - R_d} \quad (5)$$

and

$$b'_4 = b_4 - e \frac{0.5 R_d (1 - \phi)}{A + 0.5 R_d} \quad (6)$$

Using Equations (3) to (6), Equation (2) can be modified to form:

$$\Delta = \alpha + \frac{(e_s + \alpha_1 - \alpha)A}{g_m C_a} + \left[ b_4 - e \frac{0.5 R_d}{A + R_d} + \left( b_3 - s - e \left( \frac{R_d}{A + R_d} - \frac{0.5 R_d}{A + 0.5 R_d} \right) \right) \phi - \alpha \right] * \frac{C_i - \frac{A}{g_m}}{C_a} \quad (7)$$

where  $g_m$  is the mesophyll conductance to  $CO_2$  diffusion and  $A/g_m = C_i - C_m$ .

Rearranging Equation (7) gives an explicit expression of  $\phi$ :

$$\phi = \frac{\left[ \left( \Delta - \alpha - \frac{(e_s + \alpha_1 - \alpha)A}{g_m C_a} \right) - \left( b_4 - e \frac{0.5 R_d}{A + 0.5 R_d} - \alpha \right) \left( \frac{C_i - \frac{A}{g_m}}{C_a} \right) \right]}{\left[ b_4 - e \frac{0.5 R_d}{A + R_d} + \left( b_3 - s - e \left( \frac{R_d}{A + R_d} - \frac{0.5 R_d}{A + 0.5 R_d} \right) \right) \left( \frac{C_i - \frac{A}{g_m}}{C_a} \right) \right]} \quad (8)$$

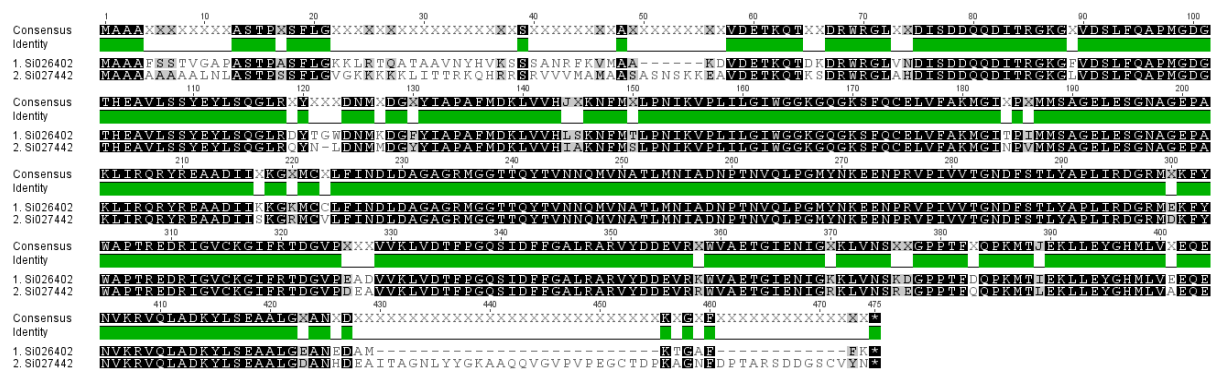

**Supplementary Figure S3:** Amino acid sequence alignment of the two Rubisco Activase genes differentially expressed under the two growth conditions. The major isoform Si026402m was more highly expressed under control condition (28 °C day / 22 °C night). The minor isoform Si027442 was very strongly upregulated under heat stress condition (42 °C day / 32 °C night).

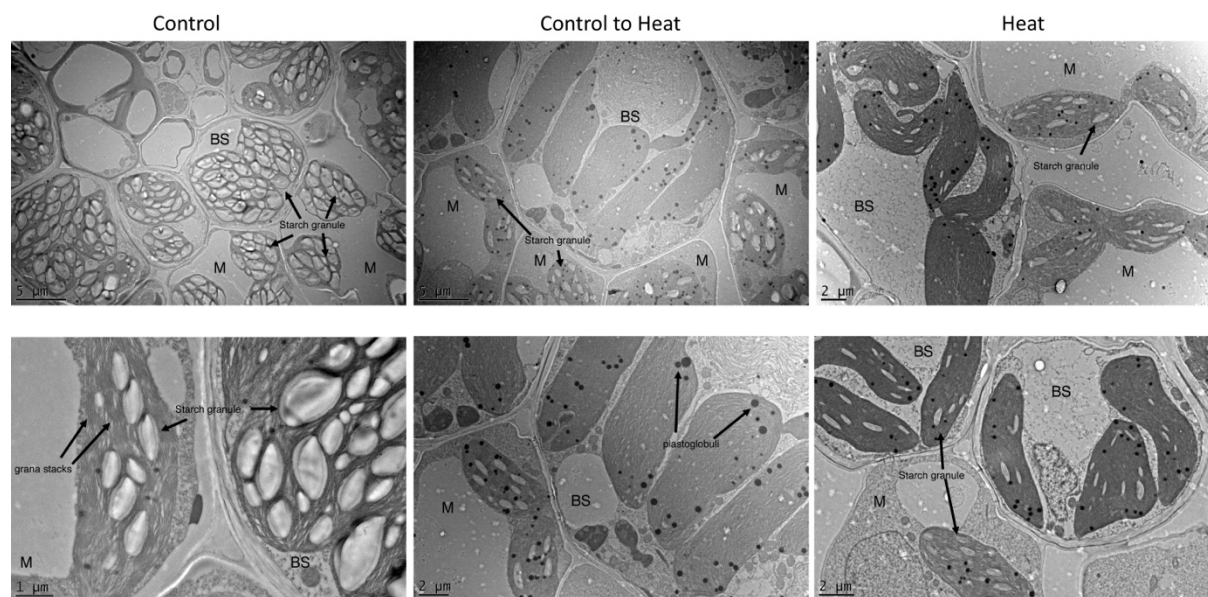

**Supplementary Figure S4:** Transmission electron microscopy images showing the accumulation of starch granules in mature leaves of the “Control”, “Control to Heat”, and “Heat” plants. The leaves from “Control” plants developed fully at 28°C day / 22°C night. The leaves from “Control to Heat” plants developed fully at 28°C day / 22°C but were transferred to 42°C day / 32°C night chamber for two weeks. The leaves from “Heat” plants developed fully at 42°C day / 32°C night. Top and bottom panels are images of the same region of different magnifications. Three plant samples were imaged for each condition.

**Supplementary Figure S5** - Summary of all the identified metabolites detected by GC-MS showing changes in plants subjected to 2 weeks of heat stress. Compounds were classified into chemical classes/biochemical pathways they are involved in. The name of the derivatives of the compound, the retention time, and the identifier peak was given in the third column. The values in the fourth column are the fold changes of the metabolite when comparing Heat over Control. In the fifth column, p-values as calculated by Student's T-tests (two tails, equal variance) are highlighted red if less than 0.05. (n=5).

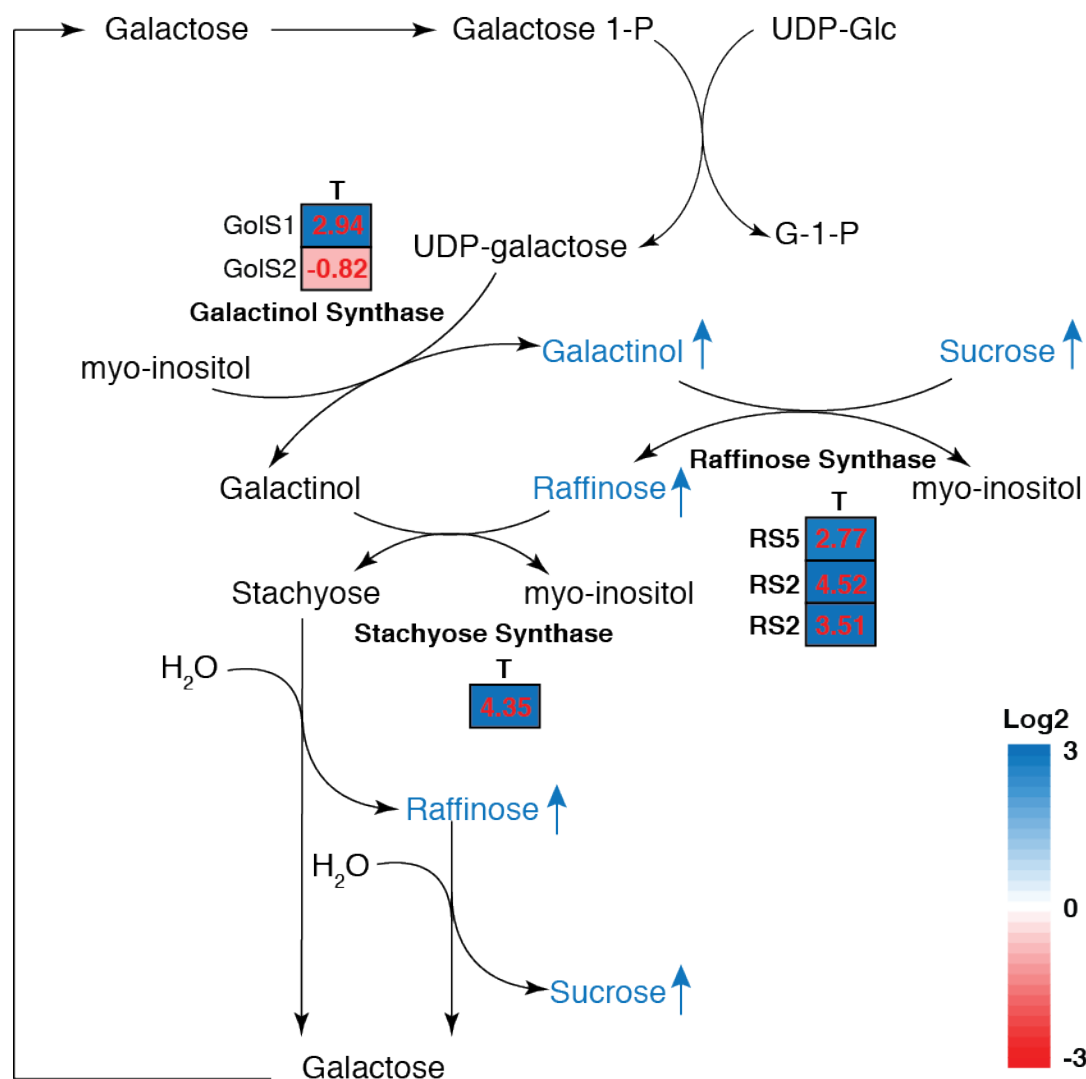

**Supplementary Figure S6:** Changes in the raffinose pathway induced by heat treatment. For each gene, the transcript and protein fold-changes (Heat Vs Control) in log2 scale are shown in coloured boxes, where "T" designate the change in transcript level and "P" designate protein level. The colour scale can be found on the bottom right corner. Numbers in red (or yellow if background is dark red) indicate the fold-changes are significant with  $p < 0.05$ . Metabolites levels which increase significantly are shown in red and metabolites levels which decrease significantly are shown in blue ( $p < 0.05$ ).

## A. Ascorbate and glutathione dependent peroxide metabolism under heat stress

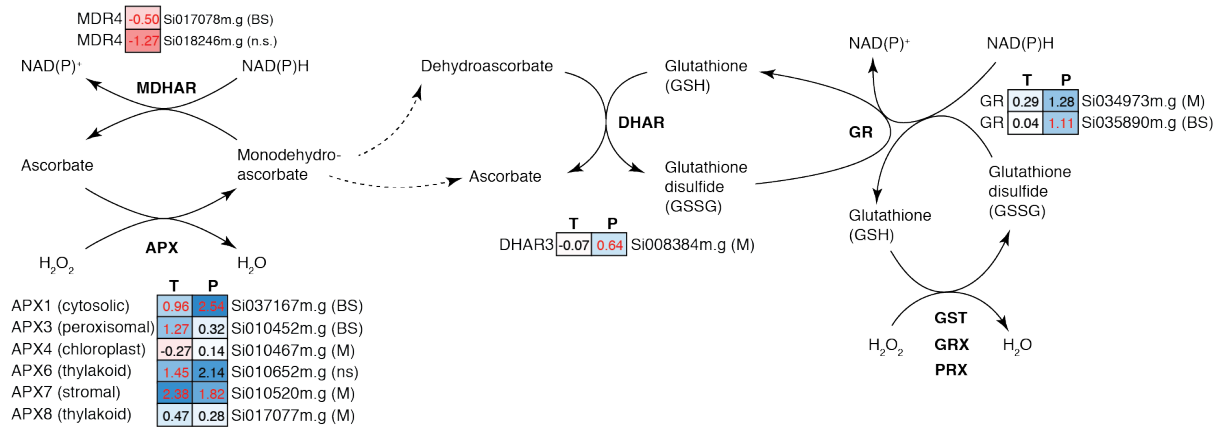

## B. Other genes involved in oxidative stress

|                           | T     | P     |             | T           | P     |       | T           | P                   |       |             |
|---------------------------|-------|-------|-------------|-------------|-------|-------|-------------|---------------------|-------|-------------|
| ACHT2                     | -0.53 |       | Si025560m.g | NDTR A      | 0.18  | 0.02  | Si017132m.g | Thioredoxin         | -1.02 | Si010198m.g |
| ACHT4                     | -5.04 |       | Si029974m.g | NDTR B      | 0.51  |       | Si007183m.g | Thioredoxin         | 0.09  | Si018674m.g |
| ACHT4                     | 1.72  |       | Si036947m.g | NDTR C      | -0.44 | -0.44 | Si029424m.g | Thioredoxin         | -0.49 | 0.17        |
| APRL4                     | -0.64 |       | Si014298m.g | PDI10       | 2.32  | 1.84  | Si029519m.g | Thioredoxin         | -0.17 | Si036668m.g |
| APRL5                     | -0.51 |       | Si022759m.g | PDI11       | 0.79  | 1.62  | Si001948m.g | Thioredoxin         | -0.54 | -0.27       |
| CAT1                      | -1.87 | -0.99 | Si016999m.g | PDI11       | -0.05 |       | Si010416m.g | Thioredoxin         | -0.46 | Si012417m.g |
| coper/zinc SOD1           | 0.41  | 1.58  | Si031388m.g | PDI5-1      | -0.64 |       | Si037687m.g | Thioredoxin         | -1.81 | -0.90       |
| coper/zinc SOD1           | 0.54  | 0.89  | Si037891m.g | PDI6        | 2.30  |       | Si009975m.g | Thioredoxin         | -0.26 | Si026852m.g |
| coper/zinc SOD2           | 1.59  | 0.17  | Si014166m.g | PRX         | -1.33 | 0.03  | Si030949m.g | TPX2                | -0.37 | 0.49        |
| copper chaperone for SOD1 | 1.32  |       | Si012951m.g | PRX         | -0.49 | 0.17  | Si030954m.g | TRX F2              | -1.28 | -0.40       |
| CXXS1                     | -1.37 |       | Si011335m.g | PRX IIF     | -0.64 | 0.42  | Si002997m.g | TRX H2              | 0.11  | Si037706m.g |
| Fe SOD2                   | 1.34  |       | Si038762m.g | PRX Q       | 0.36  | 0.71  | Si007252m.g | TRX H2              | 0.11  | Si038003m.g |
| FTR A                     | 0.21  |       | Si011169m.g | PRX type 2  | 1.24  | 0.30  | Si007216m.g | TRX H9              | 1.23  | Si003271m.g |
| FTR B                     | -0.49 | 0.01  | Si007948m.g | PRX type 2  | 1.16  | 0.40  | Si019430m.g | TRX H9              | -2.26 | Si023612m.g |
| FTRA2                     | -1.04 | -0.03 | Si019590m.g | 2-Cys Prx B | 0.95  | 0.49  | Si019773m.g | TRX H9              | -2.61 | Si023614m.g |
| GPX1                      | -1.37 | -0.68 | Si007214m.g |             |       |       |             | TRX H9              | -0.90 | Si023615m.g |
| GPX4                      | -0.29 |       | Si037795m.g |             |       |       |             | TRX M3              | 0.14  | Si011131m.g |
| GPX6                      | -0.54 | -0.02 | Si010900m.g |             |       |       |             | TRX M4              | -4.45 | 4.86        |
| GPX6                      | 0.17  | -0.11 | Si018223m.g |             |       |       |             | TRX M4              | -1.52 | -0.33       |
| GPX6                      | -1.45 | 1.39  | Si023447m.g |             |       |       |             | TRX M4              | -0.39 | 0.21        |
|                           |       |       |             |             |       |       |             | TRX P               | -0.78 | 0.61        |
|                           |       |       |             |             |       |       |             | TRX X               | -0.78 | 0.61        |
|                           |       |       |             |             |       |       |             | TRX4                | -1.12 |             |
|                           |       |       |             |             |       |       |             | TRX5                | -0.10 |             |
|                           |       |       |             |             |       |       |             | TRX5                | 0.41  | 1.47        |
|                           |       |       |             |             |       |       |             | WCRKC THIOREDOXIN 1 | -1.47 |             |
|                           |       |       |             |             |       |       |             | WCRKC THIOREDOXIN 2 | -0.62 |             |

**Supplementary Figure S7:** Response of genes involved in oxidative stress to long-term heat stress in *S. viridis*. (A) the ascorbate-glutathione pathway and (B) other genes involved in oxidative stress response. For each gene, the transcript and protein foldchanges (Heat Vs Control) in log2 scale are shown in colored boxes, where “T” designates the change in transcript level and “P” designates protein level. The colour scale can be found on the top right corner. The numbers are in red colour when the change is significant ( $p < 0.05$ ), non-significant fold changes are in black. “N/A” indicates the protein was not detected for that gene. Abbreviations used: APX, ascorbate peroxidase; MDHAR, monodehydroascorbate reductase; DHAR, dehydroascorbate reductase; GR, glutathione reductase; GST, glutathione transferase; GRX, glutaredoxin; PRX, peroxiredoxin; GPX, glutathione peroxidase; TRX, thioredoxin.

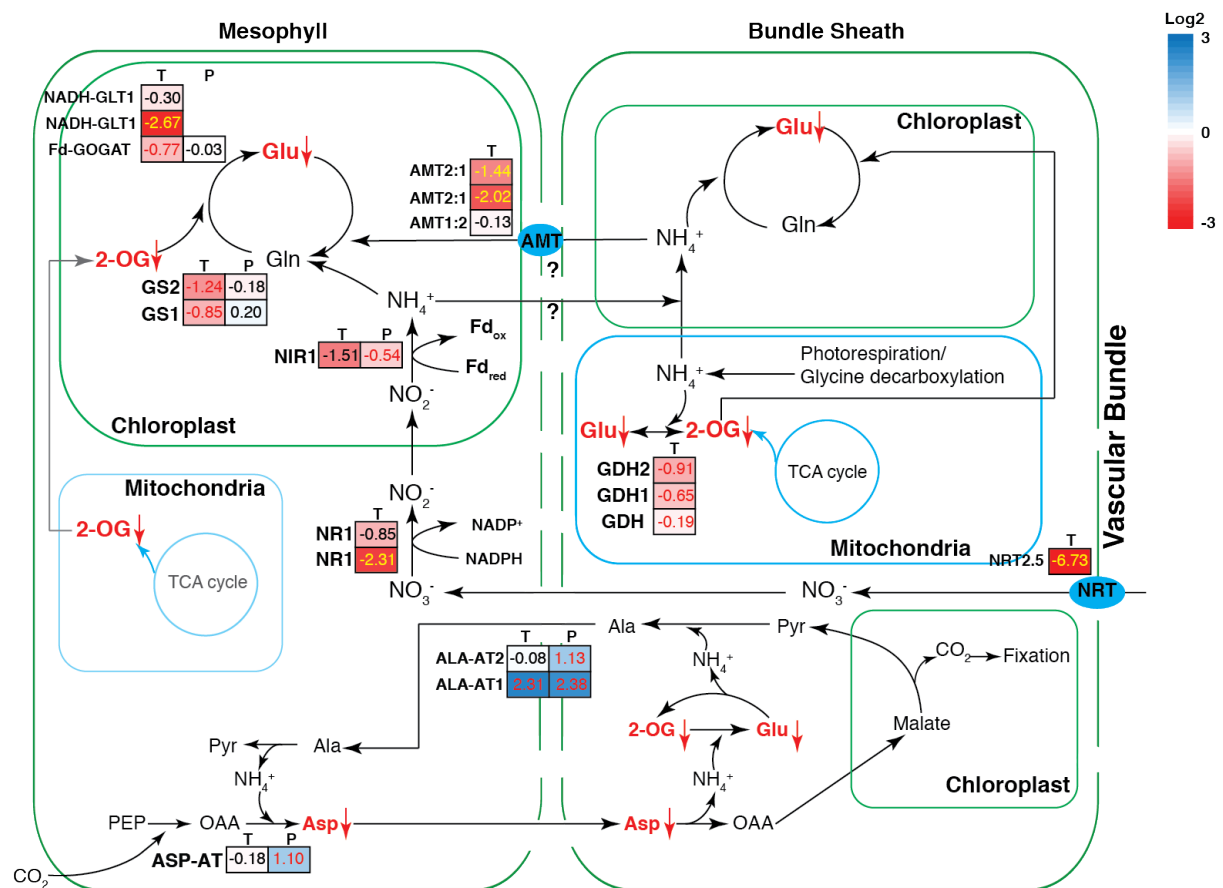

**Supplementary Figure S8:** Changes associated with genes encoding for proteins involved in nitrogen assimilation and metabolism under heat stress. For each gene, the transcript and protein fold-changes (Heat Vs Control) in log2 scale are shown in coloured boxes, where “T” designate the change in transcript level and “P” designate protein level. The colour scale can be found on the top left corner. Numbers in red (or yellow if background is dark red) indicate the fold-changes are significant with  $p < 0.05$ . Metabolites levels which increase significantly are shown in red and metabolites levels which decrease significantly are shown in blue ( $p < 0.05$ ). Abbreviations: NADH-GLT, NADH-dependent glutamate synthase; Fd-GOGAT, ferredoxin-dependent glutamate synthase; GS, glutamine synthase; NIR, nitrite reductase; NR, nitrate reductase; AMT, ammonium transporter; ALA-AT, alanine aminotransferase; ASP-AT, aspartate amino transferase; GDH, Glutamate Dehydrogenase; NRT, nitrate transporter.

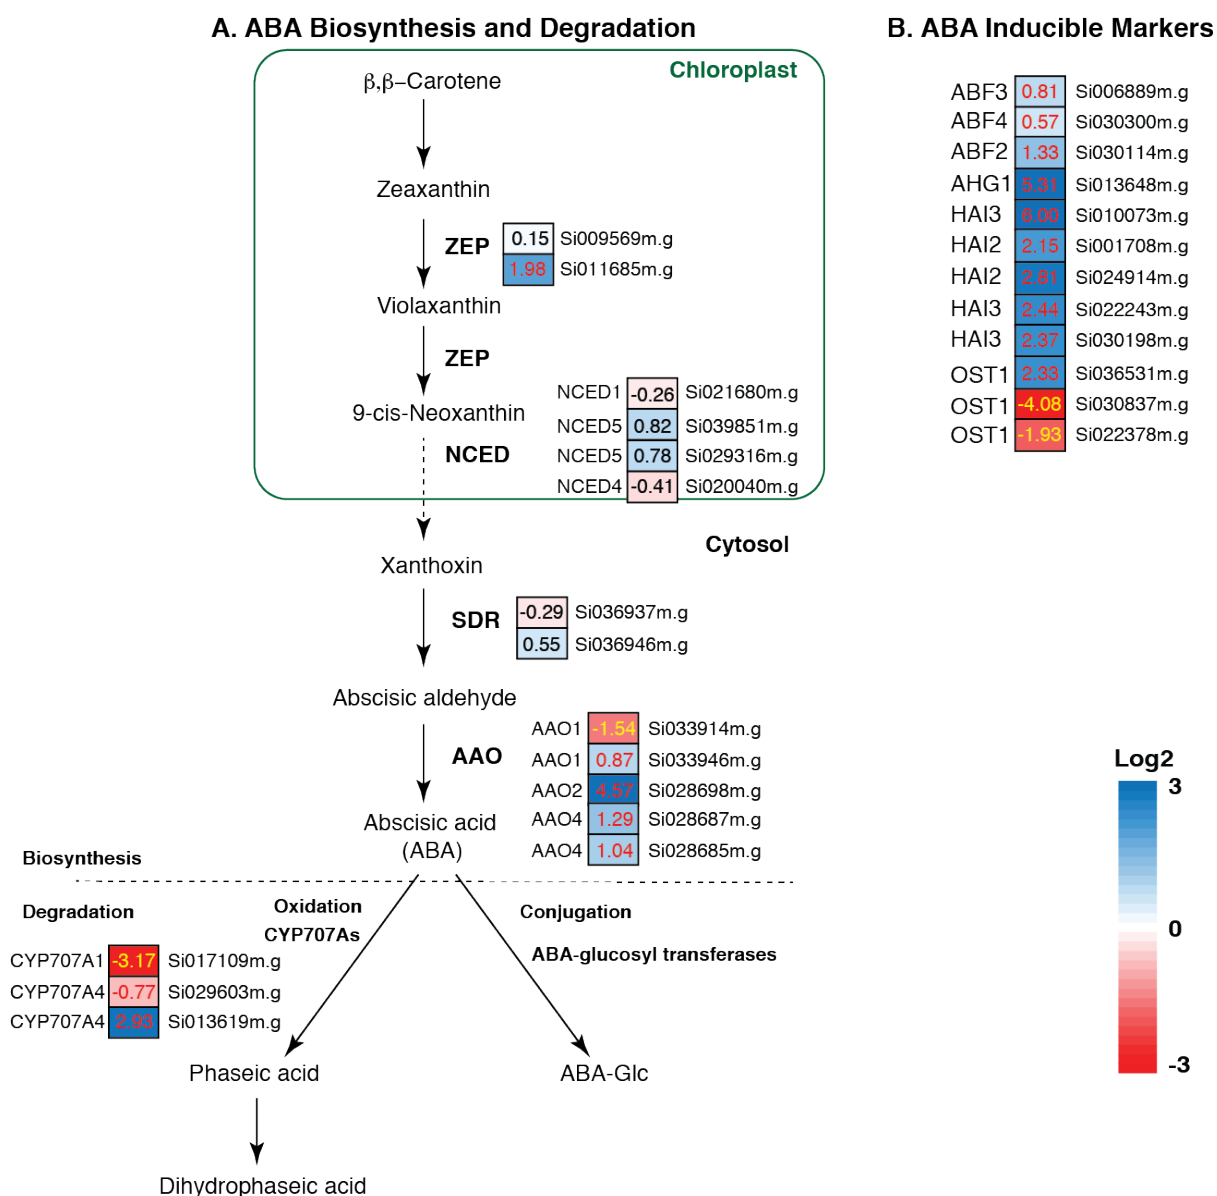

**Supplementary Figure S9: Absciscic acid (ABA) transcriptional response pathways. (A)** Expression changes of genes in the ABA biosynthesis and degradation pathways. (B) Expression changes of representative ABA inducible genes. The boxes are coloured based on the log<sub>2</sub> fold-change of the transcript expression level in the heat-stressed plants as compared to the control. The colour scale is shown on the bottom right. The numbers shown are the log<sub>2</sub> fold change value, and are coloured red/yellow if the change is significant (with a padj value <0.05).

## A. JA biosynthesis

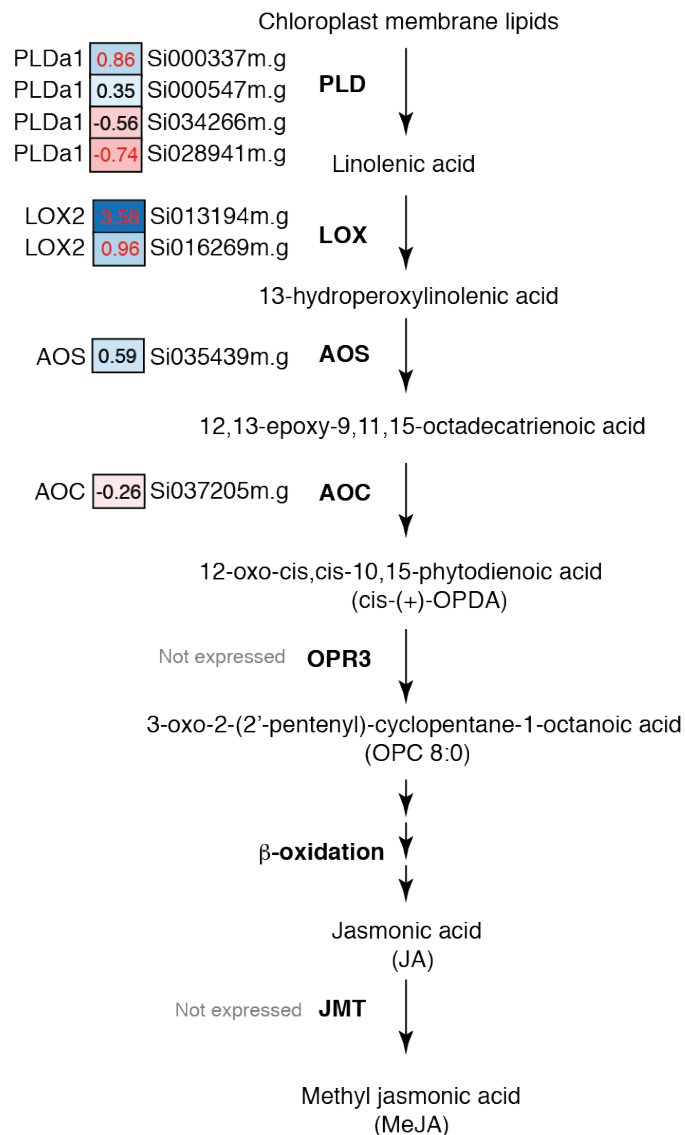

## B. JA inducible genes

|          |              |             |
|----------|--------------|-------------|
| Str-like | <b>0.51</b>  | Si010183m.g |
| Str-like | <b>-0.70</b> | Si030337m.g |
| Str-like | <b>0.52</b>  | Si036007m.g |
| Str-like | <b>0.11</b>  | Si030227m.g |
| IAR3     | <b>2.23</b>  | Si001442m.g |
| IAR3     | <b>0.03</b>  | Si001453m.g |
| ASB1     | <b>-0.61</b> | Si036997m.g |
| ASA1     | <b>0.71</b>  | Si034864m.g |
| TSB2     | <b>1.50</b>  | Si013676m.g |
| CLH1     | <b>4.35</b>  | Si030252m.g |

## C. Negative regulator of JA signalling

|      |              |             |
|------|--------------|-------------|
| JAZ1 | <b>-2.42</b> | Si030281m.g |
| JAZ1 | <b>-1.72</b> | Si030072m.g |
| JAZ1 | <b>-0.24</b> | Si037350m.g |
| JAZ1 | <b>-1.16</b> | Si037592m.g |
| JAZ1 | <b>-4.00</b> | Si037702m.g |

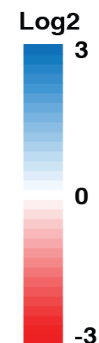

**Supplementary Figure S10: Jasmonic acid (JA) transcriptional responses.** (A) The expression levels of genes encoding for proteins involved in JA biosynthesis under heat stress. (B) Expression of known JA-regulated genes under heat stress. The boxes are coloured based on the log2 fold-change of the transcript expression level in the heat stressed plants as compared to the control. The colour scale is shown on the bottom right. The numbers shown are the log2 fold change value, and are coloured red/yellow if the change is significant (with a padj value <0.05).

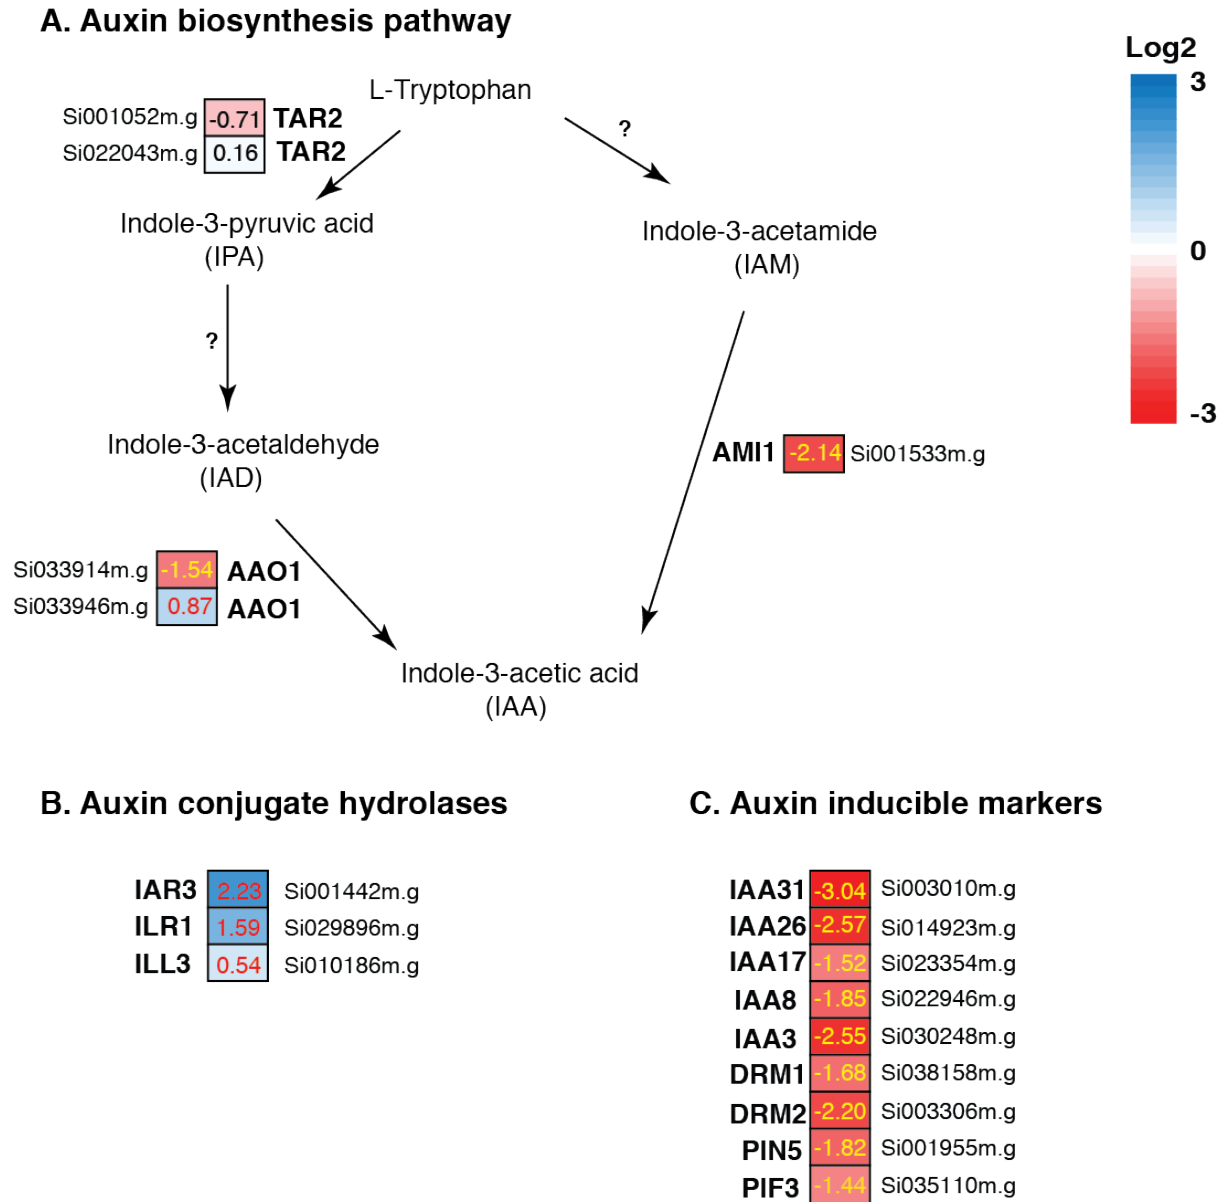

**Supplementary Figure S11:** Analysis of gene expression in auxin biosynthesis and degradation. Changes in transcript expression in (A) auxin biosynthesis pathway, (B) auxin degradation pathway, and (C) auxin inducible markers. The boxes are coloured based on the log2 fold-change of the transcript expression level in the heat-stressed plants as compared to the control. The colour scale is shown on the top right corner. The numbers shown are the log2 fold change value, and are coloured red/yellow if the change is significant (with a padj value <0.05). For auxin biosynthesis genes in (A), all of the genes identified and expressed in *S. viridis* are shown. For (B) and (C), only genes that were expressed in the leaves, and have changed significantly under heat are shown.

### B. Regulators of SA biosynthesis

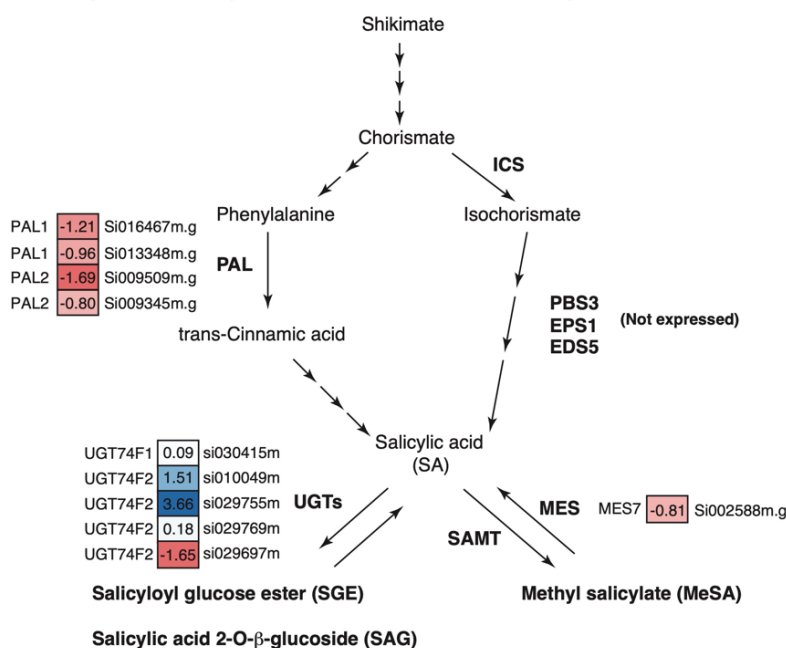

## Repressors

|      |       |             |
|------|-------|-------------|
| NSL1 | -3.27 | Si021498m.g |
| NPR3 | 0.40  | Si034834m.g |
| CAD1 | -1.11 | Si000873m.g |
| EIN3 | -0.09 | Si034617m.g |
| EIN3 | -0.92 | Si034616m.g |
| EIL1 | -0.94 | Si029213m.g |

### Activators

|        |       |             |
|--------|-------|-------------|
| FMO1   | 1.67  | Si029507m.g |
| GDU3   | -1.23 | Si014529m.g |
| ALD1   | -3.78 | Si035771m.g |
| TRX5   | 0.41  | Si031556m.g |
| TRX5   | -0.10 | Si023769m.g |
| WRKY28 | -1.44 | Si001816m.g |
| WRKY28 | -3.04 | Si038001m.g |
| EDS1   | -0.20 | Si029210m.g |

### C. SA signaling response pathway

### Downstream targets of SA

|        |       |             |
|--------|-------|-------------|
| PR1    | -1.10 | Si003143m.g |
| PR2    | 0.23  | Si022625m.g |
| PR2    | -0.67 | Si022492m.g |
| WRKY18 | -2.43 | Si030429m.g |
| WRKY18 | -5.34 | Si006914m.g |
| WRKY53 | 0.66  | Si028023m.g |
| WRKY53 | -2.92 | Si002203m.g |
| WRKY54 | 2.62  | Si010813m.g |
| WRKY62 | -1.84 | Si027574m.g |
| WRKY70 | -2.81 | Si022702m.g |
| WRKY70 | -1.84 | Si027574m.g |

### SA perception

|      |       |             |
|------|-------|-------------|
| NPR1 | -0.50 | Si000814m.g |
| TGA1 | -0.89 | Si013962m.g |
| TGA2 | -1.12 | Si029966m.g |
| TGA2 | -2.84 | Si000955m.g |
| TGA4 | -0.81 | Si010177m.g |
| TGA4 | -0.05 | Si010386m.g |
| TGA6 | -0.91 | Si002195m.g |
| TGA6 | 1.04  | Si001292m.g |

### SA-dependent promoter of cell expansion

|       |       |             |
|-------|-------|-------------|
| XTH22 | -3.03 | Si014232m.g |
| XTH22 | -2.89 | Si007018m.g |
| EXL1  | -2.64 | Si008527m.g |

### SA-dependent repressor of cell expansion

WAK1 1.01 Si024768m.g

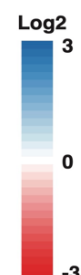

**Supplementary Figure S12:** Transcriptional changes associated with salicylic acid (SA) response pathway under heat stress in *S. viridis*. (A) Genes encoding for proteins involved in SA biosynthesis and catabolism. Multiple arrows indicate pathway that have not been fully elucidated, therefore genes involved are not completely known. (B) Known regulators of SA biosynthesis. (C) Genes known to be involved in SA perception, downstream targets of SA, and targets of SA that are involved in regulation of cell expansion. The boxes are coloured based on the log2 fold-change of the transcript expression level in the heat-stressed plants as compared to the control. The colour scale is shown on the bottom right. The numbers shown are the log2 fold change value.

## A. Ethylene Biosynthesis

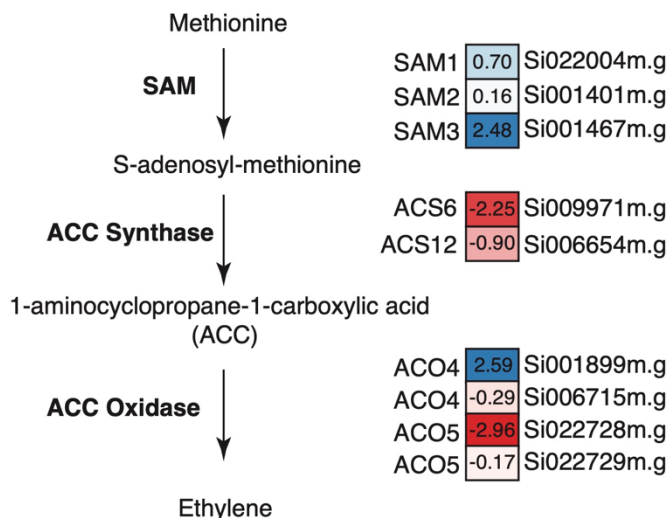

## B. Ethylene-responsive transcription factors

|        |       |             |       |       |             |         |       |             |
|--------|-------|-------------|-------|-------|-------------|---------|-------|-------------|
| AIL5   | -0.41 | Si026706m.g | ERF10 | -3.39 | Si014469m.g | RAP2.12 | -1.28 | Si017568m.g |
| CBF1   | -4.89 | Si030869m.g | ERF10 | -2.14 | Si014474m.g | RAP2.12 | 0.02  | Si030088m.g |
| DREB1A | -5.84 | Si007199m.g | ERF12 | -3.36 | Si003053m.g | RAP2.4  | -0.15 | Si008385m.g |
| DREB1A | -8.54 | Si011005m.g | ERF4  | -1.60 | Si010228m.g | RAP2.4  | 0.14  | Si036827m.g |
| DREB1B | -5.87 | Si018262m.g | ERF9  | -2.41 | Si023088m.g | RAP2.4  | -0.89 | Si017760m.g |
| DREB1B | -3.84 | Si030998m.g | ERF9  | -2.84 | Si002729m.g | RAP2.6  | -6.18 | Si018144m.g |
| DREB1C | -6.15 | Si031001m.g | FLO2  | 0.39  | Si012635m.g | RAP2.7  | -1.08 | Si025305m.g |
| DREB1C | -5.60 | Si032956m.g | FLO2  | -0.02 | Si029636m.g | RAP2.8  | -2.22 | Si024576m.g |
| DREB2C | -0.10 | Si002067m.g | FLO2  | 0.10  | Si036068m.g | RAP2.8  | -3.02 | Si004045m.g |
| DRN    | -0.03 | Si002714m.g | HRE1  | -4.01 | Si036118m.g | RAP2.8  | -2.70 | Si001909m.g |
|        |       |             | PLT1  | 0.10  | Si017580m.g | RRTF1   | -6.96 | Si014237m.g |
|        |       |             | PLT2  | -0.39 | Si004174m.g | TINY    | -2.72 | Si039427m.g |

## C. Other ethylene-inducible genes

|                 |       |             |
|-----------------|-------|-------------|
| basic chitinase | -2.70 | Si037175m.g |
| BGL2            | -0.67 | Si022492m.g |
| BGL3            | -1.51 | Si002182m.g |
| BGL2            | 0.23  | Si022625m.g |

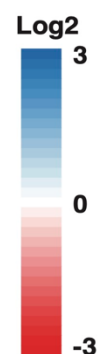

**Supplementary Figure S13:** The ethylene-related transcriptional responses. (A) The expression changes of genes encoding for proteins involved in ethylene biosynthesis under heat stress. (B) Expression changes of ethylene-responsive transcription factors under heat stress. (C) Other known ethylene-inducible genes. The boxes are coloured based on the log2 fold-change of the transcript expression level in the heat-stressed plants as compared to the control. The colour scale is shown on the bottom right.

A. CK biosynthesis and metabolism

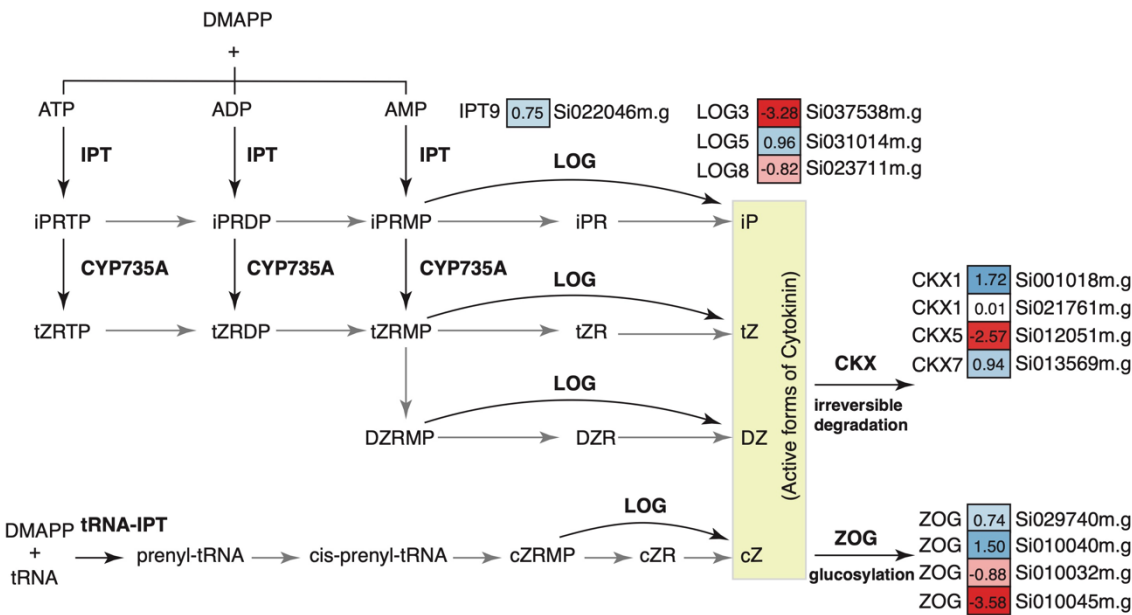

B. CK induced genes

|       |       |             |
|-------|-------|-------------|
| ARR2  | 3.39  | Si039992m.g |
| ARR2  | -0.87 | Si034517m.g |
| ARR3  | -0.86 | Si010966m.g |
| ARR6  | -2.35 | Si023483m.g |
| ARR9  | -0.81 | Si026876m.g |
| ARR9  | -1.27 | Si002775m.g |
| ARR10 | -1.25 | Si016630m.g |
| ARR12 | -0.69 | Si006013m.g |
| ARR12 | -0.33 | Si016546m.g |

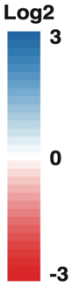

C. Setaria gene orthologs involved in CK biosynthesis and metabolism

| Gene Name | ID          | Gene Name | ID          |
|-----------|-------------|-----------|-------------|
| IPT1      | Si024711m.g | CKX1      | Si021761m.g |
| IPT1      | Si027625m.g | CKX1      | Si001018m.g |
| IPT2      | Si001384m.g | CKX4      | Si019752m.g |
| IPT2      | Si001406m.g | CKX4      | Si001019m.g |
| IPT3      | Si012132m.g | CKX5      | Si001552m.g |
| IPT3      | Si032044m.g | CKX5      | Si019278m.g |
| IPT3      | Si020675m.g | CKX5      | Si008391m.g |
| IPT5      | Si039092m.g | CKX5      | Si001500m.g |
| IPT7      | Si004945m.g | CKX5      | Si000960m.g |
| IPT8      | Si019045m.g | CKX5      | Si012051m.g |
| IPT9      | Si022046m.g | CKX6      | Si035175m.g |
| CYP735A1  | Si015770m.g | CKX7      | Si013710m.g |
| CYP735A2  | Si032720m.g | CKX7      | Si013569m.g |
| LOG1      | Si039293m.g | ZOG       | Si029740m.g |
| LOG1      | Si012782m.g | ZOG       | Si010040m.g |
| LOG3      | Si039738m.g | ZOG       | Si010038m.g |
| LOG3      | Si037538m.g | ZOG       | Si012663m.g |
| LOG4      | Si002703m.g | ZOG       | Si010032m.g |
| LOG5      | Si031014m.g | ZOG       | Si012135m.g |
| LOG6      | Si002934m.g | ZOG       | Si010045m.g |
| LOG8      | Si023711m.g | N-GT      | Si032090m.g |
|           |             | N-GT      | Si032122m.g |
|           |             | N-GT      | Si032401m.g |

**Supplementary Figure S14:** Transcriptional response associated with cytokinins (CKs). (A) CK biosynthesis and metabolism pathway, (B) CK inducible genes, and (C) identified orthologues of genes involved in CK biosynthesis and metabolism in *Setaria*. Numbers in (A) and (B) are shown in Log2 scale. Boxes are coloured to indicate up- or down-regulation, and the color scale can be found on the bottom left corner.

## A. GA biosynthesis and degradation

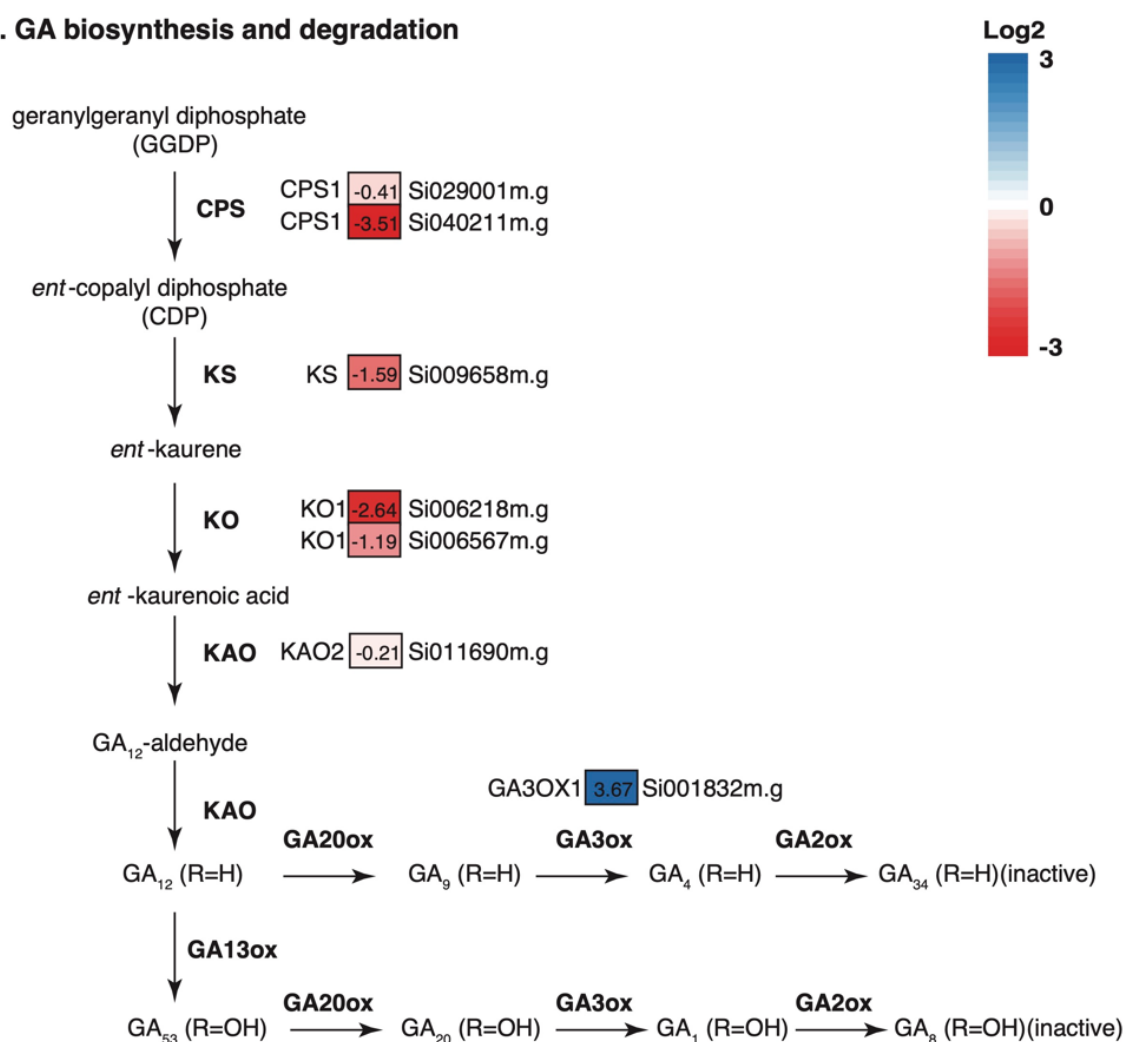

## B. Positive regulators of GA response

|        |       |             |
|--------|-------|-------------|
| DWARF1 | -0.09 | Si038569m.g |
| DWARF1 | 0.12  | Si038670m.g |
| DWARF1 | -0.26 | Si022288m.g |
| GAMYB  | 0.62  | Si000907m.g |
| GAMYB  | -0.13 | Si007070m.g |
| GL1    | 1.46  | Si009396m.g |
| PICKLE | 0.34  | Si004693m.g |
| PICKLE | 0.09  | Si005700m.g |

## C. Negative regulators of GA response

|     |       |             |
|-----|-------|-------------|
| GAI | -0.91 | Si000959m.g |
| GAI | -0.37 | Si039400m.g |

**Supplementary Figure S15:** The gibberellic acid (GA) transcriptional response under heat. (A) GA biosynthesis and degradation pathway. (B) Positive regulators of GA response. (C) Negative regulators of GA response. Numbers shown are in Log2 scale. Boxes are coloured to indicate up- or down-regulation, and the color scale can be found on the top right corner.

**A. Brassinosteroid biosynthesis pathway**

Campesterol  $\xrightarrow{\text{CYP90B1 (DWF4)}}$  (22S)-22-Hydroxycampesterol  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  (22R,23R)-22,23-Dihydroxycampesterol

(24R)-Ergost-4-en-3-one  $\xrightarrow{\text{CYP90B1}}$  (22S,24R)-22-Hydroxy-ergost-4-en-3-one  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  (22R,23R)-22,23-Dihydroxy-campest-4-en-3-one

(24R)-5 $\alpha$ -ergost-3-one  $\xrightarrow{\text{CYP90B1}}$  (22S,24R)-22-Hydroxy-ergostan-3-one  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  3-Dehydro-6-deoxoteasterone

3-Dehydro-6-deoxoteasterone  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  3-epi-6-Deoxocastasterone  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  6-Deoxotyphasterol  $\xrightarrow{\text{CYP90A1 (CPD)}}$  6-Deoxocastasterone

Campestanol  $\xrightarrow{\text{CYP90B1}}$  6-Deoxocastasterone  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  6-Deoxoteasterone  $\xrightarrow{\text{CYP85A1 CYP85A2}}$  Typhasterol  $\xrightarrow{\text{CYP85A1 CYP85A2}}$  Castasterone

6-Oxocampestanol  $\xrightarrow{\text{CYP90B1}}$  Cathasterone  $\xrightarrow{\text{CYP90C1 CYP90D1}}$  Teasterone  $\xrightarrow{\text{CYP85A1 CYP85A2}}$  3-Dehydroteasterone  $\xrightarrow{\text{CYP85A1 CYP85A2}}$  Typhasterol

Castasterone  $\xrightarrow{\text{CYP85A2 (BR6ox2)}}$  Brassinolide

siRNA treatments and Log2 values:

- Si010072m.g: 0.26
- Si010466m.g: 0.98
- Si026259m.g: -0.17
- Si009928m.g: 0.25
- Si001130m.g: 1.61
- Si035549m.g: -1.49

Color scale: Log2 values from -3 (red) to 3 (blue).

**B. Positive regulator of BR signaling**

BRI1 0.65 Si000117m.g

**C. Negative regulator of BR signaling**

BIN2 -0.65 Si001682m.g  
BIN2 -0.60 Si006577m.g  
BIN2 -1.00 Si017348m.g

**D. Sterol biosynthesis**

SMT2 -0.28 si036276m  
CYP51 0.56 si026280m  
CYP51 -0.66 si029407m  
CYP51 1.87 si026279m  
FACKEL -0.23 si030203m  
HYD1 -1.55 si002887m  
DWF7 0.09 si001942m  
DWF5 -0.12 si016932m  
DWF1 2.37 si034967m  
DWF1 2.61 si006158m

**Supplementary Figure S16:** The transcriptional response associated with brassinosteroids (BR) in the heat-stressed *S.viridis*. (A) The BR biosynthesis pathway and genes involved in BR biosynthesis. (B) Positive regulator of BR signaling. (C) Negative regulator of BR signaling. (D) Genes involved in the synthesis of campesterol. Numbers shown are in Log2 scale. Boxes are colored to indicate up- or down-regulation, and the color scale can be found on the top right corner.

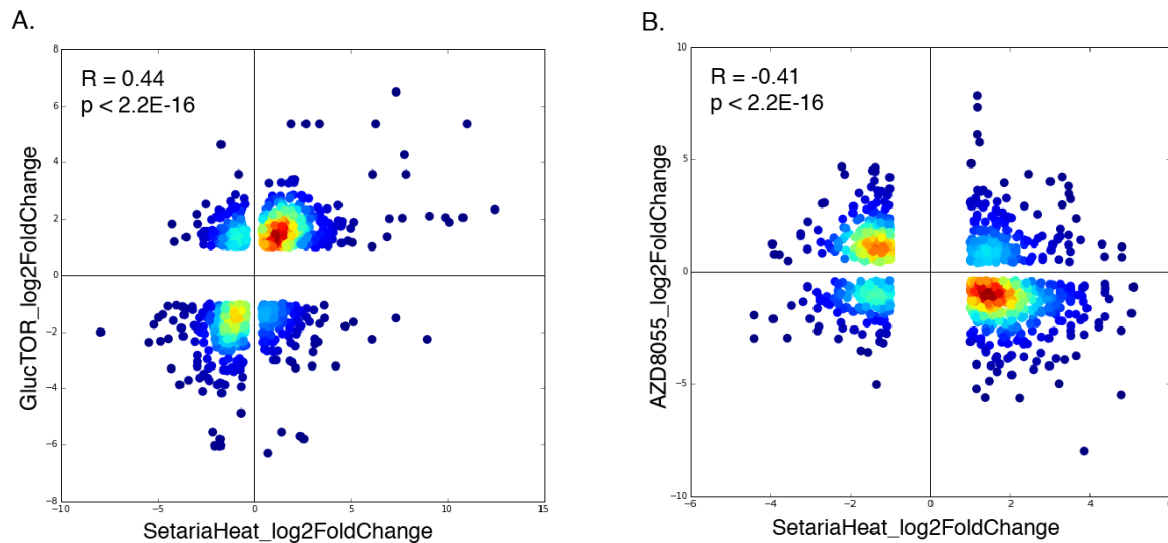

**Supplementary Figure S17.** Cross-species correlation analysis between transcriptional responses of *Arabidopsis thaliana* TOR-regulated genes and those of their *Setaria viridis* orthologs: *S. viridis* prolonged heat stress vs (A) *A. thaliana* TOR-mediated glucose activated genes (Xiong et al., 2013); (B) *A. thaliana* response to TOR-inhibitor chemical, AZD8055 (Dong et al., 2015). The *S. viridis* orthologs of Arabidopsis TOR-regulated genes were identified by mapping orthologues from Arabidopsis to Setaria using the orthologue mappings contained in the gene annotation file 'Sitalica\_312\_v2.2.annotation\_info.txt' associated with version 2.2 of the *S. italica* reference genome (Bennetzen et al., 2012) available from the Phytozome website (Goodstein et al., 2012). Transcript fold-changes were log<sub>2</sub>-transformed and plotted against each other using a density scatter plot function in the 'matplotlib' Python package. The data points are coloured according to the density of data points with dark blue indicating the lowest density and red the highest density. Pearson correlation coefficient and p-value for each association are displayed on each plot.

## Supplementary Methods

### Gene Ontology (GO) enrichment analysis

The list of gene IDs for significantly up- and down-regulated genes ( $\text{padj} < 0.05$ ) in the heat-stressed plants were submitted to the agriGO website ([bioinfo.cau.edu.cn/agriGO](http://bioinfo.cau.edu.cn/agriGO)) for functional characterization using its singular enrichment analysis function. The *Setaria italica* v2.1 reference genome database (Bennetzen et al., 2012) available from the Phytozome website (Goodstein et al., 2012) was used to assign GO terms to genes. Only the list of expressed genes (mean RPKM > 20 in both of the conditions) was used as the reference background when considering enrichment. A GO category was considered significantly over-represented when the hypergeometric test  $p < 0.05$ , and a Benjamini-Yekutieli FDR < 0.1, and at least five entries mapped. The full listing of GO terms can be found in Supplementary Table 3 (for up-regulated genes) and Supplementary Data File 1 - Table 4 (for down-regulated genes). To reduce the complexity of the GO dataset, the list of significant GO terms in the Biological process category was input into REVIGO (Supek et al., 2011) to remove functional and semantic redundancies. The simplified list of up-regulated GO terms output by REVIGO is provided in Supplementary Data File 1 - Table 5.

## References

- Bennetzen, J.L., Schmutz, J., Wang, H., Percifield, R., Hawkins, J., Pontaroli, A.C., Estep, M., Feng, L., Vaughn, J.N., Grimwood, J., Jenkins, J., Barry, K., Lindquist, E., Hellsten, U., Deshpande, S., Wang, X., Wu, X., Mitros, T., Triplett, J., Yang, X., Ye, C.-Y., Mauro-Herrera, M., Wang, L., Li, P., Sharma, M., Sharma, R., Ronald, P.C., Panaud, O., Kellogg, E.A., Brutnell, T.P., Doust, A.N., Tuskan, G.A., Rokhsar, D., and Devos, K.M. (2012). Reference genome sequence of the model plant *Setaria*. *Nature Biotechnology* **30**, 555-561.
- Cousins, A.B., Badger, M.R., and von Caemmerer, S. (2006). Carbonic anhydrase and its influence on carbon isotope discrimination during C<sub>4</sub> photosynthesis. Insights from antisense RNA in *Flaveria bidentis*. *Plant physiology* **141**, 232-242.
- Dong, P., Xiong, F., Que, Y., Wang, K., Yu, L., Li, Z., and Maozhi, R. (2015). Expression profiling and functional analysis reveals that TOR is a key player in regulating photosynthesis and phytohormone signaling pathways in *Arabidopsis*. *Frontiers in Plant Science* **6**.
- Evans, J.R., Sharkey, T.D., Berry, J.A., and Farquhar, G.D. (1986). Carbon Isotope Discrimination measured Concurrently with Gas Exchange to Investigate CO<sub>2</sub> Diffusion in Leaves of Higher Plants. *Functional Plant Biology* **13**, 281-292.
- Goodstein, D.M., Shu, S., Howson, R., Neupane, R., Hayes, R.D., Fazo, J., Mitros, T., Dirks, W., Hellsten, U., Putnam, N., and Rokhsar, D.S. (2012). Phytozome: a comparative platform for green plant genomics. *Nucleic Acids Research* **40**, D1178-D1186.
- Henderson, S.A., von Caemmerer, S., and Farquhar, G. (1992). Short-Term Measurements of Carbon Isotope Discrimination in Several C<sub>4</sub> Species.
- Pengelly, J.J., Sirault, X.R., Tazoe, Y., Evans, J.R., Furbank, R.T., and von Caemmerer, S. (2010). Growth of the C<sub>4</sub> dicot *Flaveria bidentis*: photosynthetic acclimation to low light through shifts in leaf anatomy and biochemistry. *Journal of experimental botany* **61**, 4109-4122.
- Supek, F., Bošnjak, M., Škunca, N., and Šmuc, T. (2011). REVIGO Summarizes and Visualizes Long Lists of Gene Ontology Terms. *PLOS ONE* **6**, e21800.
- Tazoe, Y., von Caemmerer, S., Badger, M.R., and Evans, J.R. (2009). Light and CO<sub>2</sub> do not affect the mesophyll conductance to CO<sub>2</sub> diffusion in wheat leaves. *Journal of Experimental Botany* **60**, 2291-2301.
- Xiong, Y., McCormack, M., Li, L., Hall, Q., Xiang, C., and Sheen, J. (2013). Glucose–TOR signalling reprograms the transcriptome and activates meristems. *Nature* **496**, 181-186.

How the deposited data were processed for this re-analysis (not part of the article)

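The data are RNA-seq counts from leaves of 11 *S. viridis* plants, 5 control plants and 6 plants kept under heat stress for 2 weeks. The authors removed ribosomal RNA, made strand-specific libraries, trimmed the reads with Trimmomatic, aligned them to the *S. italica* genome with TopHat2 and counted them on exons with HTSeq in its union mode. The unit of the deposited files is the count, without normalization, and the authors give 2 files per plant, one for read pairs and one for single reads, 22 files in all. In 10 of the files of read pairs a further column holds the sum of both, which was checked against the single files and is exact. Each file lists 40599 transcript identifiers, and 11054 of them had no count in any plant. The 5 summary lines of each file (reads on no feature, ambiguous reads, reads with several places and so on) were left out of the counts. Single reads made up 8.95% to 11.4% of the counts of a control plant and 9.34% to 13.0% of those of a heat-stressed plant.

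The counts of both files were summed for each plant, and transcripts with low counts were removed with filterByExpr of edgeR (version 4.0.16) at its defaults. Library sizes were adjusted with TMM factors, dispersions were estimated over all transcripts (biological coefficient of variation 0.223), and heat was compared with control by the quasi-likelihood test of edgeR. Adjusted p-values are from the Benjamini-Hochberg method, with a threshold of 0.05, and standard errors are the log2 fold change divided by the square root of the F statistic. Levels are CPM with TMM factors, on the log2 scale with a prior count of 2. Comparisons of a single value per plant used 2-sided exact permutation tests over the 462 splits of the plants into groups of 5 and 6. Software was R 4.3.3, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9. The procedure was tested on simulated data with 18065 genes, of which 200 were changed: it called 73% of the changed genes, 99.5% of the changed genes had the right direction, and 3.31% of the calls fell on unchanged genes. The simulated rises and falls were equal in number and size, and far fewer than the changes found here. No shift in composition like that of psbA was simulated, so these rates do not test the scaling and need not hold for the real data. Counting error is small for most of the named transcripts at 34362084 to 54011056 counts per plant. No fold change is printed for a transcript with at most 3 counts in every plant of a group. The values of such transcripts still enter the counts, medians and SDs of the bins and groups that hold them.

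Plants were numbered in both conditions, so the numbers were checked for a pairing. Across genes, the deviations of same-numbered plants from their group means had a mean correlation of 0.0414, against -0.0109 for other pairs (exact permutation p = 0.267 over 120 pairings, with genes not independent replicates). The plants were therefore treated as unpaired. No batch is named for these plants, and no term for the growth chamber could be fitted, since each condition had its own.

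Transcripts were grouped by the photosynthesis bins of Supplementary Table 1 (270 of the 387 transcripts kept in the copy used, out of the paper's 40570) and by the groups of Supplementary Figs. S7 and S9 to S16 (272 transcripts). These groups hold only part of the transcripts in Supplementary Fig. S7 and of the CK metabolism identifiers in Supplementary Fig. S14. For the bins only counts, medians and ranges were computed. For the hormone groups with at least 5 tested transcripts, camera and fry of limma were used, with adjustment over the 20 groups. Groups not named at a claim gave these counts: SA expansion promoters 3 lower of 3, their repressor 1 higher of 1, CK metabolism 5 lower and 5 higher of 12 (5 and 6 adjusted over the list alone), JA biosynthesis 1 lower and 3 higher of 8, GA positive regulators 1 lower and 2 higher of 8 (0 and 2 adjusted over the list alone), GA negative regulators 1 lower of 2, and other ethylene transcripts 3 lower of 4. Under library-size scaling, which shifts counts by construction, GA positive regulators had 0 lower and 8 higher and JA biosynthesis 0 and 6. CK metabolism had 3 and 7, other ethylene transcripts 1 and 1, and GA negative regulators 0 and 0. The SA expansion promoters and their repressor kept their counts. At an unadjusted p under 0.05 the counts under that scaling were the same. With each plant left out in turn, lower transcripts of JA biosynthesis numbered 0 to 3. Named transcripts have an identifier in Supplementary Table 1 or in Supplementary Figs. S7 and S9 to S16. The paper also makes a claim about them or their complex. Added to these are the 2 with the largest rise and the 2 with the largest fall among transcripts past the threshold with a mean of at least 10 CPM in the higher group and no overlap between the groups.

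Alternatives were DESeq2's size factors, upper-quartile factors or library size only in place of TMM factors, DESeq2's Wald test, no filter beyond 1 count, a filter of at least 10 counts in every plant, paired or single reads only, library sizes without the 50 most counted transcripts, a threshold with a log2 fold change of at least 1, plant number as a block, and each plant left out in turn. For the sets they were camera with an estimated correlation and fry, and for the level of the photorespiration bin its summed level.

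Proteins, metabolites, hormones and physiology were not analysed here. Transcripts for which the tables used give no identifier were not analysed here, nor were enrichments of gene categories, since Supplementary Table 1 was used only in part. No reference genome was used. One further fit, of 2 control plants against the heat-stressed plants, was run and then dropped with its values, because those 2 plants had been chosen by their counts of ethylene-responsive factors.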

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

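Groups of plants were examined for 1 plant far from the others of its condition, by Dixon's criterion. By chance this picks out 1 in 20 groups, 9.1 of the 182 examined, and 11 were found, so their number is what chance gives. The tests of NDHJ and of Si020760m were set before their results were seen, and the tests of control plant 1, of psbE and of alignments on no feature were chosen only after the result was seen.

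Control plant 1 stood apart for 6 transcripts. Its log2 level in CPM was 13.44 for Si005789m (13.90 to 14.01 in the other control plants), 4.98 for Si000645m (6.53 to 6.97), 6.25 for Si032210m (7.29 to 7.68), 2.97 for Si020781m (5.09 to 5.53), 4.42 for Si020760m (5.99 to 6.29) and 5.00 for Si006745m (5.65 to 5.85). Among all 18065 tested transcripts it stood apart for 270, against 135 to 244 in the other control plants and 345 in heat-stressed plant 5. RNA from heat-stressed plants in this library is argued against by the heat-induced activase isoform, which held 0.0408% of the activase counts in this plant and 0.0228% to 0.0624% in the control plants as a whole. Its total of 45136250 counts lies within the range of the other control plants, which argues against a difference in depth. Other differences in how this plant grew, was sampled or was sequenced stay open, and no biological explanation was tested, since the design gives none for a single control plant.

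Low counts in control plant 1 were examined as the cause of the rises of Si020781m (NDHJ) and Si020760m. Without this plant both were still higher and past the threshold, with log2 fold changes of 0.84 and 1.05, so that its low counts argue for part of the rise at most. The adjusted p over the alternatives was 9.29e-06 to 0.0121 for Si020781m and 8.70e-07 to 0.00177 for Si020760m. For Si000645m the change without this plant was -0.98 and passed the threshold (adjusted p = 0.0183, within 0.00273 to 0.588 over the alternatives), whereas with all plants it did not. The changes of Si005789m, Si032210m and Si006745m without this plant were -0.97, -1.301 and -1.74.

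Control plant 5 stood apart for Si026402m, the major activase transcript, at 10.25 (9.66 to 9.83 in the others), and for Si017480m, at 7.61 (7.33 to 7.39). Without it their log2 fold changes were -1.19 and -0.88, in the same direction and past the threshold. Control plant 3 had a level of 1.34 for Si030252m (-2.38 to -1.38 in the others), and without it the rise of this transcript was 5.81 in place of 4.25. Heat-stressed plant 5 had a level of 10.50 for Si009497m (9.45 to 9.78 in the others), and without it the log2 fold change was 11.58. No explanation, technical or biological, was tested for these plants.

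The counts of psbE (Si020871m) were 21308 in control plant 4, 0 to 4 in the other control plants and 0 to 200 in the heat-stressed plants. The log2 ratio of the group means, after scaling by size factors, was -6.45 with all plants and 5.58 without control plant 4, so this plant alone sets its direction. A mislabelled or mixed library would bring several such transcripts. Only 1 transcript, psbE itself, had over 500 normalized counts in 1 plant and less than 1/20 of that in every other plant of its condition, which argues against it. How the reads of this library came to be assigned to psbE stays open and was not tested.

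The share of alignments on no feature, which the paper does not report on, had a median of 12.2% of all alignments under heat (11.2% to 12.6%) and 8.21% in the control plants (5.16% to 8.86%), a difference with a 2-sided exact permutation p of 0.00216, the smallest possible. Among alignments at a single place and outside psbA, the share was 24.0% to 26.1% under heat and 20.0% to 28.0% in the control plants (exact permutation p = 0.195). The result is consistent with a share that moves with the alignments taken by psbA and by reads with several places, though it does not exclude a smaller difference between the conditions.

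The largest rises among transcripts outside those the paper discusses were Si009497m, with a log2 fold change of 11.73 (2 to 20 counts per control plant, 38608 to 74408 per heat-stressed plant), and Si002731m, with 10.44 (1 to 5 and 3548 to 14860). With each plant left out in turn they stayed between 11.42 and 12.64 and between 10.18 and 10.70. The heat treatment is the difference that the design gives, and no other explanation was tested.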

How the results depend on the processing

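The alternatives were set before the data were examined, apart from 2 that were chosen after seeing the data and are named as such. Tests of other splits of the plants are given under the other observations.

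Of 11401 transcripts past the threshold (5818 higher, 5583 lower), DESeq2's size factors gave 11428, upper-quartile factors 11413, library sizes without the 50 most counted transcripts 11429, DESeq2's Wald test 12967, no filter 12950, paired reads 11008, plant number as a block 10682 and the filter of 10 counts 8262. That filter also moved the median of the shared transcripts by 0.11. Across the 11 fits that each left out 1 plant, the counts ran from 10663 to 11229 (5563 to 5742 higher, 5100 to 5515 lower). Single reads gave 5796 (3004 higher, 2792 lower) among 10434 tested. A log2 fold change of at least 1 left 6325 (3565 higher, 2760 lower), by its construction. Library size only gave 14601, of which 13216 were higher and 1385 lower. Chosen after seeing the data, library sizes without psbA and without composition factors gave 8410 higher and 3380 lower. Library sizes without the 50 most counted transcripts and without composition factors, also chosen after seeing the data, gave 7651 higher and 4016 lower.

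The counts of lower transcripts in the photosynthesis bins moved most with library size only. They were 2 for LHC-II (7 with TMM factors), 4 for PS II (13), 0 for LHC-I (1), 1 for PS I (5), 0 for cytochrome b6f (6), 3 for ATP synthase (8), 7 for cyclic electron flow (13), 0 for photorespiration (7), 5 for the CBB bin (23) and 0 for C_4_ (7), while that of NADH dehydrogenase went from 6 to 5. The medians of the bins relative to all transcripts moved by far less, as given at the claims for the bins of more than 1 transcript. This too follows by construction, since that scaling raises every transcript by about as much, so it is no test of the falls. A log2 fold change of at least 1 left 3 lower for LHC-II, 2 for photorespiration, 15 for the CBB bin and 1 for C_4_. Photorespiration had 4 lower with single reads and 4 with plant number as a block, where the cause was not tested. Leaving out 1 plant gave 5 to 9 lower for LHC-II and 5 to 7 for photorespiration.

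Under library size only, 25 named transcripts reversed, by construction since it raises the median transcript by 1.05. Their log2 fold changes were 0.13 (Si003882m), 0.14 (Si005789m), 0.22 (Si000645m), 0.45 (Si020845m), 0.26 (Si023465m), 0.63 (Si023437m), 0.0694 (Si013874m), 0.51 (Si010287m), 0.15 (Si021917m), 0.24 (Si030359m), 0.0425 (Si013768m), 0.11 (Si017480m), 0.98 (Si020853m), 0.26 (Si002174m), 0.53 (Si007114m), 0.32 (Si010905m), 0.20 (Si020868m), 0.20 (Si024707m), 0.82 (Si020785m), 0.79 (Si020848m), 0.10 (Si037304m), 0.12 (Si020825m), 0.97 (Si036292m), 0.47 (Si015371m) and 0.49 (Si030444m). Those that changed direction otherwise had changes near 0 with TMM factors, and the cause was not tested. The filter of 10 counts gave 0.0262 for Si020853m. Si036292m gave 0.0283 with upper-quartile factors, 0.0136 with DESeq2's Wald test, 0.0325 with no filter, 0.0796 with the filter of 10 counts and 0.0089 with paired reads, and -0.25 to 0.13 with 1 plant left out. In these fits Si020735m ran from -0.04 to 0.11 and Si036593m from -0.0254 to 0.14. Among the other changes of named transcripts, 32 lost the threshold (14 transcripts) and 10 gained it (6 transcripts). No value could be had for 8 of the 71 tested named transcripts with the filter of 10 counts and for 6 with single reads.

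Of 20 hormone groups, 2 passed the threshold in camera. The number was 4 with library size only, 4 with no filter, 3 with plant number as a block, 3 of 15 with single reads, 2 of 17 with the filter of 10 counts, 0 with an estimated correlation, 16 with fry, and 2 to 3 with 1 plant left out. For ethylene biosynthesis, the adjusted p ran from 0.703 to 0.993 over all alternatives. The direction of the set reversed for this group with no filter (0.944), the filter of 10 counts (0.866), single reads (0.735) and plant number as a block (0.9). It also reversed for this group without control plant 4 (0.874) and without heat-stressed plant 1, 2, 3 or 4 (0.950, 0.974, 0.993 and 0.986). It reversed for CK metabolism with the filter of 10 counts (0.798) and with single reads (0.512; 0.0357 to 0.798 over all alternatives), for JA biosynthesis with library size only (0.958; 0.122 to 0.958) and for ABA biosynthesis with single reads (0.962; 0.00929 to 0.962). None of these passed the threshold, and the cause was not tested. Of the other changes of set tests, 27 gained the threshold (14 groups) and 2 lost it. DESeq2's Wald test gives no set test. Counts of the groups moved in 139 cases (47 counts), and those of higher transcripts in the bins in 24 (9 counts).

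The share of the extended activase isoform rose by 8.95 percentage points with all counts and by 8.14 to 9.49 with 1 plant left out. The level of the photorespiration bin relative to the CBB bin changed by -0.09 between the conditions, and by -0.17 to 0.0243 with 1 plant left out. The reversal came without control plant 1 and is within the spread between plants. The filter left out 106 transcripts of the photosynthesis bins, and whether depth was the reason was not tested. Among them is psbE. Its counts, like those of the 5 untested ethylene-responsive factors, differed between control plants without following their totals.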

Differences from the paper's values

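The ratio of means scaled by DESeq size factors was computed only after the differences were seen, and the other alternatives named here were set before the data were examined. Of 182 transcripts compared with Supplementary Table 1, 1 differs, and of 267 compared with the values in Supplementary Figs. S7 and S9 to S16, 4 differ.

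For TRX H2 (Si037706m), the paper's value in Supplementary Fig. S7 is a log2 fold change of 0.11, and the value here is -1.295. None of the 21 alternatives closed the gap, the nearest being library size only, with -0.24. The paper prints the same value for Si038003m, also named TRX H2, whose change here is 0.07. As a ratio of means scaled by DESeq size factors, the values are -1.258 for Si037706m, which leaves the gap open, and 0.110 for Si038003m.

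The other 4 lie near 0 on both sides, and as ratios of means scaled by DESeq size factors all 4 reach the values the paper prints once rounded (NDF2 0.0160, Si021761m 0.00509, Si030088m 0.0195 and Si001453m 0.03498). For NDF2 (Si036292m), the paper's value in Supplementary Table 1 is 0.016 and the value here is -0.03. The gap closed in 9 of 21 alternatives: upper-quartile factors (0.03), DESeq2's Wald test (0.01), no filter (0.03), the filter of 10 counts (0.08), paired reads (0.0089), and without control plant 3 or heat-stressed plant 1, 2 or 4. It did not with DESeq2's size factors, library size only, single reads, library sizes without the 50 most counted transcripts, plant number as a block, or without any of the other plants.

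For Si021761m, the paper's value is about 0.01 in Supplementary Fig. S14, read by eye, and the value here is -0.0278. It closed in 9 of 20 alternatives: upper-quartile factors, DESeq2's Wald test, no filter, the filter of 10 counts, and without control plant 4 or 5 or heat-stressed plant 1, 5 or 6, but in none of the others. For Si030088m, the paper's value is 0.02 in Supplementary Fig. S13 and the value here is -0.0134. It closed in 13 of 21 alternatives: upper-quartile factors, DESeq2's Wald test, no filter, the filter of 10 counts, single reads, library sizes without the 50 most counted transcripts, plant number as a block, and without control plant 2 or heat-stressed plant 1, 3, 4, 5 or 6, but in none of the others. For Si001453m, the paper's value is 0.03 in Supplementary Fig. S10 and the value here is -0.0022. It closed in 15 of 21 alternatives and not with library size only, paired reads, single reads, or without control plant 2 or 3 or heat-stressed plant 3.

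The paper states that all genes of the CBB cycle were lower. Of the 37 tested transcripts in the CBB bin, which holds more isoforms than the paper draws, 9 were higher here, among them Si006583m (2.02) and Si017614m (1.22). The paper states that all subunits of cytochrome b6f were lower. Here Si020735m in that bin, which is matched to a mitochondrial gene, changed by 0.03, and the others were lower. The paper names ATPD as the exception to a similar reduction of the ATP synthase subunits. Here ATPD (Si037304m) had the smallest of the 8 falls, -0.98, and passed the threshold (adjusted p = 0.0115), with 0.00615 to 0.755 over the alternatives. Library size only (0.10) was the alternative in which it did not pass. The paper's own table also lists a fall for it, but one that did not pass the threshold there. The paper states that all subunits of the NDH complex were lower. Here NDHJ (Si020781m, 1.10), Si020760m (1.27) and Si035784m (0.32) were higher and NDF2 did not pass the threshold. The paper's own table lists the same directions for the first 3. The paper lists the subunits of glycine decarboxylase among the transcripts that were lower. Here that of the H protein (Si015440m) changed by 0.24 without passing the threshold, and with library size only it rose by 1.29 and passed it. Its level was low, with a mean of 1.8 CPM in the control plants and 2.13 under heat. Which transcripts the paper drew for these subunits is not known, so this 1 transcript does not show a difference from the paper.

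The paper reads the transcript changes as higher JA and BR signaling and lower SA, GA and CK signaling. Its methods also describe Fisher's exact tests that set genes regulated by hormones in Arabidopsis against the heat response. Those tests were not repeated here, so the groups below are only part of the paper's evidence. In camera, none of the groups of these hormones with at least 5 tested transcripts passed the threshold here, with adjusted p of 0.248 for the JA-inducible group (3.52e-05 to 0.391 over the alternatives), 0.09 for the negative regulators of JA signaling (0.00118 to 0.437), 0.564 for BR biosynthesis (0.00294 to 0.721), 0.156 for SA targets (1.28e-04 to 0.59), 0.258 for GA biosynthesis (1.24e-04 to 0.391) and 0.156 for CK-induced transcripts (4.91e-05 to 0.391). In fry the 6 groups listed passed in the direction the paper gives, while JA biosynthesis, SA metabolism and the positive regulators of GA response did not pass, and with library size only the SA targets and the negative regulators of JA signaling passed in camera. The latter also passed in camera with no filter, without control plant 1 and without control plant 5. Smaller groups were not run in camera. Of these, 3 of 3 negative regulators of BR signaling were lower (with library size only 0 were lower, also at an unadjusted p under 0.05, and 2 higher), the 1 positive regulator of BR signaling was higher, and 3 of 3 promoters of cell expansion among the SA targets were lower, the latter 2 groups with library size only as well. In the groups run, the transcripts in the direction the paper gives were 5 of 10, 4 of 5, 2 of 6, 7 of 10, 4 of 7 and 8 of 9. Median log2 fold changes were 0.48, -1.75, 0.23, -1.498, -1.22 and -0.90.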

Other observations

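The tests of other splits for the auxin and ethylene groups were set before their results were seen, and all other tests in this part, the count of splits by their control plants included, were chosen only after the result was seen.

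The 11 plants were also split in other ways into groups of 5 and 6, with 100 splits drawn from the 462 possible, the real one included. Only 1 of the 100 splits, the real one, gave as many as 11401 transcripts past the threshold, and the median of the others was 0. The same holds for the 120 transcripts of the photosynthesis bins (1 of 100) and the 156 of the hormone groups (1 of 100), though the 9 auxin markers and 3 auxin hydrolases among the latter were drawn for their change. In camera, by contrast, 57 of 100 splits gave as many as 2 hormone groups past the threshold, with a median of 2 and up to 6 in the others, so that this number by itself is no sign of an effect of heat. Splits with 1, 3 or 4 control plants in the group of 5 still carry part of the difference between the conditions, but 14 of the 44 splits with 2, the most even ones, also gave as many. For the auxin markers, 1 of 100 splits gave as small a p, the real one, but the authors chose these markers for a significant change between these same plants, so this test decides nothing about them. For the ethylene-responsive factors, 17 of 100 did. Of the 16 other than the real one, 15 had 1, 3 or 4 control plants in the group of 5, and 1 of the 44 most even splits was among them, so that part of the 17 can come from the conditions themselves and whether their fall as a set exceeds what other groupings give stays open.

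Several ethylene-responsive factors had high counts in control plants 2, 3 and 4 and low counts in control plants 1 and 5, as DREB1A with 423, 399 and 241 against 0 and 37, and 0 to 2 in the heat-stressed plants. What differed between control plants was not tested.

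Under library size only, the median transcript rose by 1.05. The share of counts on psbA is a candidate cause. With psbA left out of the library sizes the median still lay 0.39 above its place with TMM factors, 37.3% of the shift, and with the 50 most counted transcripts left out 0.26 above it, 25%. Neither removes the rise, which argues against either as the whole cause, and both may account for part of it. A change in the total amount of RNA per leaf cannot be seen in such counts and was not tested.

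Reads shared between both activase transcripts were examined as a source of the counts on the extended isoform. Their highest share in a control plant, where the major transcript is more abundant, was 0.0624%, against at least 6.32% under heat, which argues against it.

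Means of Supplementary Table 1 are described in its legend as RPKM. For 252 of the 252 transcripts with means over 1, they lay within 0.1% of the mean counts scaled by DESeq size factors that were computed here.

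The ribosomal protein transcript RPL10A (Si026830m), for which the paper discusses the protein, rose by 5.16 on the log2 scale (SE 0.29, adjusted p = 6.78e-09), with 46 to 90 counts per control plant and 3636 to 7411 per heat-stressed plant. The largest falls by the rule for named transcripts were Si004892m (-7.28, 59 to 821 counts per control plant and 2 to 10 under heat) and Si001608m (-6.81, 73 to 2189 and 9 to 26).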
